# Chemotherapy-driven intestinal dysbiosis and indole-3-propionic acid rewire myelopoiesis to promote a metastasis-refractory state

**DOI:** 10.1038/s41467-025-67169-7

**Published:** 2025-12-15

**Authors:** Ludivine Bersier, L. Francisco Lorenzo-Martin, Yi-Hsuan Chiang, Stephan Durot, Aleksander Czauderna, Tural Yarahmadov, Tania Wyss Lozano, Irena Roci, Jaeryung Kim, Nicola Zamboni, Nicola Vannini, Caroline Pot, Tinh-Hai Collet, Deborah Stroka, Jeremiah Bernier-Latmani, Matthias P. Lutolf, Simone Becattini, Thibaud Koessler, Tatiana V. Petrova

**Keywords:** Metastasis, Tumour immunology, Monocytes and macrophages

## Abstract

The contribution of chemotherapy-induced tissue injury to individual susceptibility to metastasis remains largely unexplored. We report that chemotherapy indirectly prevents colorectal cancer (CRC) liver metastases by inducing a lasting systemic “chemomemory”. Chemotherapy-induced intestinal mucositis alters nutrient availability, promoting the expansion of tryptophan-metabolizing bacteria and production of the microbial metabolite indole-3-propionic acid (IPA). IPA reprograms bone marrow myelopoiesis by redirecting common myeloid progenitor fate toward the macrophage lineage, limiting generation of immunosuppressive Ly6C^high^CCR2^+^ monocytes. This shift enhances CD4^+^ T cell antitumor function by promoting Th1 differentiation and spatially reorganizing CD8^+^ and CD4^+^ T cell interactions within the metastatic microenvironment. In a subset of CRC patients, circulating IPA levels increase after chemotherapy and inversely correlate with monocyte abundance, while high monocyte levels were associated with reduced survival. Our findings reveal that chemotherapy-induced intestinal injury normalizes pathological myelopoiesis through a microbiota-derived metabolite and identify IPA as a potential adjuvant to counteract monocyte-driven immunosuppression and metastasis.

## Abstract (web summary)

The microbiota influences the cytotoxicity of chemotherapy in patients with colorectal cancer but the impact on metastatic relapse is less clear. Here, the authors report that chemotherapy-induced intestinal mucositis induces systemic immune changes via production the microbial metabolite, indole-3-propionic acid (IPA), preventing metastases.

## Introduction

Colorectal cancer (CRC) is the world-wide second leading cause of cancer-related mortality^1^. Stage I and II CRC tumors can be surgically resected and are associated with an excellent prognosis. Recently, spectacular responses were reported for microsatellite instable CRCs treated with immune-check point inhibitors such as anti-PD-1^2^. However, this cancer subtype represents only 5-13% of all CRC cases, highlighting the need to improve therapy for the remaining 85-95% patients with microsatellite stable (MSS) CRCs. Fluoropyrimidine-based chemotherapy in combination with oxaliplatin after curative surgery remains a mainstay treatment for selected high-risk stage II and stage III CRCs. It minimizes tumor recurrence and prolongs survival^3^, however, a significant proportion of patients (30-50%) develop distant recurrence, mainly in the liver^4^.

The importance of microbiota for acute cytotoxic effect of chemotherapy has been demonstrated. Absence of MYD88 microbial product-sensing in the myeloid compartment of germ-free mice reduces oxaliplatin treatment effectiveness^5^. In addition, cyclophosphamide-induced bacteria translocation to secondary lymphoid organs stimulates an antitumor CD4^+^ T cell response, essential for optimal cyclophosphamide efficacy^6^. In the adjuvant settings, patients receive perioperative antibiotics. However, how the microbiota influence metastatic relapse in the adjuvant setting has not been addressed yet. A recent large retrospective clinical study EVADER-1 demonstrated that receiving antibiotics prior or during chemotherapy treatment significantly reduced disease-free survival in CRC patients^7^, suggesting a contribution of the microbiota or microbial-derived products. Yet, the mechanistic link between chemotherapy, microbiota alterations and cancer progression, including liver metastasis development, remains incompletely understood.

Here, we provide a part of the mechanistic explanation for this clinical observation. We demonstrate that prior exposure to standard of care 5-FU and oxaliplatin chemotherapy establishes a liver metastasis refractory state by durably rewiring gut microbiota to produce the tryptophan-derived metabolite, indole-3-propionic acid (IPA). We further identify myeloid cells as primary target of IPA, contrasting with previous observations^8^. IPA supplementation biased common myeloid progenitors fate toward the macrophage lineage, reducing immunosuppressive Ly6C^high^CCR2^+^ monocyte output with minimal direct impact on lymphoid cells or T cell function. The reduction of immunosuppressive myeloid cells allowed expansion and activation of anti-tumor CD4^+^ T cells which limited CRC metastasis formation. The effects observed in mouse models are clinically relevant, as circulating IPA levels are negatively correlated with abundance of monocyte and are increased post-chemotherapy in a subset of chemo-naïve CRC patients. Our study underscores the necessity of characterizing the systemic effects of chemotherapy to anticipate the outcomes of cancer treatment and to discover new therapeutic strategies.

## Results

### 5-FU and oxaliplatin exposure provide indirect lasting protection against CRC liver metastasis

Up to 50% of CRC patients develop intestinal mucositis after the first round of chemotherapy^9^, which may trigger the local and systemic release of cytokines, growth factors, and bacterial-derived products influencing subsequent metastatic relapse. To determine how chemotherapy induced intestinal mucositis influences metastatic relapse in the context of adjuvant CRC treatment, we first tested if a clinically relevant chemotherapeutic regimen (FO) consisting of one dose of 3.5 mg/kg oxaliplatin and one hour later 50 mg/kg 5-FU, followed by 50 mg/kg 5-FU on the next day directly inhibited CRC growth and induced intestinal mucositis (Fig. 1a)^10^. The FO-treated group displayed moderate, but significant, weight loss and a tendency towards reduced intestinal length 3 days after treatment initiation (Supplementary Fig. 1a, b). Analysis of the small intestine 3 days post-FO revealed reduced crypt cell proliferation, villi length and crypt depth (Fig. 1b, c), consistent with a cytotoxic effect of FO on transient amplifying cells. To assess both mucositis induction and tumor response, the FO regimen was initiated two weeks after implantation of Apc^*fl/fl*^; Kras^*LSLG12D*^; Tp53^*fl/fl*^; Vil-CreERT2 (AKP) tumor cells (Fig. 1d)^11^. Tumor weights were comparable between control and FO-treated mice five days post-treatment (Supplementary Fig. 1c). However, we observed decreased tumor cell proliferation and increased DNA double-strand breaks in FO-treated tumors, confirming the antitumor activity of FO (Supplementary Fig. 1d–g). We observed increased crypt depth and transit-amplifying cell proliferation in small intestine, indicative of ongoing intestinal regeneration five days post-FO (Fig. 1e, f). In contrast, the colon crypt proliferation and depth were similar between control and treated mice at the same time point (Supplementary Fig. 1h, i), aligning with human data showing oxaliplatin preferentially induces ileal cell death and spares healthy colon tissue in patients^12^. Accordingly, expression of proinflammatory cytokines *Tnf (*encoding TNFα*)* and *Il1b* was increased in the ileum at day 5 post-treatment (Supplementary Fig. 1j). Analysis of immune response revealed increased infiltration of myeloperoxidase (MPO^+^) neutrophils in the FO-treated ileal lamina propria at day 3 and 5 post-FO, while CD4^+^ and CD8^+^ T lymphocyte levels were unaffected (Supplementary Fig. 1k–r). These results confirm that the clinically relevant FO regimen directly inhibits CRC tumor growth and causes intestinal mucositis.

**Fig. 1:**
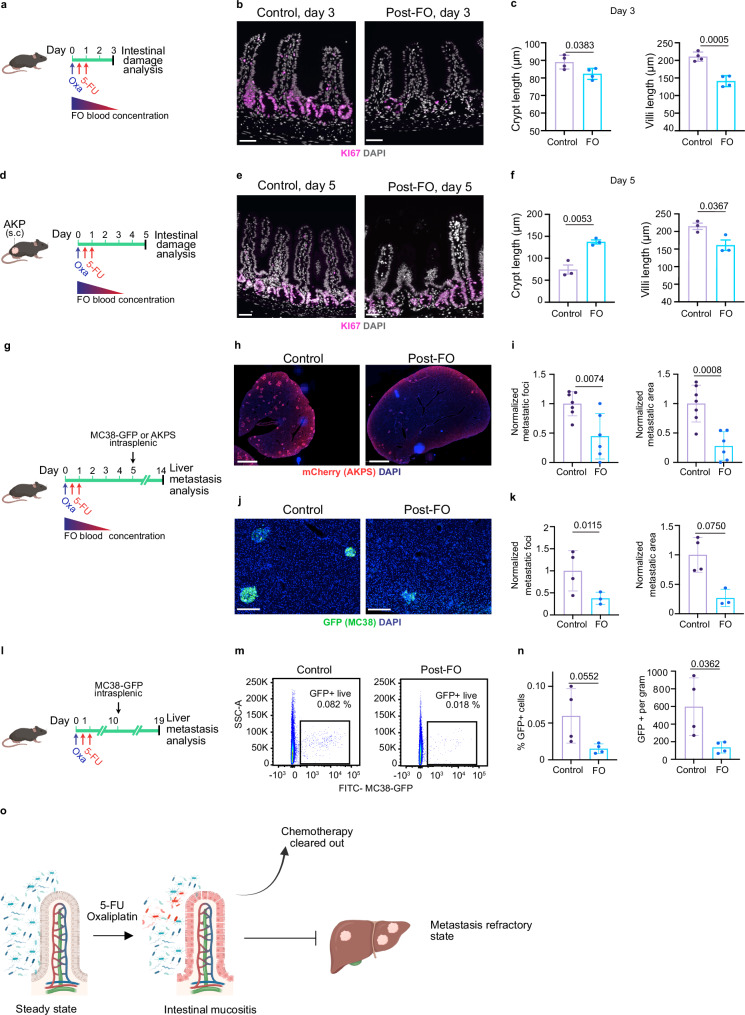
Prior exposure to FOLFOX adjuvant therapy generates liver metastasis refractory state. **a** Scheme of the experiment. Wild-type mice received 5-FU+oxaliplatin (FO) or PBS (control); intestines were harvested 3 days later. **b** FO reduced proliferation of intestinal crypt cells. KI67 (magenta) and DAPI (grey). Scale bars: 100 μm. **c** Quantification of crypt (left) and villi (right) length 3 days post-FO. *n* = 4 per condition. **d** Scheme of the experiment. AKP organoids were injected subcutaneously and FO treatment was initiated when tumor reached 130 mm^3^. Tissues were harvested 5 days after FO. **e** Hyperproliferative crypt cells five days after FO. KI67 (magenta) and DAPI (grey). Scale bars: 100 μm. **f** Quantification of crypt (left) and villi (right) length five days post-FO. *n* = 3 per condition. **g** Scheme of the experiment. AKPS-mCherry or MC38-GFP cells were injected intrasplenically 5 days after FO preconditioning, when active form of FO has been cleared-out. **h** FO preconditioning reduces liver metastasis formation in AKPS model. Staining for tumor cells (mCherry, red) and DNA (blue). Scale bar: 2 mm. **i** Quantification of AKPS metastasis area and number per liver area normalized to control mean. Data are from two independent experiments. Control, *n* = 7. FO, *n* = 6. **j** FO preconditioning reduces liver metastasis formation in MC38-GFP model. Staining for GFP (green) and DNA (blue). Scale bar: 200 μm. **k** Quantification of MC38-GFP metastasis area and number per liver area normalized to control mean. Control, *n* = 4. FO, *n* = 3. **l** Scheme of the experiment. MC38-GFP cells were injected intrasplenically 10 days after FO preconditioning. **m** FO chemomemory is lasting. Representative FACS plots of GFP+ cancer cells in livers of control and FO pre-conditioned mice. **n** Quantification of percentage and count of GFP positive cancer cells in the indicated conditions. *n* = 4 per condition. **o** Chemotherapy exposure exerts a lasting antimetastatic effect on CRC liver metastasis. Data are shown as mean ± SD and analyzed using two-tailed unpaired Student’s t- test (**c**, **f**, **i**, **k**, **n**). Icons were created in *BioRender under the license SABINE, A. (2025)* https://BioRender.com/*pmy8rs7*. Source data are provided as a Source Data file.

The liver is the most common site of distant spread for CRC, with liver metastases developing in up to 25% of patients undergoing surgery and adjuvant chemotherapy. FO has a relatively short half-life and is eliminated 4 days following acute administration^13,14^. To determine if FO chemotherapy-induced intestinal injury affects liver metastasis burden independently of its direct cytotoxic effect and to mimic the adjuvant treatment, we intrasplenically injected mice with either *Apc*^-/-^; *Kras*^*LSLG12D*^*; Tp53*^-/-^;*Smad4*^-/-^-mCherry (AKPS) organoids or MC38-GFP mouse colon adenocarcinoma cells five days after FO treatment (Fig. 1g). In this experimental setup, liver metastases form after the active drug has been cleared (Fig. 1g). AKPS and MC38 cell lines are models of microsatellite stable and instable CRC, respectively, and allowed testing if CRC subtype alters responses to FO pre-conditioning^15,16^. FO pre-conditioning markedly reduced liver metastases in both the AKPS and MC38 models (Fig. 1h–k), indicating a lasting anti-metastatic effect of chemotherapy, independent of its direct impact on tumor cells. We next investigated the duration of FO pre-conditioning-mediated tumor growth inhibition (Fig. 1l). Injection of MC38-GFP tumor cells ten days after FO pre-conditioning reduced metastasis formation, indicating that the metastasis refractory state is lasting (Fig. 1l–n; Supplementary Fig. 2a, b). Injecting MC38-GFP tumor cells twenty days after FO pre-conditioning, mimicking the end of a treatment cycle in patients, showed a tendency for persistence of metastasis refractory state (Supplementary Fig. 2c–e). In all, we demonstrate that FO-induced mucositis and its systemic effects maintain a lasting anti-tumor effect.

To determine if decreased liver metastatic burden was due to hepatotoxicity preventing metastatic cell implantation, we analyzed hepatic transaminase levels in the control and FO-treated mice. However, alanine aminotransferase (ALAT) and aspartate aminotransferase (ASAT) levels were similar between control and FO-treated mice indicating that direct hepatotoxicity is not inhibiting metastatic growth (Supplementary Fig. 2f, g). During metastasis, disseminated tumor cells extravasate to distant tissues within 24 h^17^. To test whether FO pre-conditioning inhibited survival of cancer cells in circulation or reduced their extravasation capacity, we analyzed the presence of MC38-GFP cells in the liver 24 h after their injection into the spleen by FACS (Supplementary Fig. 2h). The number of MC38-GFP cells was similar between FO pre-treatment and control mice, suggesting FO impacts metastatic outgrowth rather than earlier steps of metastatic dissemination (Supplementary Fig. 2i, j). In summary, these results indicate that pre-exposure to the standard-of-care CRC chemotherapy generates a durable metastasis-refractory state which we term “chemomemory” (Fig. 1o).

### Anti-metastatic chemomemory is microbiota-dependent

Chemotherapeutic drugs not only impact cancer cells, but also the tumor microenvironment and gut microbiota composition and functions^12,18,19^. To assess if gut microbes are necessary for chemomemory, we depleted the microbiota using broad-spectrum antibiotics and assessed liver metastatic burden after FO pre-conditioning (Fig. 2a)^20^. Analysis of fecal 16S rRNA gene abundance confirmed efficient microbiota depletion in the antibiotic-treated group (Supplementary Fig. 3a). Liver metastases grew significantly more in antibiotic-treated mice compared to controls, despite FO pre-treatment (Fig. 2b–d). Fecal bacterial load negatively correlated with metastatic load (Fig. 2e), further suggesting an important role for the gut microbiota in promoting chemomemory.

**Fig. 2:**
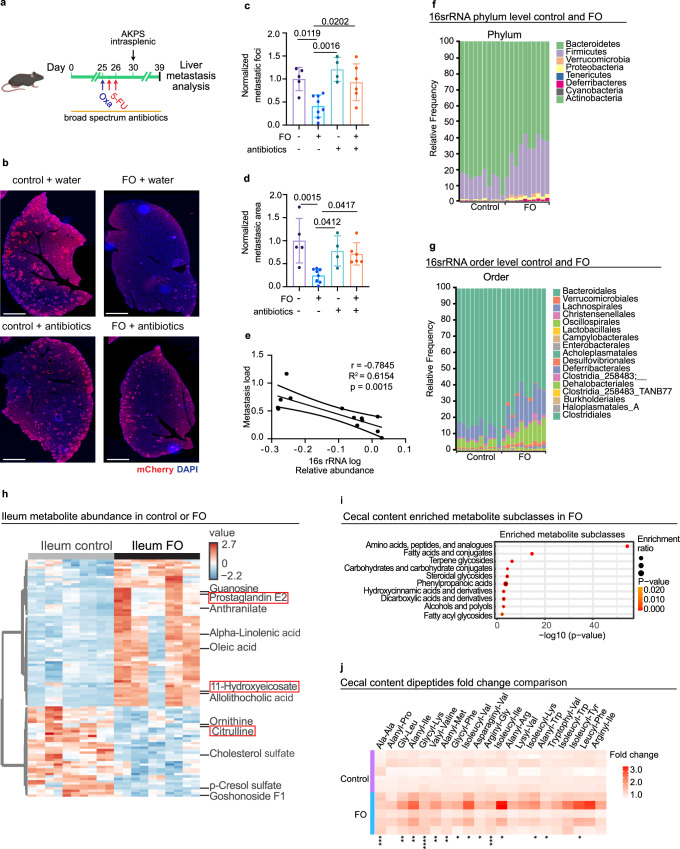
Chemomemory anti-metastatic effect is microbiota-dependent. **a** Scheme of the experiment. Mice were treated with broad-spectrum antibiotics for three weeks before FO treatment and AKPS were injected intrasplenically five days after FO or vehicle treatment. **b** Microbiota depletion abolishes chemomemory. Staining of liver colonized by AKPS tumor cells for mCherry (red) and DNA (blue). Scale bar: 2 mm. **c**, **d** Quantification of metastatic area and number of metastases per liver area normalized to control mean. Data are from two independent experiments. Control + water, *n* = 5. FO + water, *n* = 8. Control + antibiotics, *n* = 4. FO + antibiotics, *n* = 6. **e** Anti-correlation between liver metastasis load and gut bacterial content. qPCR for 16Sr RNA. FO, *n* = 8. FO+antibiotics, *n* = 6. Taxonomic relative frequency of bacterial composition at phylum (**f**) and order (**g**) level from stool analyzed 5 days post FO or PBS, reveals expansion of Firmicutes and Clostridia class. *n* = 10 per condition. Data from two independent experiments. **h** Hierarchical clustering heatmap showing metabolite abundance changes in control and FO treated ileum (logFc2 > 0.2; FDR < 0.05). *n* = 5 per condition run in duplicate. **i** Accumulation of amino acids and peptide-related products in the cecum of FO-treated mice. Metabolites subclass enrichment analysis was run on the upregulated metabolites in cecal content of mice treated with FO or PBS. log2fc > 0.2; adjusted p-value < 0.1. *n* = 5 per condition. **j** Heatmap of relative abundance of dipeptides in cecal content of control and FO-treated mice. *n* = 5 per condition. *P < 0.05, **P < 0.001 and ***P < 0.0001. Data are shown as mean ± SD and analyzed using Student’s t-test and corrected for multiple hypothesis testing with the BH method (**h**, **j**), one-way Anova with Tukey’s multiple comparisons test (**c**, **d**) and Pearson correlation test (**e**). Icons were created in *BioRender under the license SABINE, A. (2025)* https://BioRender.com/*pmy8rs7*. Source data are provided as a Source Data file.

### FO-induced gut damage increases gut microbe diversity by altering nutrient availability

To determine how chemotherapy modulates the intestinal microbiota composition, we performed 16S rRNA sequencing of mouse feces 5 days post-FO treatment. Higher alpha and beta diversity have been associated with better responses to chemotherapy in breast cancer patients and there was greater alpha diversity in FO-treated intestines compared to PBS-treated controls (Supplementary Fig. 3b)^21,22^. There were also major changes in the bacterial community composition with clear separation between the two treatment groups (Supplementary Fig. 3c). FO promoted significant expansion of Firmicutes and Proteobacteria at the phylum level and the class Clostridia including Oscillospirales, Christensenellales, Lachnospirales at the order level (Fig. 2f, g). Selective expansion of these two bacterial phyla is consistent with reports that some Firmicutes are resistant to 5-FU cytotoxicity, while intestinal inflammation increases Proteobacteria abundance^23,24^.

To characterize how FO affects the small intestine metabolome, we performed metabolomic analysis of the ileum 5 days post-FO. Ileum from FO-treated mice displayed an increase in 53 metabolites and a decrease in 18 metabolites (Fig. 2h, Supplementary Data 1). Most notably, we observed increased abundance of compounds associated with the pro-inflammatory arachidonic acid metabolism pathway (Fig. 2h, Supplementary Data 1)^25^. In addition, FO-treated ileum contained less citrulline (Fig. 2h, Supplementary Data 1), a metabolite mostly produced by enterocytes and used as a marker of enterocyte mass^26^. Collectively, together with histological and immune infiltration analyses, these changes indicate that FO treatment transiently decreases enterocyte absorptive capacity and promotes intestinal inflammation.

FO-induced intestinal mucositis significantly decreased small intestinal villus size and hence the absorptive surface (Fig. 1b, c). Gut-resident microbes rely on specific nutrient sources^27–29^, therefore we hypothesized that altered colonic microbiota composition post-FO was due to differences in gut lumen nutrient availability. Consequently, we performed untargeted metabolomics on cecal contents from FO and control-treated mice. Over Representation Analysis (ORA) of metabolite subclass enrichment revealed that amino acids, peptides, and amino-acid metabolism by-products were the most significantly increased metabolites in FO-treated mice caeca (Fig. 2i)^30^. Amino acids and peptides are absorbed in the proximal small intestine^31^. Therefore, the observed higher cecal levels of single, and particularly dipeptide, amino acid content (Fig. 2i, j; Supplementary Data 2) is due to a reduction in the absorption capacity caused by small intestinal mucositis. Of interest, proteins are the preferred carbon and nitrogen source for Firmicutes in vivo, suggesting increased peptide concentration drives expansion of these taxa^29^. In all these data indicate that FO-induced intestinal mucositis modifies nutrient availability to the gut microbiota, which increases the abundance of Firmicutes and in particular the Clostridia class bacteria.

### FO enhances circulating levels of microbial-derived indole-3-propionic acid

Since the anti-metastatic effects of FO pre-conditioning were gut microbiota-dependent and FO increased the abundance of Clostridia, we hypothesized that these bacterial populations produce a soluble factor that mediated chemomemory. Therefore, we performed untargeted polar metabolomics of portal blood 5 days post-FO (Fig. 3a) and found 95 and 68 metabolites were significantly increased or decreased by FO, respectively (Fig. 3b; Supplementary Data 1). Indole-3-propionic acid (IPA) was consistently increased in portal blood following FO treatment along with bile acid related metabolites and amino acids (Fig. 3c). Retention time comparison with IPA pure standard confirmed the IPA identity detected by untargeted flow injection analysis (Supplementary Fig. 4a).

**Fig. 3:**
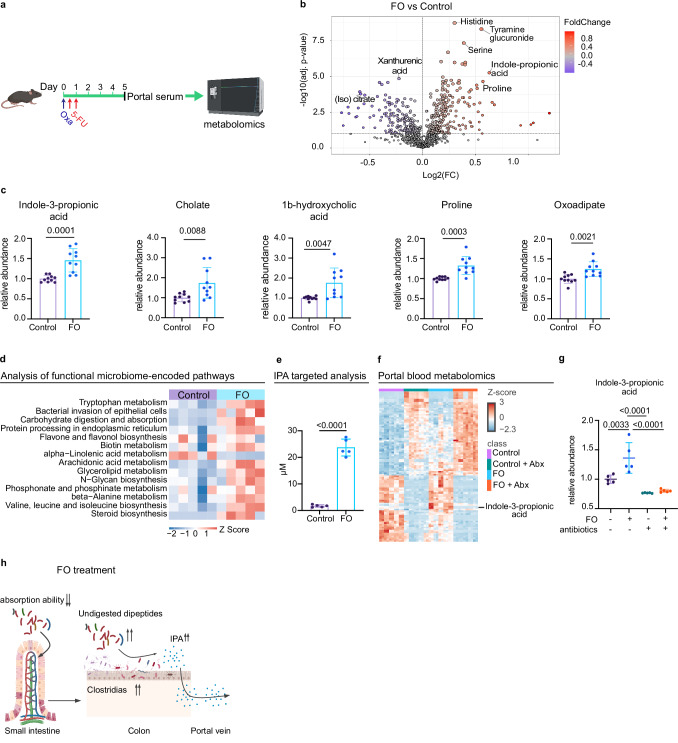
5-FU and oxaliplatin increase indole-3-propionic acid in portal vein circulation. **a** Scheme of the experiment. Portal serum samples were analyzed by untargeted metabolomics 5 days post-PBS or FO treatment cycle. **b** Volcano plot of significantly upregulated (red; log2FC > 0.2, FDR < 0.05) and downregulated (blue; log2FC < −0.2, FDR < 0.05) metabolites in portal serum. Data representative of two independent experiments. **c** FO treatment increases tryptophan-derived metabolite, indole-3-propionic acid and other metabolites. Data are pooled from two independent experiments. *n* = 10 per condition. **d** FO treatment increases bacterial tryptophan metabolism. Functional analysis of bacterial communities using Picrust2; heatmap of significantly changed KEGG pathways. **e** Concentration of portal serum IPA in PBS and FO-treated mice 5 days post treatment, measured by RPLC-MS/MS. *n* = 5 per condition. **f** Heatmap showing metabolite abundance changed in the portal serum of microbiota-intact and microbiota-depleted mice treated with FO or PBS. **g** IPA is one of the most reduced metabolites in microbiota-depleted mice. Relative abundance of indole-3-propionic acid in the indicated conditions, *n* = 5 per condition. **h** Model of FO-induced dysbiosis. Data are shown as mean ± SD and analyzed using two-tailed unpaired Student’s t-test (**e**) with multiple testing correction with the BH method (**c**), from metabolite consistently increased (adjusted-p-value < 0.05) in two independent experiments. Data are shown as mean ± SD and analyzed using one-way Anova with Tukey’s multiple comparisons test (**g**). Icons were created in *BioRender under the license SABINE, A. (2025)* https://BioRender.com/*pmy8rs7*. Source data are provided as a Source Data file.

Analysis of functional microbiome-encoded pathways using PICRUSt2 revealed an enrichment in tryptophan metabolism among taxa increased after FO treatment (Fig. 3d)^32^. Importantly, IPA is a by-product of tryptophan metabolism and produced exclusively by Clostridia and in particular *Clostridiaceaes*, a genus increased upon FO treatment (Supplementary Fig. 4b)^33^. The initial targeted metabolomics analysis showed an increase of IPA concentration in FO-treated serum over the upper detection limit (Supplementary Fig. 4c). Consequently, we performed the targeted LC-MS/MS in a second facility for the samples reaching detection limit and this second analysis further validated a > 10-fold IPA increase in the majority of FO-treated mice (Fig. 3e).

To determine if the increase in IPA after FO was due to altered microbial metabolism, we analyzed metabolites in portal blood of mice co-treated with FO and antibiotics or corresponding controls. Antibiotic treatment significantly modified the portal metabolomes of control and FO-treated mice (Fig. 3f; Supplementary Fig. 4d; Supplementary Data 3). As expected, microbiota depletion led to accumulation of taurocholic acid, a primary bile acid, and a reduction in the abundance of microbial derived products such as secondary bile acid, 12-ketodeoxycholic acid, hippurate and *p*-cresol sulfate (Fig. 3f; Supplementary Data 3)^34^. The above metabolites were not modified upon FO treatment. In contrast, IPA levels were signficantly increased after FO treatment in a microbiota-dependent manner (Fig. 3f, g). Furthermore, IPA abundance positively correlated with fecal bacterial load, as determined by 16S rRNA analysis (Supplementary Fig. 4e). In comparison, FO-dependent increases in proline, oxoadipate and cholate were not significantly modified by microbiota depletion (Supplementary Fig. 4f).

To assess if FO-induced increased levels of circulating IPA were durable, we measured polar metabolites from portal serum sampled 10 days after FO treatment. Among the metabolites increased at day 5, IPA and oxoadipate were still increased at day 10 (Supplementary Fig. 4g). Taken together, these data indicate that FO treatment increases the abundance of gut microbes which preferentially produce IPA, and this metabolite persists in portal blood long after FO is removed from the system (Fig. 3h).

### Exogenous IPA recapitulates FO chemomemory by modulating the immune system

Since blood IPA concentration was increased after FO in a microbiota-dependent manner (Fig. 3c, g), we hypothesized that IPA was functionally important for FO-mediated chemomemory. Therefore, we first tested the ability of oral IPA supplementation to limit growth of AKPS and MC38 liver metastases (Fig. 4A). We chose an IPA dose of 20 mg/kg previously shown to promote physiologically relevant circulating IPA concentrations in mouse models^35^. IPA supplementation significantly reduced CRC liver metastatic load when given either before and/or after metastasis establishment (Fig. 4A–E; Supplementary Fig. 5a–c) and reduced cancer cell proliferation (Fig. 4F, G). We next tested if IPA could re-establish chemomemory in the absence of gut microbiota (Fig. 4H). Supplementing IPA to microbiota-depleted mice carrying intrasplenically injected AKPS cells reduced liver metastatic burden to levels similar to those observed in FO-treated, microbiota-competent mice (Figs. 4I, J and 1h, i). In all, these results show that dietary IPA supplementation is sufficient to recapitulate FO-induced anti-metastatic chemomemory.

**Fig. 4:**
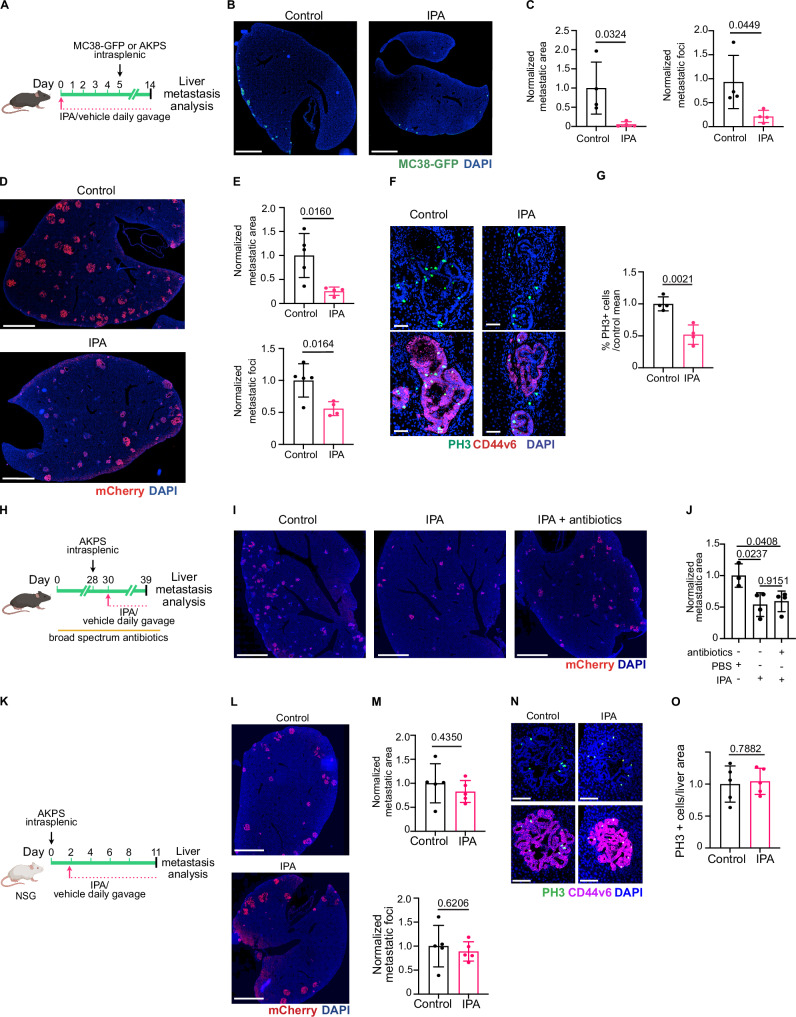
Exogenous IPA supplementation recapitulates 5-FU and oxaliplatin anti-metastatic effect through immune-mediated mechanism. **a** Scheme of the experiment. Mice were gavaged daily with IPA or PBS 5 days before MC38-GFP or AKPS intrasplenic injection and until the end of the experiment. **b** IPA inhibits liver metastasis in MC38 model. Staining for cancer cells (GFP, green); DNA (blue). Scale bar: 2 mm. **c** Quantification of metastasis area and number. Data normalized to liver area and control mean. *n* = 4 per condition. **d** IPA inhibits liver metastasis in AKPS model. Staining for cancer cells (mCherry, red) and DNA (blue). Scale bar: 2 mm. **e** Quantification of metastasis area and number. Data normalized to liver area and control mean. Control, *n* = 5. IPA, *n* = 4. **f** IPA inhibits cancer cell proliferation. Staining for phospho-histone3 (PH3, green), colon cancer stem cells (CD44v6, magenta) and DNA (blue). Scale bar: 50 µm. **g** Quantification of cancer cell proliferation. Data normalized to control mean. *n* = 4 per condition. **h** Scheme of the experiment to analyze the effect of IPA in microbiota-depleted mice. **i** IPA inhibits metastasis in the absence of microbiota. Staining for cancer cells (mCherry, red) and DNA (blue). Scale bar: 2 mm. **j** Quantification of metastatic area per liver area normalized to control mean. Control, *n* = 3. IPA, *n* = 4. Antibiotics + IPA, *n* = 4. **k** Scheme of the experiment. NSG mice were injected with AKPS organoids and received daily IPA or PBS gavage. **l** IPA is ineffective in immunocompromised mice. Staining for mCherry (red) and DNA (blue). Scale bar: 2 mm. **m** Quantification of metastatic area and number per liver area normalized to control mean. *n* = 5 per condition. **n** Staining for phospho-histone3 (PH3, green), CD44v6 (magenta) and DNA (blue). Scale bar: 100 µm. **o** Quantification PH3^+^ cells per metastatic area normalized to control mean. *n* = 5 per condition. Data are shown as mean ± SD and analyzed using two-tailed unpaired Student’s t-test (**c**, **e**, **g**, **m**, **o**) and one-way Anova with Tukey’s multiple comparisons test (**j**). Icons were created in *BioRender under the license SABINE, A. (2025)* https://BioRender.com/*pmy8rs7*. Source data are provided as a Source Data file.

To test if IPA directly inhibits cancer cell growth, we treated CRC tumoroids from patients and mouse AKPS organoids with IPA in vitro and analyzed cancer spheroid cell growth. The concentration of IPA in human blood ranges from 1 to 10 µM^36–38^, while in mice functionally relevant in vivo concentrations of IPA range from 3 to 15 µM^35,39^. Therefore, we tested the effects of high physiological (10 µM) and supraphysiological (50, 100 and 200 µM) IPA concentrations^36,37^. Only non-physiological concentration of 100 µM IPA inhibited growth of patient-derived MSS tumoroids (Supplementary Fig. 5d, e), while mouse organoids were resistant (Supplementary Fig. 5f, g). These results suggest that the anti-metastatic effect of IPA in vivo is primarily mediated by IPA’s indirect effects on the tumor or organ microenvironment. To test the contribution of immune cells, we analyzed hepatic AKPS metastasis growth after IPA administration in NOD-*scid Il2rg*^null^ (NSG) mice lacking B, T and functional NK cells (Fig. 4K). IPA was unable to suppress metastatic burden or tumor cell proliferation in NSG mice (Fig. 4L–O). These results indicated IPA anti-metastatic activity is at least in part mediated by its effect on immune cells.

A recent study reported that IPA enhanced antitumor immunity by directly inducing TCF1 expression in CD8^+^ T cells thereby promoting the expansion of CD8^+^ TCF1^+^ stem-like cells^8^. To test if IPA is directly affecting T cell activation, we exposed CD3e and CD28 antibody-activated CD4^+^ or CD8^+^ T cells to physiological (10 µM) and supraphysiological (50, 500 µM) concentrations of IPA in vitro (Supplementary Fig. 5h, i). However, IPA treatment did not impact T cell proliferation nor activation in vitro (Supplementary Fig. 5j, k). CD4^+^ and CD8^+^ T cells treated with very high (500 µM) levels of IPA displayed reduced cytokine production (Supplementary Fig. 5j, k). Furthermore, IPA treatment did not change the abundance of CD8^+^ TCF1^+^ stem-like cells in the metastatic liver of our model (Supplementary Fig. 5l, m), nor did it increase their abundance or TCF1 expression levels in vitro (Supplementary Fig. 5n–p).

### IPA reorganizes inflammatory immune cell interaction to indirectly boost T cell mediated anti-metastasis immunity

Since IPA did not directly impact T cell activation, we further characterized changes in the tumor immune microenvironment driven by IPA combining flow cytometry and highly multiplexed imaging mass cytometry (CyTOF) (Supplementary Fig. 6a). Flow cytometry analysis showed that the abundance and proportion of NKT cells, NK cells, macrophages, B lymphocytes, CD8^+^ T cells, dendritic cells and neutrophils were similar between the IPA and control treatment groups (Supplementary Fig. 6b, c). However, Ly6C^high^ monocytes were reduced in IPA-treated liver, while the proportion of myeloid cells expressing MHCII was increased (Fig. 5a; Supplementary Fig. 6d). IPA treatment resulted in the accumulation of effector CD4^+^ T cells with increased expression of IFNγ, TNFα and granzyme B (GZMB) (Fig. 5b–f; Supplementary Fig. 6e, f). We did not observe changes in the total liver CD8^+^ T cell numbers (Supplementary Fig. 6b, c). However, IPA significantly increased the proportion of CD8^+^ T cells expressing IFNγ, TNFα and GZMB (Supplementary Fig. 6g–i), indicating their enhanced antitumor activity.

**Fig. 5:**
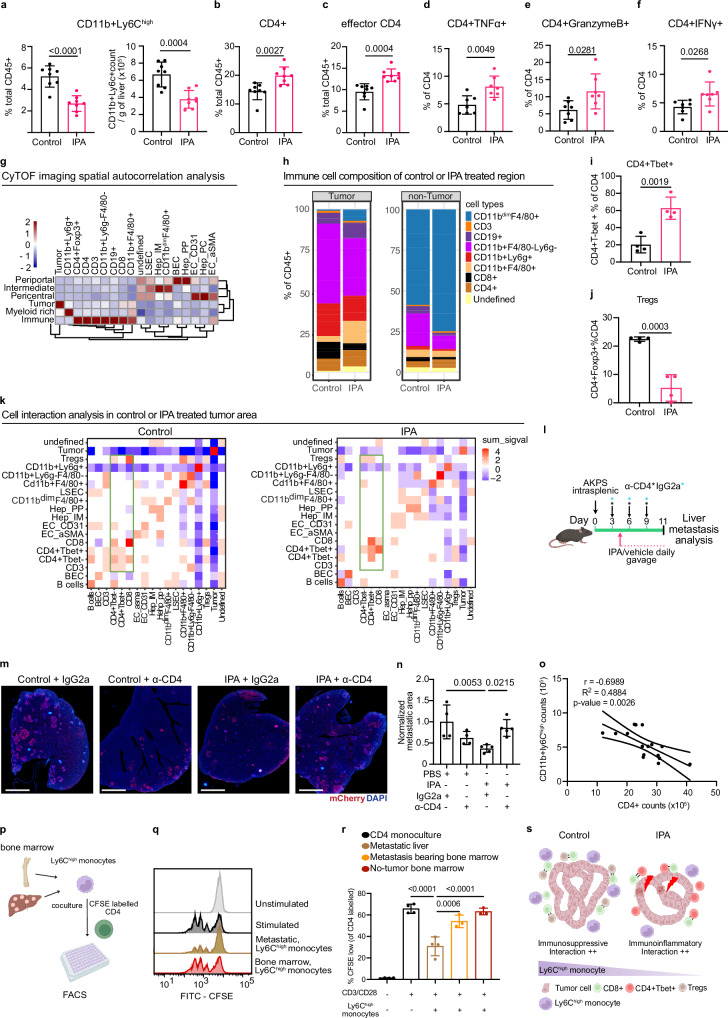
IPA indirectly boosts T cell activation driving anti-metastasis immunity by reducing the abundance of immunosuppressive Ly6C^high^ monocytes. **a** IPA reduces Ly6C^high^ monocyte infiltration in the metastatic liver. **b** IPA increases CD4^+^ T cells. CD4^+^ cell percentage of total CD45^+^ cells. **c** IPA increases CD4^+^ CD44^+^ Teff cells. **a**–**c** *n* = 8 per condition, from two independent experiments. IPA promotes accumulation of Th1-like and cytolytic CD4^+^ T cells expressing (**d**) TNFα, (**e**) granzyme B and (**f**) IFNγ. *n* = 7 per condition. **g** Cell compositions of each region identified by local spatial autocorrelation from CyTOF imaging. **h** Immune composition of peritumoral (tumor cells, myeloid, and inflammatory) and non-tumoral (tumor-free periportal, intermediate and pericentral) liver regions. **i** IPA increases liver infiltration with Th1-like CD4^+^Tbet^+^ cells. *n* = 4 per condition. **j** IPA decreases liver infiltration with CD4^+^ FOXP3^+^ Tregs. *n* = 4 per condition. **k** Heatmaps show cellular colocalization in control versus IPA-treated samples. **l** Scheme of the experiment to test effect of CD4^+^ T cell depletion on IPA-mediated metastasis inhibition. **m** Staining for cancer cells (mCherry, red) and DNA (blue). Scale bar: 2 mm. **n** Quantification of metastatic area per liver area normalized to control mean. Control + IgG2a, *n* = 4. Control + αCD4, *n* = 4. IPA + IgG2a, *n* = 5. IPA + αCD4, *n* = 5. **o** Ly6C^high^ monocyte abundance anti-correlates with the presence of CD4^+^ T lymphocytes. *n* = 8 per condition. **p** Scheme of the Ly6C^high^ monocytes and CD4^+^ T cell coculture experiment. **q** Histogram of CFSE dilution of labeled CD4^+^ T cells in the indicated conditions. **r** Quantification of CFSE low proliferated CD4^+^ T cells. Data represent 4-3 biological replicates per condition, representative of two 2 independent experiments. **s** The effect of IPA on the metastatic immune microenvironment. Data are shown as mean ± SD and analyzed using two-tailed unpaired Student’s t-test (**a**–**f**, **i**, **j**), Pearson correlation test (**o**) and one- way Anova with Tukey’s multiple comparisons test (**n**, **r**). Icons were created in *BioRender under the license SABINE, A. (2025)* https://BioRender.com/*pmy8rs7*. Source data are provided as a Source Data file.

Next, we assessed the spatial organization of immune cells in the metastatic liver microenvironment using highly multiplexed CyTOF imaging and identified the main resident and infiltrating immune populations in the liver along with hepatocytes, cancer cells, endothelial and biliary duct cells (Supplementary Fig. 6j, k, Supplementary Data 4)^40^. Using local spatial autocorrelation analysis, liver areas were divided into six distinct regions based on their cellular composition and organization (Fig. 5g; Supplementary Fig. 6l)^41^. Analysis of immune cell composition of metastasis regions revealed that IPA-treated mice displayed more total peri-metastatic CD4^+^ T cells, while metastases of control mice contained more CD8^+^ T cells, neutrophils (CD11b^+^Ly6g^+^) and monocytes (CD11b^+^Ly6g^-^F4/80^-^) (Fig. 5h). The immune cell composition of the non-tumor liver regions mirrored the composition of the tumor regions (Fig. 5h). Further characterization of CD4^+^ T cell subsets revealed that IPA promoted an accumulation of inflammatory CD4^+^Tbet^+^ (Th1) cells and reduced the abundance of immunosuppressive CD4^+^FOXP3^+^ Tregs (Fig. 5i, j), aligning with flow cytometry results. Cell-cell interaction analysis in the metastatic regions showed that CD8^+^ T cells were significantly and preferentially associated with CD4^+^Tbet^-^ cells and Tregs in control tumors (Fig. 5k; Supplementary Fig. 6m), a spatial organization associated with reduced response to immunotherapy^42^. In contrast, while perimetastatic CD8^+^ T cell numbers were decreased in IPA-treated liver metastasis, (Fig. 5h), they showed strong spatial colocalization with Th1 cells, an interaction that was absent in control livers (Fig. 5k; Supplementary Fig. 6m). This observation is functionally significant, as Th1 cells recruit cytotoxic CD8^+^ T cells and promote their activation^43^. CD8^+^ T cells did not interact with Tregs in IPA-treated metastases (Fig. 5k; Supplementary Fig. 6m).

Since IPA increased CD4^+^ T cell activation and abundance in the perimetastatic region, we next asked if these cells were necessary for IPA-driven chemomemory. Therefore, we depleted CD4^+^ T cells and assessed the ability of IPA to arrest liver metastatic growth (Fig. 5l). Analysis of blood and lymph nodes confirmed efficient CD4^+^ T cell depletion (Supplementary Fig. 6n). CD4^+^ T cell depletion abrogated the ability of IPA to suppress metastatic growth (Fig. 5m, n). Of note, the absence of CD4^+^ T cells in control non-IPA treated mice reduced the metastatic burden compared to IPA-treated mice (Fig. 5m, n), likely due to the depletion of regulatory CD4^+^ T cells in control mice. The infiltration of CD8^+^ T cells was similar between treatment groups (Supplementary Fig. 6o, p). These results show that IPA drives an indirect CD4^+^ T cell antitumor effect.

### IPA reduces Ly6C^high^ monocyte abundance promoting CD4^+^ T cell-driven antitumor immunity

Myeloid cells play a key role in CD4^+^ T cell priming and we observed an increased proportion of myeloid cells expressing MHCII in the livers of IPA-treated mice (Supplementary Fig. 6d), while perimetastatic monocytes and total liver Ly6C^high^ monocytes were reduced (Fig. 5a, h)^44,45^. Ly6C^high^ monocytes are immunosuppressive and reduce T cell activation while also promoting Treg differentiation^46,47^. Metastatic liver Ly6C^high^ monocytes abundance negatively correlated with the presence of CD4^+^ T cells (Fig. 5o) but not with other major immune cell subtypes including CD8^+^ T or CD19^+^ B cells (Supplementary Fig. 6q, r). We therefore hypothesized that IPA-mediated loss of Ly6C^high^ monocytes was driving CD4^+^ T cell antitumor effect in liver metastases. Consequently, we directly assessed the role of Ly6C^high^ monocytes in the suppression of CD4^+^ T cell activation in vitro. We isolated Ly6C^high^ monocytes from the metastatic liver and bone marrow of metastasis-bearing and control mice, as normal liver does not contain sufficient amount of these cells. We then co-cultured these cells with CD4^+^ T cells at a ratio of 1:4 to replicate the conditions present in the metastatic liver (Fig. 5p). Tumor-associated, but not bone marrow derived, Ly6C^high^ monocytes significantly inhibited CD4^+^ T cell proliferation in vitro (Fig. 5q, r). These data showed that an IPA-driven reduction in Ly6C^high^ monocytes abundance is sufficient to promote an indirect CD4^+^ T cell antitumor effect in the metastatic liver.

In all, these in vivo analyses indicate that IPA reorganizes the immune microenvironment of the metastatic liver by reducing the infiltration of immunosuppressive Ly6C^high^ monocytes while increasing proinflammatory MHCII-expressing myeloid cell entry. This in turn promotes the expansion of proinflammatory Th1 cells in the metastatic niche, ultimately leading to their enhanced interaction with cytotoxic CD8^+^ T cells in the peritumoral region and promotion of a CD4^+^ T cells mediated antitumor effect (Fig. 5s).

### IPA skews bone marrow myeloid progenitor differentiation to produce macrophages in lieu of Ly6C^high^ monocytes

Given that the reduction of Ly6C^high^ monocytes resulted in a CD4^+^ T cell-mediated antitumor effect, we investigated how IPA reduces the Ly6C^high^ population. Monocytes are short-lived in the tumor microenvironment, and their production and maintenance are tightly regulated by bone marrow hematopoiesis^48^. Flow cytometry analysis of blood revealed a significant reduction of circulating Ly6C^high^ monocytes in IPA-treated mice (Fig. 6a). However, consistent with observations in the metastatic liver (Supplementary Fig. 6b, c), IPA did not change circulating numbers of neutrophils, macrophages (CD11b^+^F4/80^+^), CD4^+^ and CD8^+^ T cells (Supplementary Fig. 7a, b).

**Fig. 6:**
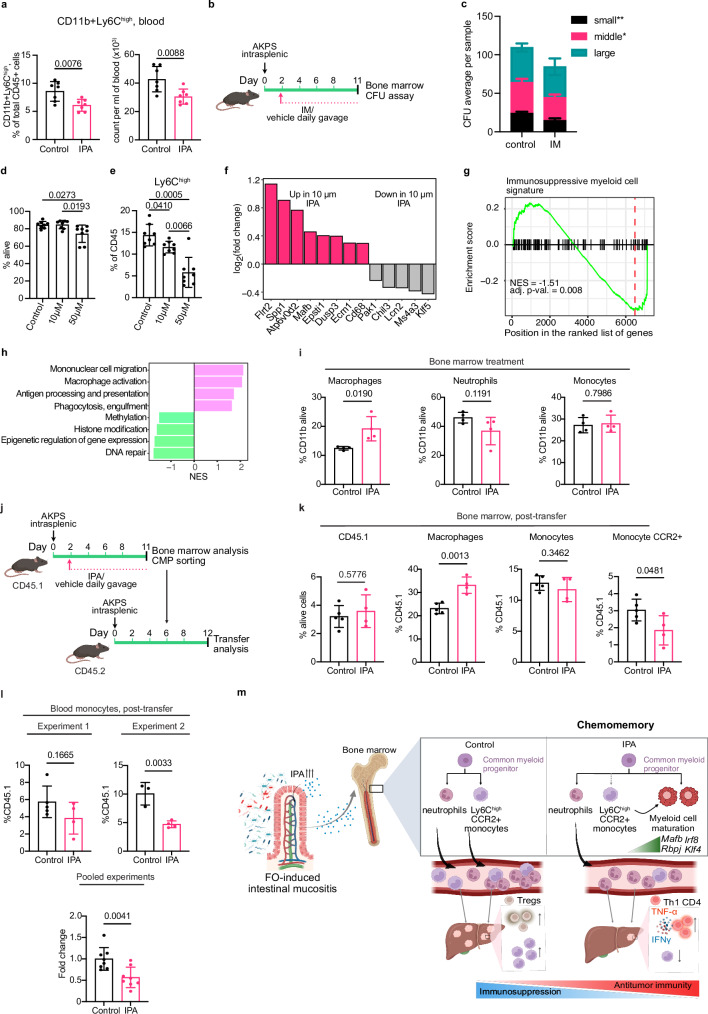
IPA limits myeloid progenitor ability to produce immunosuppressive Ly6C^high^ monocytes. **a** IPA reduces circulating Ly6C^high^ monocytes. *n* = 7 per condition. **b** Experiment scheme. **c** CFU counts from bone marrow of control and IPA-treated mice. *n* = 4 per condition in duplicate. **d** Physiological IPA concentration does not affect bone marrow cell viability. Quantification of CD45^+^ 7AAD- cells. *n* = 8 per condition. Biological replicates pooled from two independent experiments. **e** IPA inhibits generation of Ly6c^high^ monocytes in vitro. Percentage of Ly6C^high^ monocytes generated with vehicle or IPA in vitro. *n* = 8 per condition. Biological replicates pooled from two independent experiments. **f** IPA induces macrophage-related genes. Barplots of selected transcripts significantly upregulated (pink) or downregulated (gray) during in vitro myeloid differentiation with vehicle or 10 μM IPA. **g** IPA reduces immunosuppressive myeloid cell gene signature. **h** IPA upregulates pathways linked to macrophage maturation and function. **i** IPA increases the macrophages abundance in the bone marrow of metastasis-bearing mice. *n* = 4 per condition. **j** Scheme of the experiment to analyze the fate of CMPs treated with IPA in vivo. **k** CMPs from IPA-treated mice produce more macrophages in the bone marrow of recipient mice. Data are representative of two independent experiments. Control, *n* = 5. IPA, *n* = 4. **l** CMPs from IPA-treated mice release less monocytes in the blood. Experiment 1: Control, *n* = 5. IPA, *n* = 4; Experiment 2: Control, *n* = 3. IPA, *n* = 4. **m** IPA normalizes pathological myelopoiesis. In the absence of IPA, tumor-induced Ly6C^high^CCR2^+^ monocytes are released from the bone marrow and recruited to the tumor microenvironment, where they suppress antitumor immunity. IPA promotes monocyte maturation, limiting their release into circulation. This relieves antigen-presenting cell immunosuppression and enhances CD4^+^ Th1-mediated antitumor immunity in the liver metastatic niche. Data are shown as mean ± SD and analyzed using two-tailed unpaired Student’s t-test (**a**, **c**, **i**, **k**, **l**), repeated measure one-way Anova with Tukey’s multiple comparisons test (**d**, **e**). Icons were created in *BioRender under the license SABINE, A. (2025)* https://BioRender.com/*pmy8rs7*. Source data are provided as a Source Data file.

The decreased abundance of Ly6C^high^ monocytes both in the blood and the liver suggests that IPA rewires the production of myeloid cells in the bone marrow. IPA did not alter the proportion of hematopoietic stem (HSC) cells, multipotent progenitor (MPP) cells, common lymphoid progenitor (CLP) cells, common myeloid progenitor (CMP) cells, megakaryocyte/erythroid progenitor (MEP) cells and granulocyte-monocyte progenitor (GMP) cells (Supplementary Fig. 7c). We tested if IPA treatment affected bone marrow capacity to produce myeloid cells. We isolated bone marrow cells from liver metastasis-bearing mice treated with control or IPA and tested the colony-forming ability of myeloid progenitors in a methylcellulose assay (Fig. 6b). We found that bone marrow cells from IPA-treated mice displayed significantly reduced myeloid colony forming units (CFU) compared to controls (Fig. 6c). To determine if IPA reduces the production of Ly6C^high^ monocytes, we treated bone marrow cells with immunosuppressive myeloid cell-inducing media in the presence of vehicle or IPA (10 µM or 50 µM) for 5 days and analyzed resulting populations by FACS. At 10 µM, IPA did not affect overall cell viability or cellularity, whereas at 50 µM viability was slightly reduced (Fig. 6d). Most importantly, IPA significantly reduced the abundance of Ly6C^high^ monocytes in a dose-dependent manner (Fig. 6e), while the abundance of neutrophils was unchanged by IPA treatment (Supplementary Fig. 7d, e). Thus, these results show that IPA impacts myeloid progenitor ability to produce myeloid cell and Ly6C^high^ monocytes in vitro and in vivo.

To decipher how IPA blunts Ly6C^high^ monocytes production, we performed RNAseq on bone marrow cells cultured in immunosuppressive myeloid cell-inducing media in the presence of vehicle or physiological and supraphysiological levels (10 µM and 50 µM, respectively) of IPA^37^. 

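The 12 RNA-seq libraries came from bone marrow cells of wild-type C57BL/6 mice, 4 from cultures with vehicle (0.1% DMSO), 4 from cultures with 10 µM IPA and 4 from cultures with 50 µM IPA, and all were harvested on day 5. The medium held GM-CSF and IL-6 at 20 ng/ml each, cytokines that drive myeloid differentiation. According to the methods it was changed every 2 days, and according to the sample labels on day 3. Libraries were made from 25 ng of RNA with a stranded mRNA kit and sequenced on an AVITI instrument. The authors trimmed the reads with Atropos, aligned them to mm10 with hisat2 and counted them on Ensembl GRCm38.92 genes with featureCounts. The values are these raw counts, without normalization or a gene filter. The paper's text does not name the strand setting of the counting, so the counts of genes that overlap may include each other's reads. Between 22417710 and 26442653 reads per library were counted on genes with vehicle (median 25967464), between 20848854 and 28038612 at 10 µM (median 24248968) and between 20451312 and 26925143 at 50 µM (median 22133704). The table lists 54532 genes, and 28302 of them had no read in any library. Tests covered the 14894 genes with more than 0.5 CPM in at least 2 of the 12 libraries. Each comparison used only the 8 libraries of its groups, with edgeR's TMM normalization and quasi-likelihood test. Values of p were adjusted over all genes tested by the Benjamini-Hochberg method, and a gene counted as differentially expressed at an adjusted p under 0.05. Expression is given as CPM, TMM-normalized over the 12 libraries, mean ± SD over the 4 libraries of a group.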

As 50 µM of IPA reduced cell viability, we focused our analysis on the 10 µM treatment. 

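By edgeR's test, 61 genes were differentially expressed at 10 µM, 49 higher and 12 lower than with vehicle, and 1308 genes had an unadjusted p under 0.05. For each of the 61, the 4 libraries of one group lay outside the range of the other group. Of all genes tested, 913 (6.13%) separated the groups in this way, where chance gives 2.86% on average. Another split of the 8 libraries, which mixes the groups, gave 529 differentially expressed genes, so 61 alone does not exceed what another grouping gives. The number for the real groups depended on single libraries: it was 4 without replicate 2 of the 10 µM group and 122 without replicate 4 of the vehicle group. With a block for replicate numbers it was 3. DESeq2's Wald test on the same 8 libraries found 250 genes, 197 higher and 53 lower. The largest number, 549, came from an edgeR fit with the slope of each library's counts on exon length as a covariate, a setting chosen after the data were seen. Among genes with a mean of at least 1 CPM, *Retnla* (ENSMUSG00000061100, chromosome 16 of GRCm38, 48842551 to 48844461) had the largest rise, from 0.567 ± 0.201 CPM (SD, n = 4) with vehicle to 4.70 ± 1.44 (SD, n = 4) at 10 µM. Its log2 fold change was 3.04 (standard error 0.32, adjusted p = 0.00399 from edgeR's test). It passed the threshold in all 8 fits that left out 1 library, with an adjusted p of at most 0.0260. *Ccl24* (log2 fold change 1.83, adjusted p = 0.00980), *Il33* (log2 fold change 1.82, adjusted p = 0.0213) and *Vsig8* (log2 fold change 1.51, adjusted p = 0.0263) were also among the 5 largest rises. Of the 8 fits that left out 1 library, *Ccl24* did not pass in 1, *Il33* in 5 and *Vsig8* in 6, with the highest adjusted p without replicate 2 of the 10 µM group (0.0562, 0.104 and 0.139). The largest fall was that of *Gm23935* (ENSMUSG00000076258, chromosome 16, 11144125 to 11144181), a gene of 57 bases, from 209.2 ± 19.6 CPM (SD, n = 4) to 78.7 ± 31.3 (SD, n = 4). Its log2 fold change was -1.41 (standard error 0.22, adjusted p = 0.0263), and it did not pass in 5 of the 8 fits, with an adjusted p of 0.105 without replicate 2 of the 10 µM group. *Gm24270* has the same sequence and *Gm24187* differs from it by 1 base, so the counts of *Gm23935* may include reads of these copies. The other 4 of the 5 largest falls were paralogs in the stefin A cluster on chromosome 16, namely *Stfa1* (-1.12), *BC100530* (-0.97), *Stfa2* (-0.92) and *Stfa3* (-0.88), with adjusted p between 0.00305 and 0.0145. *Stfa2* did not pass in 3 of the 8 fits and *Stfa3* in 1, with an adjusted p of 0.0705 and 0.0555 without replicate 2 of the 10 µM group.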

Differential expression analysis revealed 105 upregulated and 18 downregulated genes in IPA-treated bone marrow cells (Fig. 6f; Supplementary Data 5). 

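Groups of genes were tested with limma's camera, which compares the members of a list with all other genes tested, with the correlation between genes preset at 0.01. At 10 µM, 22 of 35 gene lists passed an adjusted p of 0.05 over the lists, 15 higher and 7 lower. Of these 22, 12 also passed with fry, a rotation test of the list on its own, and 4 with camera at an estimated correlation, the alternative that moved the number most. With 1 library left out at a time, between 18 (without replicate 1 of the 10 µM group) and 25 (without replicate 4 of the vehicle group or replicate 3 of the 10 µM group) lists passed. A list of markers of immunosuppressive myeloid cells, written from general knowledge and not the signature of Fig. 6g, had 23 tested members. Their median log2 fold change was 0.11, 15 members rose and 8 fell, and camera's adjusted p was 0.0549. Fry gave an adjusted p of 0.0303 in the same direction, and camera with the estimated correlation 0.221. It passed with camera in 2 of the 8 fits that left out 1 library, and camera's adjusted p was 0.0452 without replicate 4 of the vehicle group. Among the members, 1 gene, *Arg1*, was higher at an adjusted p under 0.05 over all genes, and 3 genes, *Arg1*, *Cd84* and *Olr1*, were higher when adjusted over the list alone. The calprotectin transcripts were the most abundant members. *S100a8* changed from 4629 to 3926 CPM (log2 fold change -0.24, adjusted p = 0.641) and *S100a9* from 8087 to 7255 CPM (log2 fold change -0.16, adjusted p = 0.812), and neither passed the threshold.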

Unbiased gene set enrichment analysis (GSEA) showed treatment with IPA led to concerted suppression of transcripts characteristic of immunosuppressive myeloid cell^49^, consistent with flow cytometry results (Fig. 6g). Furthermore, IPA increased pathways related to chemotaxis, macrophage activation, phagocytosis, antigen presentation and leukocyte differentiation (Fig. 6h). 

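For the functions of these pathways, gene lists were written from general knowledge or as rules on gene symbols, and they are not the Gene Ontology sets of Fig. 6h. Of 22 chemokine ligands, 20 rose at 10 µM, with a median log2 fold change of 0.34 (camera, adjusted p = 4.82e-10, and fry, adjusted p = 0.0113). *Ccl24* and *Ccl2* passed over all genes, and 10 ligands rose when adjusted over the list alone. Of 16 chemokine receptors, 7 rose and 9 fell, with a median of -0.04 (camera, adjusted p = 0.360), and *Ccr2* was among those that rose when adjusted over the list alone. Of 20 macrophage markers, 19 rose, with a median of 0.26 (camera, adjusted p = 5.93e-11, and fry, adjusted p = 0.0144), *C1qb* among those past the threshold over all genes, and 11 adjusted over the list alone. Of 24 phagocytosis receptors and opsonins, which share 6 members with the macrophage markers, 21 rose, with a median of 0.32. Their adjusted p was 5.34e-09 with camera, 0.00246 with fry and 0.0334 with the estimated correlation. *Mrc1*, which was lower than with vehicle at 50 µM, *Cd36* and *C1qb* passed over all genes, and 13 members rose and 1 fell when adjusted over the list alone. Of 14 cathepsins, 11 rose, with a median of 0.25 (camera, adjusted p = 0.000128, and fry, adjusted p = 0.0931), 1 of them, *Ctsl*, over all genes and 8 adjusted over the list alone, where *Ctsg* fell. Antigen presentation genes moved less. Of 20 MHC class I genes, 17 rose, with a median of 0.10 (camera, adjusted p = 0.0321, and fry, adjusted p = 0.0931), and none had an unadjusted p under 0.05. Without replicate 1 of the 10 µM group, camera's adjusted p for this list was 0.147. Of 11 MHC class II genes, 9 rose, with a median of 0.06 (camera, adjusted p = 0.153), and 1 had an unadjusted p under 0.05. Camera's adjusted p for this list was 0.0270 without replicate 4 of the vehicle group. Of 11 dendritic cell genes, 9 rose, with a median of 0.13 (camera, adjusted p = 0.0384, and fry, adjusted p = 0.0493), and *Batf3* rose when adjusted over the list alone. Of 8 osteoclast markers, 6 rose, with a median of 0.51 (camera, adjusted p = 0.000784, and fry, adjusted p = 0.0253), *Atp6v0d2* and *Acp5* over all genes and 5 adjusted over the list alone, where *Itgb3* fell. Of these lists, only that of phagocytosis receptors and opsonins passed camera with the estimated correlation. There the adjusted p was 0.0924 for chemokine ligands, 0.0985 for macrophage markers, 0.276 for cathepsins and 0.166 for osteoclast markers. Among 829 Reactome sets with between 10 and 500 tested members, 24 passed camera's threshold, 13 higher and 11 lower. Of these 24, 7 also passed with fry. None passed with the estimated correlation, where 45 sets had an unadjusted p under 0.05, against 131 with the preset correlation. Degradation of the extracellular matrix (52 members) had the smallest adjusted p, 1.23e-06, with a median log2 fold change of 0.20. The sets on chemokine receptors and their ligands (33 members, adjusted p = 0.0652), cross-presentation (81 members, adjusted p = 0.313) and phagocytosis through Fc gamma receptors (68 members, adjusted p = 0.978) did not pass.

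**Figure D1:**
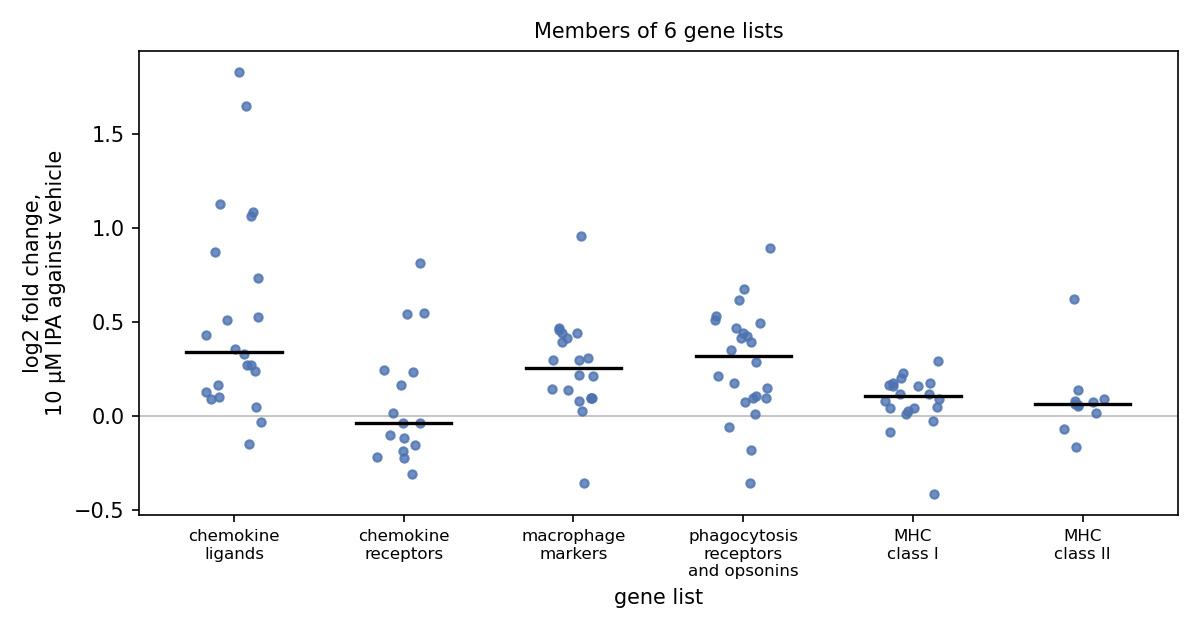
Log2 fold change at 10 µM IPA against vehicle (vertical axis) for each tested member of 6 gene lists (horizontal axis), with 1 point per gene and a black line at the list's median. The medians of chemokine ligands, macrophage markers and phagocytosis genes lie between 0.26 and 0.34, and those of chemokine receptors and of both MHC lists between -0.04 and 0.10.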

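*Arg1* (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484) rose from 73.8 ± 36.3 CPM (SD, n = 4) with vehicle to 356 ± 61.1 (SD, n = 4) at 10 µM. Its log2 fold change was 2.27 (standard error 0.29, adjusted p = 0.0102 from edgeR's test). *Flrt2* (ENSMUSG00000047414, chromosome 12, 95692226 to 95785215) rose from 13.3 ± 2.22 CPM (SD, n = 4) to 29.2 ± 6.68 (SD, n = 4), a log2 fold change of 1.14 (standard error 0.17, adjusted p = 0.0172). *Spp1* (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) overlaps *Gm42793* on the same strand. It rose from 1751 ± 452 CPM (SD, n = 4) to 3285 ± 187 (SD, n = 4), a log2 fold change of 0.91 (standard error 0.15, adjusted p = 0.0311). *Atp6v0d2* (log2 fold change 0.77, adjusted p = 0.0163) and *Dusp3* (log2 fold change 0.40, adjusted p = 0.0385) also passed the threshold. *Cd68* (log2 fold change 0.30, adjusted p = 0.265), *Ecm1* (log2 fold change 0.30, adjusted p = 0.132) and *Epsti1* (log2 fold change 0.40, adjusted p = 0.0712) did not, although each of their 4 libraries at 10 µM lay above each vehicle library. The *Ecm1* value of vehicle replicate 2 was 39.4 CPM, against 45.7 to 46.2 in the other vehicle libraries. With 1 library left out at a time, *Arg1* fell below the threshold in 1 of 8 fits, *Atp6v0d2* in 2, *Flrt2* in 4, *Spp1* in 5 and *Dusp3* in 7. The fit without replicate 2 of the 10 µM group gave each its highest adjusted p, 0.0574 for *Arg1*, 0.0954 for *Atp6v0d2*, 0.0972 for *Flrt2*, 0.143 for *Spp1* and 0.182 for *Dusp3*. With DESeq2's test on the same 8 libraries, all of these genes but *Cd68* passed. On all 12 libraries, a setting added after the data had been seen, *Cd68* passed that test as well (adjusted p = 0.0472). The study chose the genes on these libraries, so a test of them as a list is not independent evidence. The 5 polarization genes, *Arg1*, *Spp1*, *Ecm1*, *Epsti1* and *Dusp3*, had a median log2 fold change of 0.40 (camera, adjusted p = 1.94e-09, and fry, adjusted p = 0.00246), and all 5 rose when adjusted over the list alone.

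**Figure D2:**
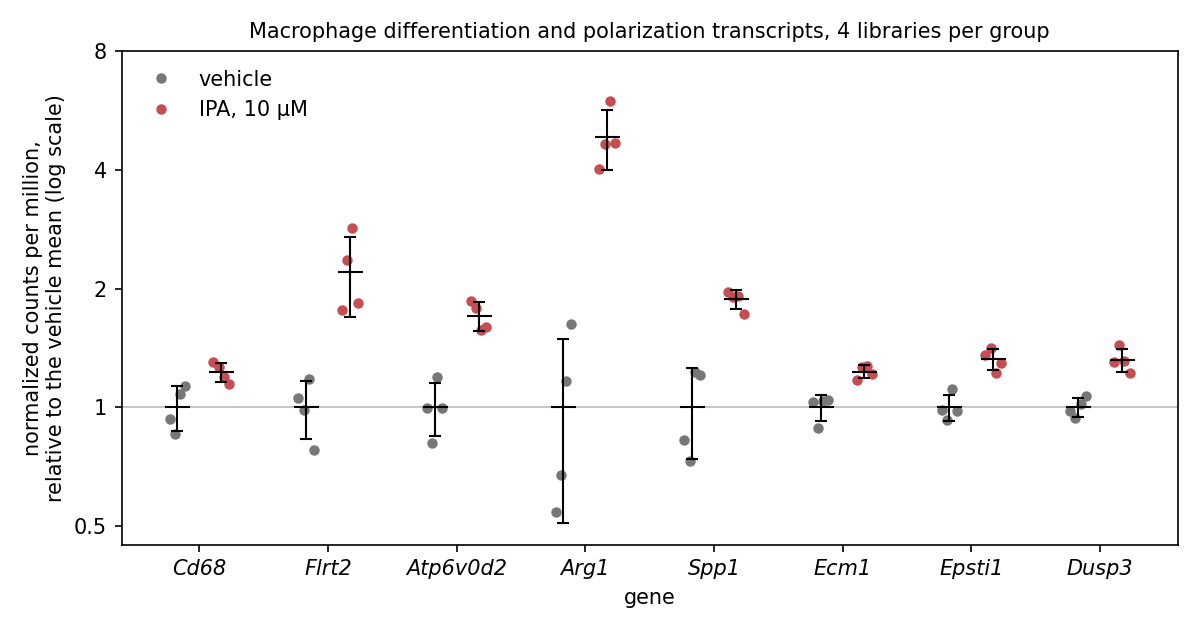
Normalized CPM of 8 genes (horizontal axis), relative to the gene's mean with vehicle and on a log scale (vertical axis), with vehicle in gray and 10 µM IPA in red. Points are the 4 libraries of a group, the horizontal bar is their mean and the whiskers are ± 1 SD; *Arg1* at 10 µM lay between 4.01 and 5.98 times its vehicle mean and *Cd68* between 1.15 and 1.30 times.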

Notably, transcripts associated with macrophage differentiation (*Cd68, Mafb, Flrt2, Atp6v0d2)* and polarization (*Arg1, Spp1, Ecm1, Epsti1, Dusp3*) were upregulated by IPA (Fig. 6f)^50–52^. In contrast, expression of genes associated with immature myeloid cells, myeloid progenitor cells and differentiation regulators were reduced (*Ms4a3, Chil3, Lcn2, Pak1, Klf5*) (Fig. 6f)^53–55^. 

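*Chil3* (ENSMUSG00000040809, chromosome 3, 106147554 to 106167564) fell from 5971 ± 261 CPM (SD, n = 4) with vehicle to 4748 ± 228 (SD, n = 4) at 10 µM, a log2 fold change of -0.33 (standard error 0.06, adjusted p = 0.0394 from edgeR's test). It fell below the threshold in 7 of the 8 fits that left out 1 library, and its adjusted p was 0.209 without replicate 2 of the 10 µM group. *Klf5* (ENSMUSG00000005148, chromosome 14, 99298691 to 99315036) fell from 22.6 ± 1.27 CPM (SD, n = 4) to 16.9 ± 1.79 (SD, n = 4), a log2 fold change of -0.42 (standard error 0.09, adjusted p = 0.0975). The log2 fold change was -0.38 for *Ms4a3* (adjusted p = 0.213), -0.34 for *Lcn2* (adjusted p = 0.114) and -0.23 for *Pak1* (adjusted p = 0.185). For all 5 genes, every library at 10 µM lay below every vehicle library. In the 10 µM group, *Pak1* stood at 73.7 CPM in replicate 3 and between 69.4 and 69.9 in the other libraries. All 5 passed the threshold with DESeq2's test. Tested as a list, which the study chose on these libraries, the 5 genes had a median log2 fold change of -0.34 (camera, adjusted p = 1.24e-07, and fry, adjusted p = 0.00246), and all 5 fell when adjusted over the list alone, which is not independent evidence. Among lists of neutrophil genes, the 5 primary granule genes, *Ms4a3* included, all fell, with a median of -0.24 (camera, adjusted p = 0.00564, and fry, adjusted p = 0.238), *Ms4a3* when adjusted over the list alone. Of the 9 secondary granule genes, which include *Lcn2* and *Chil3*, 7 fell, with a median of -0.30 (camera, adjusted p = 0.000622, and fry, adjusted p = 0.0734), and 5 fell and 1, *Mmp8*, rose when adjusted over the list alone. The 7 genes of mature neutrophils had a median of -0.04 (camera, adjusted p = 0.690), and none had an unadjusted p under 0.05.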

Although indole-derived metabolites are often linked to AHR signaling, the AHR transcriptional signature remained unchanged following IPA treatment, which is consistent with inability of IPA to activate AHR in biochemical assays (Supplementary Fig. 7f and Supplementary Data 5)^38^. 

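A list of AHR target genes written from general knowledge, not the signature of Supplementary Fig. 7f, had 8 tested members at 10 µM. Of these 3 rose and 5 fell, with a median log2 fold change of -0.06 (camera, adjusted p = 0.260, and fry, adjusted p = 0.324). In fits that left out 1 library, camera's adjusted p lay between 0.0869 and 0.490. No member passed over all genes or when adjusted over the list alone, and 1, *Cyp1a1*, was lower at an unadjusted p under 0.05. *Cyp1b1* (ENSMUSG00000024087, chromosome 17, 79701537 to 79715061) stood at 12.0 ± 2.77 CPM (SD, n = 4) with vehicle and 12.6 ± 3.74 (SD, n = 4) at 10 µM, a log2 fold change of 0.07 (adjusted p = 0.967 from edgeR's test). *Tiparp* stood at 71.9 ± 4.55 CPM (SD, n = 4) and 73.1 ± 4.25 (SD, n = 4), and the AHR repressor *Ahrr* at 61.2 ± 10.8 (SD, n = 4) and 51.4 ± 7.24 (SD, n = 4), with log2 fold changes of 0.02 (adjusted p = 0.967) and -0.25 (adjusted p = 0.639). *Cyp1a1* had at most 1 count in any library at 10 µM and between 0 and 5 in the vehicle libraries (adjusted p = 0.475), too few for a fold change. A count of 0 allows up to 3 counts, and with *Cyp1a1* set to this bound the list's median was -0.01.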

Taken together, these data indicated that IPA accelerates myeloid cell maturation towards macrophages thus reducing the abundance and release of Ly6C^high^ monocytes. 

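Transcripts of the proteins by which the paper gates or describes these cells were tested as a list of 6. CCR2 is among them as a protein the paper reports on monocytes, although the gates in its methods do not name it. Of the 6, 5 rose at 10 µM, with a median log2 fold change of 0.10 (camera, adjusted p = 0.0954, and fry, adjusted p = 0.290). *Ly6c2* stood at 581 ± 105 CPM (SD, n = 4) with vehicle and 535 ± 22.8 (SD, n = 4) at 10 µM, a log2 fold change of -0.12 (adjusted p = 0.857 from edgeR's test). Its paralog *Ly6c1* stood at 3.27 and 3.38 CPM (log2 fold change 0.05, adjusted p = 0.984), and the sign of its change differed between fits that left out 1 library, from -0.16 without replicate 2 of the 10 µM group to 0.22 without replicate 3 of the vehicle group. *Ccr2* (ENSMUSG00000049103, chromosome 9, 124101950 to 124113557) stood at 347 ± 72.7 CPM (SD, n = 4) and 505 ± 16.5 (SD, n = 4), a log2 fold change of 0.54 (standard error 0.12, adjusted p = 0.0975). Without replicate 4 of the vehicle group its log2 fold change was 0.66 and passed the threshold, as it did with DESeq2's test. At 50 µM it was lower than with vehicle. The log2 fold change was 0.15 for *Ly6g* (adjusted p = 0.887), 0.12 for *Itgam*, which overlaps *Gm49368* on the same strand (adjusted p = 0.714), and 0.08 for *Adgre1* (adjusted p = 0.863), and in each of these 3 the ranges of the groups overlapped. *Ccr2* alone rose when adjusted over the list alone. A list of 6 genes of Ly6C high monocytes, which holds *Ly6c2* and *Ccr2*, had a median of 0.38, and 5 of its members rose (camera, adjusted p = 0.00261, and fry, adjusted p = 0.102). *Fn1* passed over all genes, and *Fn1*, *Ccr2* and *Vcan* rose when adjusted over the list alone. From its data taken together, the paper proposes that IPA speeds the maturation of myeloid cells into macrophages. In its reading, which it calls a hypothesis, this lowers how many Ly6C high monocytes are present and released. The lower number of these cells was itself measured in the paper, by flow cytometry of such cultures and of blood. Transcripts of mixed cells do not count gated cells, so the values here do not test it.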

In line with this hypothesis, pathways suppressed by IPA were linked with epigenetic changes such as methylation, histone modification but also reduction in DNA repair, aligning with a transition towards a more differentiated cell state (Fig. 6h)^56,57^.

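For the suppressed pathways, 3 lists were defined by rules on gene symbols and are not the Gene Ontology sets of Fig. 6h. Of 44 methyltransferases and DNA methylation genes, 24 fell, with a median log2 fold change of -0.01 (camera, adjusted p = 0.429, and fry, adjusted p = 0.392). Of 88 histone modifiers, 60 fell, with a median of -0.05 (camera, adjusted p = 0.0678, and fry, adjusted p = 0.740). Of 84 DNA repair genes, 53 fell, with a median of -0.04 (camera, adjusted p = 0.0565, and fry, adjusted p = 0.424). None of the members of these lists passed over all genes or when adjusted over the list alone, and 4 in each list had an unadjusted p under 0.05. Single libraries decided the calls: without replicate 4 of the vehicle group, camera's adjusted p was 0.0126 for DNA repair and 0.000136 for histone modifiers. It was 0.799 for histone modifiers without replicate 2 of the vehicle group, and 0.374 for DNA repair without replicate 1 of the 10 µM group. Among the Reactome sets, DNA repair (132 members, median -0.03, adjusted p = 0.481), chromatin modifying enzymes (180 members, median -0.04, adjusted p = 0.236) and histone lysine methylation (37 members, median -0.07, adjusted p = 0.281) did not pass camera's threshold. A list of 28 cell cycle genes passed, with 27 lower, a median of -0.10 and an adjusted p of 3.52e-05 (fry, adjusted p = 0.0445, and estimated correlation, adjusted p = 0.221). None of its members passed over all genes or when adjusted over the list alone, and 2 had an unadjusted p under 0.05. The Reactome set of mitotic prometaphase (99 members) was lower as well, with a median of -0.09 (camera, adjusted p = 0.000137, and fry, adjusted p = 0.0469).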

To determine underlying gene regulatory networks responding to IPA treatment, we used the SCENIC algorithm adapted to bulk RNAseq analysis^58,59^. *Rbpj*, *Mafb*, *Irf8*, *Klf4*, *Mitf* and *Elk3* regulons were significantly enriched in IPA-treated samples, while *Elf4*, *Maz* and *Fos* regulons were more active in control cells (Supplementary Fig. 7g). 

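Regulon activity was not recomputed, and the values here are those of the transcripts of the factors. *Rbpj* (ENSMUSG00000039191, chromosome 5, 53466152 to 53657362) rose from 379 ± 16.0 CPM (SD, n = 4) with vehicle to 443 ± 15.8 (SD, n = 4) at 10 µM, a log2 fold change of 0.22 (standard error 0.06, adjusted p = 0.165 from edgeR's test). *Klf4* (ENSMUSG00000003032, chromosome 4, 55527143 to 55532466) rose from 35.2 ± 2.60 CPM (SD, n = 4) to 43.4 ± 1.10 (SD, n = 4), a log2 fold change of 0.30 (standard error 0.07, adjusted p = 0.125). Its vehicle replicate 4 stood at 31.3 CPM and the other vehicle libraries between 36.4 and 36.7, and at 50 µM it was lower than with vehicle. *Rbpj* and *Klf4* passed the threshold with DESeq2's test. The log2 fold change was 0.23 for *Mitf* (adjusted p = 0.319), 0.15 for *Elk3* (adjusted p = 0.524) and 0.11 for *Irf8* (adjusted p = 0.668). It was -0.21 for *Fos* (adjusted p = 0.302), -0.14 for *Maz* (adjusted p = 0.459) and -0.12 for *Elf4* (adjusted p = 0.552). The 3 factors of the regulons more active in control cells were fewer than the 4 genes required for a list test. Of 9 Notch pathway genes, *Rbpj* included, 6 rose, with a median of 0.22 (camera, adjusted p = 0.0645, and fry, adjusted p = 0.237), and *Jag1* and *Rbpj* rose when adjusted over the list alone. The Notch list passed with camera in 3 of the 8 fits that left out 1 library. Its adjusted p ran from 0.0112 without replicate 1 of the 10 µM group to 0.411 without replicate 4 of that group.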

Transcriptional activity of *Rbpj*, *Mafb*, *Irf8* and *Klf4* have been shown to promote myeloid cell maturation and macrophage differentiation^50,51,60–64^, while *Mitf* is essential for osteoclast differentiation downstream of M-CSF^65^. Conversely, *Fos* mutant mice accumulate macrophages in their bone marrow and *Fos* activity is reduced by IPA^66^. Furthermore, *Elf4* and *Maz* regulons are downregulated by IPA and are important in hematopoietic progenitor maintenance and cell differentiation^67–69^.

### IPA targets common myeloid progenitors fate

The bone marrow cell analysis of control and IPA-treated mice bearing metastases revealed that IPA treatment significantly increased frequency of macrophages while the total abundance of neutrophils and overall monocytes remained unchanged (Fig. 6i), supporting the increase macrophages maturation in the bone marrow.

To study the underlying mechanisms, we further analyzed cell cycle of CMPs and GMPs from control or IPA-treated mice. IPA significantly increased the proportion of quiescent CMPs compared to GMPs (Supplementary Fig. 7h), suggesting CMPs are the target of IPA.

To further investigate how IPA affects CMP differentiation, we performed a CMP adoptive transfer experiment. We induced metastases in CD45.1 mice and treated them with either control or IPA daily. We then FACS-sorted CMPs from bone marrow and transferred them into CD45.2 recipient mice (Fig. 6j), tracking CMP fate at early time points in vivo using established protocols^70,71^. The proportion of CD45.1-derived bone marrow cells and the frequency of monocytes from transferred CMPs were similar between groups (Fig. 6k). In contrast, CMPs from IPA-treated mice generated a higher proportion of macrophages in the bone marrow and fewer CCR2-expressing monocyte (Fig. 6k). Consistent with the key role of CCR2 in monocyte egress from bone marrow, we observed fewer CD45.1-derived monocytes in the blood of mice transferred with CMPs from IPA-treated donors (Fig. 6l)^72^.

Collectively, we propose that post-chemotherapy microbiota remodeling and increased IPA production play a central role in establishing a metastasis-refractory state. IPA primarily targets CMPs in the bone marrow, promoting their differentiation toward the macrophage lineage while limiting the release of Ly6C^high^CCR2^+^ monocytes into circulation. This normalization of tumor-induced pathological myelopoiesis reduces circulating monocytes available for tumor infiltration, thereby enhancing anti-tumor T cell responses (Fig. 6m).

### IPA potentiates chemotherapy response against CRC liver metastasis

To test the translational relevance of our observations we sought next to determine if IPA supplementation improves response to chemotherapy in mice harboring growing liver metastasis (Fig. 7a). We injected AKPS organoids intrasplenically and administered PBS or IPA orally from day three until the end of the experiments and treated mice with two cycles of FO with a one-week interval (Fig. 7a). Cancer cell proliferation was reduced in IPA-treated metastases as compared to controls as determined by staining for phosphorylated histone H3 (PH3) (Fig. 7b, c). Furthermore, combinatorial FO + IPA therapy significantly decreased metastatic burden and increased necrotic areas within liver metastatic lesions (Fig. 7d–g). Assessment of immune cell infiltration showed that IPA treatment increased CD4^+^ T cell infiltration into metastatic lesions both when used as monotherapy and in combination with FO, whereas FO alone had no significant effect (Fig. 7h, i). CD8^+^ T cell infiltration was not significantly modified in any treatment (Fig. 7j), further confirming that IPA mostly indirectly affects CD4^+^ T cells (Fig. 7i, j).

**Fig. 7:**
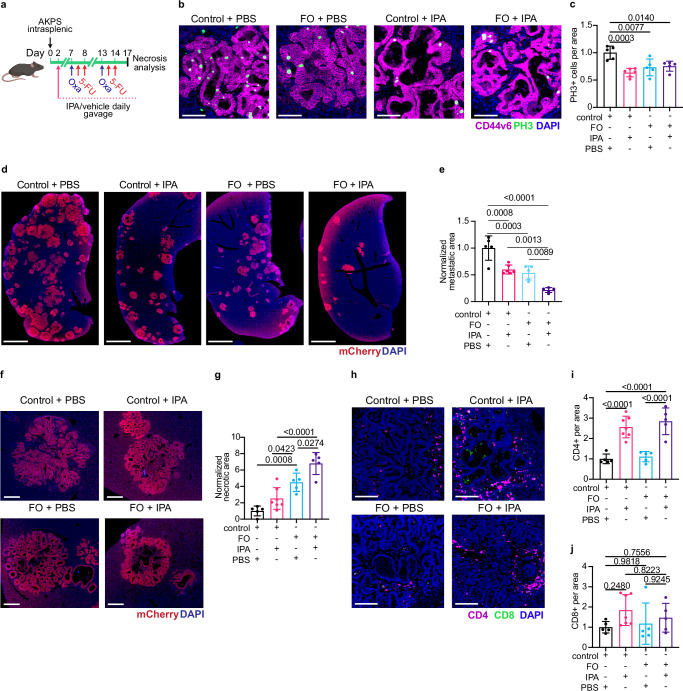
IPA potentiates chemotherapy response of CRC liver metastasis. **a** Scheme of the experiment to analyze the impact of IPA supplementation on chemotherapy responses. **b** Both IPA supplementation and FO decrease cancer cell proliferation. Staining for phospho-histone 3 (PH3, green), cancer cells (CD44v6, red) and DNA (DAPI, blue). Scale bar: 100 μm. **c** Quantification of PH3^+^ cells within metastatic lesion normalized to control mean. Control + PBS, *n* = 5. Control + IPA, *n* = 6. FO + PBS, *n* = 5. FO + IPA, *n* = 5. **d** IPA supplementation potentiates FO and reduces liver metastasis load. Staining for cancer cells (mCherry, red) and DNA (blue). Scale bar: 2 mm. **e** Quantification of metastasis area. Data normalized to liver area and control mean. Control + PBS, *n* = 5. Control + IPA, *n* = 6. FO + PBS, *n* = 5. FO + IPA, *n* = 5. **f** IPA supplementation potentiates FO and increases tumor necrosis. Staining for cancer cells (mCherry, red) and DNA (blue). Scale bar: 200 μm. **g** Quantification of necrotic area within metastatic lesion normalized to control mean. Control + PBS, *n* = 5. Control + IPA, *n* = 7. FO + PBS, *n* = 5. FO + IPA, *n* = 5. **h** IPA supplementation potentiates tumor CD4^+^ T cell infiltration. Staining for CD4 (magenta), CD8 (green) and DNA (blue). Scale bar: 100μm. **i** Quantification of CD4^+^ T cells and **j** CD8^+^ T cells per metastatic area normalized to control mean. Control + PBS, *n* = 5. Control + IPA, *n* = 7. FO + PBS, *n* = 5. FO + IPA, *n* = 5. Data are shown as mean ± SD and analyzed using one-way Anova with Tukey’s multiple comparisons test (**c**, **e**, **g**, **i**, **j**). Icons were created in *BioRender under the license SABINE, A. (2025)* https://BioRender.com/*pmy8rs7*. Source data are provided as a Source Data file.

### Chemotherapy increases IPA concentration and IPA negatively correlates with peripheral blood monocytes in CRC patients

To test the relevance of our observations from animal models to human disease, we recruited fourteen CRC patients with primary only or metastatic disease that were scheduled to receive adjuvant chemotherapy (Fig. 8a; Supplementary Table 1). Patients were chemotherapy naïve to reduce the interference of previous treatment exposure. Serum samples were collected before the initiation of the first cycle of chemotherapy (T1) and just before the initiation of the second cycle of the chemotherapy regimen (T2) (Fig. 8a). Of note, only two CRC patients were not treated with antibiotics within the last two months before blood collection (Supplementary Table 1). For control baseline values, we sampled serum from sex and partially age-matched healthy controls from the SwissChronoFood study, who did not receive antibiotics treatment within 2 months preceding blood collection (Supplementary Table 1)^73^. Targeted metabolomic analyses was carried out to quantify concentrations of tryptophan, a tryptophan-derived bacterial metabolite and precursor of IPA, 3-indolelactic acid (ILA) and IPA (Fig. 8b)^33^. When comparing the healthy cohorts to baseline values of CRC patients (T1), tryptophan concentration was similar between the two cohorts (Fig. 8c). A slight 20%, yet statistically significant, decrease in the concentration of ILA, was observed in the CRC cohort (Fig. 8c). Strikingly, IPA concentration in baseline (T1) CRC patient sera were nearly fivefold lower compared to control sera (Fig. 8c). IPA was undetectable in two patients and IPA levels were not correlated with age (Supplementary Fig. 8a). Although further studies are necessary, lower IPA levels in CRC patients may reflect depletion of IPA-producing bacteria by commonly used antibiotics.

**Fig. 8:**
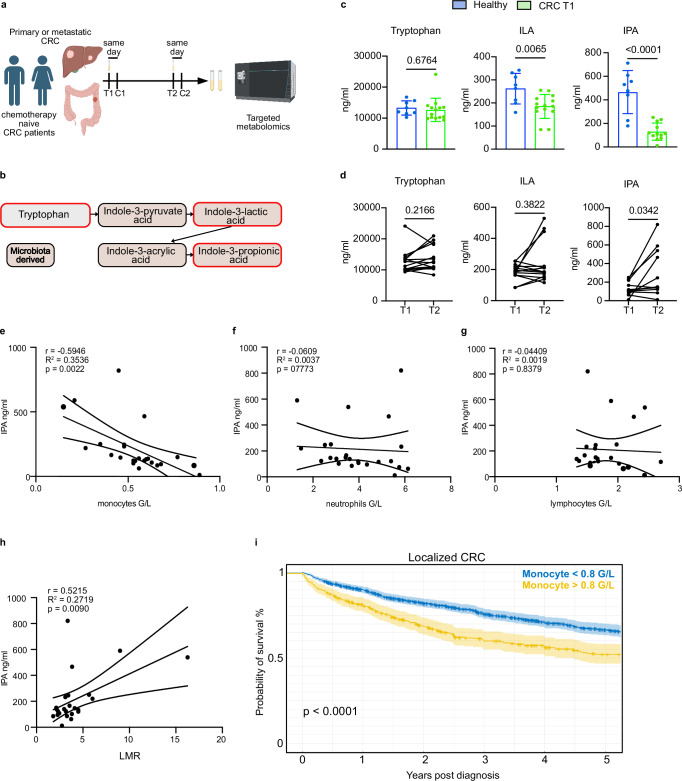
Chemotherapy increases IPA concentration in subset of chemo-naive CRC patients. **a** Patient recruitment scheme. Blood was sampled in chemotherapy-naïve CRC patients before the first cycle (T1) and before the initiation of their second cycle (T2) of chemotherapy. C1, C2: chemotherapy cycles 1 and 2. **b** Pathway of tryptophan conversion to indole-3-propionic acid. Microbial-derived metabolites are shown in brown. Red lines: metabolites analyzed by targeted metabolomics. **c** Circulating IPA levels are reduced in CRC patients at baseline as compared to healthy population. Targeted metabolomic analysis of tryptophan, indole-3-lactic acid (ILA) and IPA  in the indicated groups. Healthy, *n* = 8. CRC T1, *n* = 14 for tryptophan and ILA, *n* = 12 for IPA. **d** IPA is significantly increased post-chemotherapy in CRC patients. Tryptophan, ILA and IPA concentrations at T1 and T2 in CRC patients. *n* = 12-14. IPA was undetectable in two patients. **e** IPA blood concentration anti-correlates with blood monocyte counts in CRC patients at T1 and T2. **f**, **g** Circulating levels of IPA levels do not correlate with blood neutrophil and lymphocyte abundance in CRC patients. **h** IPA concentration positively correlates with high lymphocyte to monocyte ratio (LMR) in CRC patients. **i** High monocyte count is associated with worse survival in patients with localized CRC. Analysis from the institutional database of the University Hospital of Geneva (HUG). Data are shown as mean ± SD and analyzed using two-tailed unpaired Student’s t-test (**c**) and two-tailed Wilcoxon rank-sum test (**d**), Pearson correlation test (**e**–**h**). Icons were created in *BioRender under the license SABINE, A. (2025)* https://BioRender.com/*pmy8rs7*. Source data are provided as a Source Data file.

When assessing the effect of chemotherapy, we found that circulating tryptophan and ILA levels were similar pre- and post-chemotherapy (T1 vs T2) (Fig. 8d). In contrast, IPA was significantly increased at T2 in 9 out of 14 patients as compared to IPA baseline concentration (T1), while it remained undetectable in two CRC patients (Fig. 8d). IPA concentration reached the healthy population concentration in 4 patients (Fig. 8d). Circulating IPA, but not tryptophan and ILA concentration, significantly and negatively correlated with monocyte abundance in the peripheral blood of CRC patients (Fig. 8e; Supplementary Fig. 8b–e). In contrast, IPA levels did not correlate with circulating neutrophils and lymphocytes (Fig. 8f, g). Most patients with substantial increase in IPA level at T2 showed a corresponding reduction of monocyte at T2 (Supplementary Fig. 8f, g) and IPA concentration positively correlated with the lymphocyte-to-monocyte ratio (Fig. 8h), a parameter associated with improved overall survival in CRC patients^74^. These results are consistent with our conclusions in animal models that IPA influences myeloid progenitors and limits tumor by reducing circulating levels of immunosuppressive monocytes. Importantly, survival analysis of 1024 CRC patients with localized CRC from the institutional database of the University Hospital of Geneva (HUG) showed that high monocyte concentration is associated with a worse overall survival (Fig. 8i), demonstrating the importance of reducing monocyte counts and the potential of using IPA to improve overall survival in patients with CRC. In all these data demonstrate that IPA-mediated chemomemory effect is observed in patients and IPA concentration is directly anti-correlated with monocyte abundance in CRC patients.

## Discussion

Direct anti-tumor action of chemotherapy requires the microbiota, and the presence of specific taxa predict response to treatment^5,6,75^. Groundbreaking work demonstrated that myeloid cell intratumoral inflammatory responses, which promote the acute antineoplastic effect of oxaliplatin, are microbiota dependent^5^. Vaccinating mice with oxaliplatin-induced apoptotic ileal epithelial cells provides lasting protection against subcutaneous CRC tumors in mice^12^. Here, we report that prior history of 5-FU and oxaliplatin treatment durably limits liver CRC metastasis formation in mice. This chemomemory was independent of a direct effect of chemotherapy on tumor cells. Instead, we found that chemomemory was driven by chemotherapy-induced intestinal mucositis, modifying nutrient availability to gut bacteria which in turn drove intestinal dysbiosis. Chemotherapy-induced dysbiosis was associated with the expansion of tryptophan-metabolizing bacteria and production of indole-3-propionic acid (IPA). We further demonstrated that IPA oral supplementation is sufficient to limit CRC liver metastasis formation both in preventive and therapeutic settings. Mechanistically, IPA shifted bone marrow myeloid progenitor differentiation from a program producing immature myeloid cells, precursors for Ly6C^high^ monocytes, towards a mature macrophage differentiation program. This shift in bone marrow progenitor differentiation reduced the number of circulating and hepatic Ly6C^high^ monocytes, which increased antitumor CD4^+^ T cells and, in turn, inhibited the formation of liver metastases.

A typical chemotherapy cycle lasts two weeks, and patients usually undergo 6 to 12 cycles of FOLFOX treatment. We found that the metastasis-refractory state lasts up to 10–20 days after a single FO cycle (Fig. 1l–n; Supplementary Fig. 2b–e). It will be important to determine in future studies whether repeated cycles lead to sustained high levels of IPA, prolonged immune system rewiring, and potentially stronger control of metastasis.

Our work emphasizes the importance of considering cancer as a systemic disease and highlights the importance of understanding normal organ responses for predicting and enhancing the effectiveness of anti-cancer therapies. The findings carry several significant implications: 1) chemotherapy-induced dysbiosis and bacterial-metabolite-mediated signaling within the bone marrow should be taken into account as pivotal regulators of the pre-metastatic niche; 2) broad-spectrum antibiotics—commonly administered during primary CRC tumor resection—or an unfavorable microbiota, before or after chemotherapy may promote metastasis development; 3) exogenous IPA supplementation, in combination with standard-of-care regimens, has the potential to enhance therapeutic efficacy in patients with metastatic CRC. The high variability of IPA levels observed in patients suggests the presence of other patient-specific factors that may limit this protective effect. These include differences in microbiota composition and function, diet, and concomitant medications, all of which can result in insufficient IPA production. Understanding these variables could inform the development of more personalized adjuvant strategies based on microbial products.

While this work was in progress, Jia et al. reported that IPA potentiated immunotherapy in multiple cancer models by inducing H3K27 acetylation at the super-enhancer region of *Tcf7*, reprogramming CD8 T cell stemness^8^. In our setting, IPA exerted a more pronounced and direct effect on myeloid cells rather than T lymphocytes, aligning with another study showing that physiological IPA concentrations do not alter CD4^+^ T cell activity^76^. Notably, despite a marked antitumor effect, IPA did not expand TCF1^+^ stem-like CD8 T cells in the metastatic liver microenvironment (Supplementary Fig. 5l, m) nor did it modify their production in vitro (Supplementary Fig. 5l–p). In contrast, physiological IPA concentrations significantly reduced the production of immunosuppressive Ly6C^high^ monocytes in vitro and in vivo (Figs. 5a and 6e). Numerous previous studies have documented that reducing Ly6C^high^ monocytes abundance enhances antitumor immunity across various solid tumors models^46,77^. The spatial distribution and cell-cell contacts of immune cells within the tumor microenvironment are of paramount importance for productive antitumor immunity^45,78,79^. We found that this reduction enhanced the infiltration and antitumor activity of CD4^+^ T cells by promoting Th1 differentiation and reorganizing the spatial positioning and interactions CD8^+^ T cells with CD4^+^ T cells within the metastatic liver microenvironment.

Mechanistically, IPA drove myeloid cell differentiation toward a macrophage fate, thereby reducing the abundance of Ly6C^high^ monocytes. Analysis of underlying transcriptional networks revealed a concerted shift in several pathways linked to macrophage differentiation. Notably, IPA activated Rbpj-driven regulons suggesting a role of Notch pathway in IPA-mediated myeloid cell maturation. Notch signaling is crucial for the maturation of myeloid cells, and recent work has shown that Rbpj is necessary to convert monocytes to macrophages in liver disease^80–82^. Although IPA has been suggested to act as a ligand of AHR^36,83^, AHR signature was not modified by IPA (Supplementary Fig. 7f and Supplementary Data 5). Furthermore, AHR activation has been linked to pro-tumoral functions of myeloid cells, whereas we observed the opposite effect^84^. Thus, while additional studies are needed to identify the molecular effectors of IPA in myeloid progenitor cells, our results reveal a role of IPA in myeloid cell differentiation.

Our work has several translational implications. First, loss of IPA upon antibiotic treatment in mice and low levels of IPA in CRC patients, most of whom were treated with broad spectrum antibiotics, reinforce the notion that microbiota and in particular tryptophan-metabolizing bacteria are essential for the effectiveness of anti-cancer drugs^85,86^. Second, IPA levels were increased by chemotherapy in a subset of CRC patients and IPA levels negatively correlated with circulating levels of monocytes but not neutrophils and lymphocytes. Interestingly, microbiota depletion reduced cisplatin efficacy in an ovarian cancer model while microbiota competent mice responding to cisplatin displayed increased IPA levels^87^. Larger cohort of patients and prospective follow up study are now required to determine if IPA levels post- chemotherapy alone or in combination with analyses of circulating Ly6C^high^ monocytes are prognostic for progression-free and overall survival in CRC patients and other cancer types.

Our results have implications beyond cancer, such as in the context of aging-associated increases in myelopoiesis or in chronic inflammatory diseases. For example, young mouse microbiota transplantation blunted myelopoiesis in aged mice and this was associated with elevated circulating levels of the tryptophan-derived microbial metabolites indole-3-carbinol and IPA^88^. Furthermore, IPA supplementation reduced the abundance of lung monocytes in an asthma mouse model^89^. Although neither study directly evaluated whether IPA affects bone marrow function, the findings suggest that modulating IPA could be a promising avenue for regulating myelopoiesis in the context of aging or autoimmune diseases.

Our study is not without limitations. The molecular targets and effectors of IPA in myeloid progenitors, as well as its effects on other hematopoietic and metastatic niche components, remain to be identified. The extent to which intestinal mucositis depends on the presence or the initial composition of the microbiota was not assessed in the metastatic model and warrants further investigation. Follow-up study is needed to determine if the magnitude of IPA fluxes upon chemotherapy can be used for prognostic stratification of CRC patients with localized disease.

In conclusion, we demonstrate that standard-of-care chemotherapy-induced intestinal mucositis and microbiota reprogramming are essential for protective chemomemory in CRC. This effect was in part modulated by increased blood IPA concentrations. IPA reduced the ability of bone marrow progenitor cells to produce immature immunosuppressive myeloid cells by driving myeloid cell maturation in the bone marrow. This reduction in Ly6C^high^ monocyte production promoted CD4^+^ T cell antitumor activity. We further provide evidence that IPA could be used concomitantly with standard of care chemotherapy to treat immune-cold CRC liver metastasis. IPA levels were increased by chemotherapy in a subset of CRC patients, suggesting that individual IPA level changes, alone or in combination with other parameters such as circulating Ly6C^high^ monocytes, could be used to predict risk of relapse after adjuvant chemotherapy.

## Methods

### Human samples

All experimental procedures conducted on clinical human tissue samples adhered to the ethical standards set by the institutional and/or national research committees. These procedures also complied with the principles outlined in the 1964 Helsinki Declaration. All participants in this study signed informed consent. The collection of blood samples during the clinical follow up of patients at the Department of Oncology in the University Hospital of Geneva (HUG) was authorized by the Commission Cantonal d’étique de la recherche de Genève under the protocol 2023-01922. Blood samples were collected before treatment or at the end of treatment infusion and immediately processed for serum extraction. We used anonymized institutional database from the University Hospital of Geneva (HUG) for overall survival and monocytes count analysis. The patients were matched with controls from the SwissChronoFood study by sex and age (CER-VD 2017-00487, clinicaltrials.gov NCT03241121)^73^. For this analysis, we used data from the observational phase of this trial. The use of colorectal cancer cells was reviewed and approved by the ethics committee of the Canton of Vaud and the Centre Hospitalier Universitaire Vaudois (CHUV), under the protocol CHUV_DO_CTE_TRP_0001_2017.

### Animal procedures

All experiments were approved by the Animal Ethics Committee of the Canton of Vaud (VD3588 and VD3961). We used C57BL/6 female mice between 8-14 weeks (18g-24g) from Envigo. Experiments were performed in 8-14 weeks old females (18g-24g), aged matched and co-housed for at least 10 days. Experiments were initiated after at least 7 days acclimatation and cohousing. Chemotherapy cycle consisted of one intraperitoneal (i.p.) injection of oxaliplatin (3.5 mg/kg, #2623, Tocris), followed 1 h later by i.p. injection of 5-fluorouracil (5-FU, 50 mg/kg, # F6627, Sigma-Aldrich) and a single dose of 5-FU (50 mg/kg), the next day. The lesions were liver metastases. Size was not measured, but mouse well-being was monitored through body weight, activity, grooming, and posture, in accordance with the approved ethical protocol.

### Mouse organoids culture and cell culture

*Apc*^-/-^; *Kras*^LSLG12D^; *Tp53*^-/-^; *Smad4*^-/-^-mCherry (AKPS) and *Apc*^-/-^; *Kras*^LSLG12D^; *Tp53*^-/-^ (AKP) organoids were previously described^90^. Organoids were cultured in 24 well plates in 40 µl Matrigel dome (Corning; # BD356231 or Cultrex; # BME001) in 600 µl in advanced DMEM/F12 1x medium (Gibco # 12634010) supplemented with 10 mM HEPES (Gibco # 15630-056), 2 mM L-Glutamine (Life Technologies™), 100 mg/mL penicillin/streptomycin (1% PenStrep), B27 (Gibco; #17504-044), N2 (Gibco; # 17502-048). For passaging, the organoids were mechanically dissociated and incubated at 4° for 20 min in cell recovery solution (Corning # 354253). The organoids were incubated in TrypLE Select 1X (Gibco # 12563-029) at 37° for 5 min. The single cell suspension was washed in PBS, resuspended in 40 µl Matrigel and cultured as describe. For organoid expansion, wells were split 1:5. For in vivo experiments, 1 × 10^5^ cells per dome were plated 2 to 3 days before implantation. MC38-GFP cells were cultured in complete DMEM medium (Gibco, ## 31966-021) supplemented with 1% P/S (Thermo Fisher Scientific, # 15140122) and 10% FBS at 37 °C in 5% CO_2_.

### Human CRC tumoroids culture and in vitro assays

Colorectal cancer cells were isolated from CRC biopsies obtained from the Centre Hospitalier Universitaire Vaudois (CHUV)^91^. Organoids were established by embedding CRC cells in growth factor-reduced Matrigel (~2 × 10^4^ cells per 20 mL Matrigel dome) and cultured in Advanced DMEM/F-12 supplemented with 1× GlutaMAX (Thermo Fisher Scientific, Catalog No. 35050038), 10 mM HEPES (Thermo Fisher Scientific, Catalog No. 15630056), 100 μg ml^−1^ penicillin–streptomycin (Thermo Fisher Scientific, Catalog No. 15140122), 1× B-27 supplement (Thermo Fisher Scientific, Catalog No. 17504001), 1 mM N-acetylcysteine (Sigma-Aldrich, Catalog No. A9165), and 50 μg ml^−1^ Primocin (InvivoGen, Catalog No. ant-pm-2). A detailed protocol describing organoid culture can be found elsewhere. A luciferase-ZsGreen reporter was introduced in CRC cells as previously described^92^.

For monitoring viability, transduced CRC organoids were dissociated using TrypLE Express (Thermo Fisher Scientific, Catalog No. 12605028), filtered (40 μm), and seeded at 10^4^ cells per well in black-wall round bottom ultra-low attachment spheroid microplates (Corning, Catalog No. 4515). IPA (Sigma # 57400-5 G) or vehicle (DMSO) sera were added at different concentrations. Live-cell luciferase readings were performed by adding 150 μg ml^–1^ luciferine (GOLDBIO, Catalog No. LUCK-500) and measuring luminescence in a Tecan Infinite F500 reader (Tecan).

For imaging experiments, transduced CRC organoids were dissociated as indicated above and seeded in microcavitiy plates (SUN Biosciences, Catalog No. Gri3D-96P-S-24-500) at 3 × 10^4^ cells per well (~400 cells per microcavity). IPA and portal blood sera were used at the concentrations indicated above. Brightfield and fluorescent imaging was performed using a Nikon Eclipse Ti2 inverted microscope system equipped with a 4×/0.13 NA, 10×/0.30 NA, and 40×/0.3 NA air objectives and a DS-Qi2 camera (Nikon Corporation).

### In vitro IPA organoids assay

To test the effect of IPA on AKPS organoids in vitro, 1 × 10^4^ AKPS cells were plated in 40 µl Matrigel (Corning; # BD356231) dome in 24 wells plate and cultured in organoids cell culture medium containing 50, 100, 200 μM of IPA (sigma # 57400-5 G) or DMSO as vehicle for three days. At the end of the experiments, 5 pictures per wells were acquired using a stereomicroscope (Leica M205 FA). Organoids were collected in RLT buffer containing beta-mercaptoethanol and RNA was isolated using Qiagen mini kit (RNAsy Qiagen mini kit; #74134).

### Liver metastasis model intrasplenic injection

The hepatic model of CRC metastasis in hemisplenectomized mice was generated as previously described^93^. In brief, AKPS organoids were mechanically dissociated for 20 min with gentle shaking at 4° using cell recovery solution (Corning). MC38-GFP cells were cultured as described above. Cancer cells were washed twice with PBS and resuspended in 40 µl Matrigel (AKPS) and PBS (MC38-GFP) for injection. Mice were anesthetized, the spleen was exteriorized via a small incision in the upper left flank, and 3-4 × 10^5^ AKPS tumor organoids or 2.5 × 10^5^ MC38-GFP cells were injected in the semiseparate spleen parenchyma using insulin syringe. Peritoneal cavity and skin were sutured. Mice received buprenorphine as analgesia. Mice were analyzed according to the timeline indicated in the corresponding figures.

### Microbiota depletion, IPA gavage and depletion of immune cells

Microbiota depletion was carried as described previously^20^. Briefly, mice received 2.5 mg/ml enrofloxacin (Baytril 10%, Bayer) in drinking waters for two weeks followed by two weeks of 0.8 mg/ml amoxicillin l and 0.114 mg/ml acid clavulanic (Co-Amoxi-Mepha, Mepha, Sandoz) in drinking water^20^. Antibiotics and cages were changed every other day.

Mice were gavage daily with IPA (Sigma # 57400-5 G) at 20 mg/kg diluted in sterile PBS, as described^35^. Control mice received PBS.

To deplete CD4^+^ T cells, mice were i.p. injected with 10 mg/kg of anti-CD4 (Bioxcell; ##BE0003-1) or 10 mg/kg isotype control IgG2b (BioXcell #BE0090) at day 3, 5 and 8 after hepatic metastases implantation.

### Metabolomics

For polar metabolite extraction of tissue samples, 20 mg tissue was mixed with 200 μl acetonitrile:methanol:water (40:40:20) and homogenized with a TissueLyser for 2 min. Samples were centrifuged at 15,000 g for 30 s at 4 °C; the supernatants were transferred to a new tube and used for mass spectrometry analysis. For serum samples, polar metabolites were extracted with 10x volume of room temperature 80% methanol. Metabolite extracts were analysed using flow injection analysis–time-of-flight mass spectrometry on an Agilent 6550 Q-TOF instrument, as described by Fuhrer et al.^94^. Mass spectra were recorded from a mass/charge ratio of 50–1000 in high-resolution negative ionization mode. Ions were annotated by matching their measured mass with reference compounds from the Human Metabolome Database (HMDB 4.0), with a tolerance of 1 mD. Statistical significance was calculated using Student’s t-test and corrected for multiple hypothesis testing with the BH method. Statistical analyses were performed in MATLAB R2022b (The MathWorks) using an in-house developed pipeline and using Metaboanalyst to perform Metabolites subclass enrichment analysis^30^. Ion intensities data are provided in Supplementary Data 1–3.

The absolute serum concentrations of 3-indolelactic acid(m/z 204 → 142, RT = 2.6), 3- indolepropionic acid (m/z 188 → 59, RT = 3.5), and tryptophan (m/z 205 → 188, RT = 0.93)) were quantitated at Metabolon facility by LC-MS/MS. Stock and internal standard solutions were prepared by dissolving an appropriate amount of material in ACN: water (1:1). These stock solutions were diluted to the Standard H level and further diluted to each of the other concentration levels. For sample preparation, serum was thawed on ice and vortexed for 10–15 s before aliquoting. For blank, blank-IS, and calibration standards, 0.0500 mL PBS was pipetted into the appropriate wells of a 2 mL 96-well plate. For matrix QC samples, 0.0500 mL QC serum was added, and for study samples, 0.0500 mL serum was dispensed into designated wells. Calibration standards were prepared by adding 0.0200 mL of the corresponding calibration spiking solution. Internal standard working solution (0.0200 mL) was added to calibration standards, blank-IS, QC samples, and study samples. Blank samples received 0.0400 mL ACN/water (1:1), while blank-IS, QC samples, and study samples received 0.0200 mL ACN/water (1:1). Methanol (0.200 mL) was then added to all wells. Plates were capped, vortexed for 1 min, and centrifuged for 10 min at 4000 rpm. A 0.100 mL aliquot of the resulting supernatant was transferred to a fresh 650 µL 96-well plate, capped, and submitted for LC-MS/MS analysis. SAMPLE ANALYSIS: A 2.0 µL aliquot of supernatant was injected onto an Agilent 1290/Sciex QTrap 5500 LC-MS/MS system equipped with a Waters Acquity BEH C18 column (1.7 µm, 2.1 × 100 mm). Chromatographic conditions were as follows: Column temperature: 50 °C, Autosampler temperature: 4 °C, Mobile Phase A1: 0.05% formic acid in water, Mobile Phase B1: 0.05% formic acid in acetonitrile, Flow rate: 0.550 mL/min, Injection volume: 2.0 µL (adjusted as needed for sensitivity), Needle wash: methanol/water (1:1). The MS/MS parameters were as follow Curtain Gas: 35, Collision Gas: Medium, IonSpray Voltage: −4500 V, Temperature: 500 °C, Gas 1: 70, Gas 2: 70, Scan Mode: Multiple Reaction Monitoring (MRM), negative mode. Further information can be found in Supplementary Data 6.

The peak area of the individual analyte product ions was measured against the peak area of the product ions of the corresponding internal standards. Quantitation was performed using a weighted linear least squares regression generated from fortified calibration standards prepared immediately prior to each run. The LC-MS/MS raw data is collected and processed using SCIEX software Analyst 1.6.3 and processed using SCIEX OS-MQ software.

Alternatively, targeted analysis of selected serum samples was performed at the metabolomic facility of the University of Lausanne. Serum (20 μL) was extracted with ice-cold methanol (180 μL) spiked with internal standards (IS). After centrifugation (4 °C, 21,000 g, 15 min), the supernatants were evaporated to dryness, reconstituted in water (50 μL), vortexed, and sonicated for 3 min. Each extract was then centrifuged again (4 °C, 21,000 g, 15 min) and the supernatant transferred to an LC–MS vial for LC–MS/MS analysis as described below. Calibrators were generated following the same procedure, by the addition of methanol spiked with IS mixture to each calibrator (20 μL), vortexed and transferred to LC-MS vials for the injection.

Extracts were analyzed by Reversed Phase Liquid Chromatography coupled to tandem mass spectrometry (RPLC-MS/MS) on a 6495 triple quadrupole system (QqQ) interfaced with 1290 UHPLC system (Agilent Technologies), in the analytical conditions modified from van der Velpen et al.^95^. Data were acquired in Dynamic Multiple Reaction Monitoring (dMRM) mode with a total cycle time of 400 ms, applying optimized collision energies for each metabolite, using MassHunter (Agilent technologies, version B.07.00). Chromatographic separation was performed on a Acquity HSS T3 (1.8 μm 2.1 mm × 100 mm) column (Waters, Ireland), in positive ionization mode. The mobile phase consisted of A = 5 mM ammonium formate and 0.1% formic acid in H2O and B = 100% methanol. The gradient was as follows: 0 min 0 %B, 2 min 0 %B, 4 min 5 %B, 5 min 10 %B, 7 min 90 %B, 8 min 0 %B, 11 min 0 %B. The flow rate was 300 μL/min, the column temperature 20 °C, and the injection volume 2 μL. ESI source parameters were as follows: dry gas temperature 290 °C, dry gas flow 14 L/min, nebulizer pressure 45 psi, sheath gas temperature 350 °C, sheath gas flow 12 L/min, nozzle voltage 500 V, and capillary voltage +4000 V. Further information can be found in Supplementary Data 6.

Raw LC–MS/MS data were processed using MassHunter Quantitative Analysis 10.0. Absolute quantification of indole metabolites was performed based on calibration curves and the stable isotope-labeled internal standards (IS) which were used to determine the response factor for each metabolite. Linearity of the standard curves was evaluated for each metabolite using a ten-point range; in addition, peak area integration was manually curated and corrected where necessary.

### DNA isolation stool

One fecal pellet per mouse was freshly collected into sterile 1.5 ml Biopure tube (Eppendorf). They were quickly placed on dry ice and stored at −80 until further use. We extracted total bacterial DNA with QiaAMP Fast DNA stool Mini kit (Qiagen # 51604) according to the manufacturer’s instructions. In the final step DNA was eluted in 80ul AE elution buffer.

### RT-qPCR

RNA was isolated as described by manufacturer (RNAsy Qiagen mini kit; #74134). RNA concentration and quality were determined using a 2100 Bioanalyzer (Agilent). First Strand cDNA Synthesis Kit (Roche, #04896866001) was used for cDNA production. qPCR analyzes were done using StepOnePlus (Applied Biosystems), SYBR Green PCR Master Mix (Kapa Biosystems/Bioline) and 1uM primers pairs. Data were normalized to the housekeeping gene 18S, and gene expression was determined using the comparative *C*_t_ (ΔΔ*C*_t_) method. Results are shown as fold change over control samples. To validate microbiota depletion, bacterial load was quantified by qPCR on the 16 s rRNA gene expression in stool as described elsewhere^96^. The average ct value of non-antibiotics treated mice was divided by the Ct value of each mouse and these values were logarithmically converted. Primer list can be found in Supplementary Table 2.

### Assessment of microbiome composition by 16S rRNA sequencing

We extracted total bacterial DNA with QiaAMP Fast DNA stool Mini kit, as described above. V4 amplicons were generated using the KOD One PCR Master Mix (Sigma Aldrich) with universal bacterial primers – 515 F (5’- AATGATACGGCGACCACCGAGATCTACAC-TATGGTAATT-GT-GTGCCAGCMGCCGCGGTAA-3’) and 806 R (5’-CAAGCAGAAGACGGCATACGAGAT-NNNNNNNNNNNN-AGTCAGTCAG-CC-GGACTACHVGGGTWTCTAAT), consisting of 5’ Illumina adapter/RC of Illumina 3’ adapter-(unique 12 bp long Golay barcode represented by ‘Ns’, exclusive to 3’ primer)-pad-linker-primer. Duplicates of each amplicon were mixed, quantified with Qubit dsDNA quantification assay (Invitrogen), and pooled at equimolar concentrations. The final 16S amplicon library was purified using GeneJET PCR purification kit (Thermo Scientific) and sequenced on the MiSeq Illumina platform (Illumina MiSeq V2 500 cycles, 250 PE). Paired-end raw reads were demultiplexed and processed using a custom QIIME2 pipeline^97^. Briefly, sequences were trimmed with cutadapt algorithm, paired ends were merged with vsearch algorithm, quality-filtered using q-score method, and chimera-checked^98,99^. Greengenes2 2022.10 database was used to construct the reference sequence file, on which the Naïve Bayes classifier was trained and then used to perform taxonomic assignment to the species level using representative sequences from each OTU^100^. PICRUSt2 (v. 2.5.2) was used to predict functional abundances within microbiome communities^32^. The OTU sequences and abundances per sample obtained using the QIIME2 pipeline after chimera removal were used as input for KEGG orthology (KO) abundance estimation with PICRUSt2. The ggpicrust2 package (v. 1.7.3) for R was used to convert KO abundance data to KEGG pathway abundance data, for visualization and for differential abundance testing using the implemented ALDEx2 method^101^.

### Flow cytometry of liver and blood

Livers were minced and resuspended in DMEM (Gibco, # 31966-021) containing 2.5 mg/ml liberase (Roche, #05401020001) and 10 U DNAse (Sigma-Aldrich, #11284932001). Samples were then digested for 30 min at 37 °C with gentle agitation, filtered through 100 µm strainer, washed three times in DMEM (Gibco, # 31966-021) containing 2% FBS. For immune cell phenotyping, immune cells were separated from other cells by Percoll gradient. The single cells were incubated in 2 ml RBC lysis buffer (Invitrogen #00-433-57) for 5 min, washed three times in PBS and filtered through 70 µm strainer. Single cell suspensions were incubated with anti-CD16/CD32 antibody (#14-0161-82, eBioscience) and stained with surface antibody mix for 20 min at 4 °C.

For blood analysis, blood was collected by intracardiac puncture in EDTA-coated tubes. After centrifugation and a PBS wash step, cell pellets were incubated in RBC lysis buffer for 5 min. Subsequent blocking and staining steps followed the protocol described above.

The list of surface antibodies used is as followed: anti-CD45 (APC, Biolegend, #103111; PE-Cy7, Thermofisher # 25-0451-82; BV605, Biolegend #103140), anti-CD4 (BUV737, Thermofisher # 367-0041-82; FITC, Biolgends #100509), anti-CD62L (BUV395, BD # 740218), Anti-I-A^b^/IE (BV786, Biolegend # 107645), anti-Ly6g (BV650, Biolegend # 127641), anti-CD11c (SB605, Biolegend # 63-0114-82), anti-CD19 (Pacific blue, Biolegend #152415; PE, BD # 557399), anti-CD44 (PerCP-Cy5.5, eBio # 45-0441-82), anti-Ly6c (FITC, BD # 553104; PerCP-Cy5.5, EBioscience #*45-5932-81*), anti-CD11b (PE-Cy5, Thermofisher Invitrogen # 61-0112-82), anti-CD161 (PE, eBio # 12-5941-82), anti-CD3e (APC-Cy7, Biolegend # 100330), anti-CD8a (BV711, Biolegend #100748), anti-F4/80 (Alexa 647, Biolegend #123211), anti-PD-1 (Bv711, Biolegend # 135231), anti-MHCII (BUV785, Thermofisher # 417-5321-81). To exclude dead cells, cells were stained with Fixable Aqua Dead Cell Stain Kit (BV510, Thermofisher #L34957) or 7-AAD-Viability Staining (eBioscience # 00-6993-50). For intracellular cytokine and transcription factor staining, cells were subjected to fixation and permeabilization using the Foxp3 / Transcription Factor Staining Buffer Set (Thermofisher # 00-5523-00) according to the manufacturer’s instructions. The list of intracellular antibodies used were as followed: anti-TNF-α (FITC, Biolegend #506304), Anti-IFN-γ (APC, Biolegend #505809), anti-granzyme B (Pacific blue, Biolegend # 515407).

To detect MC38-GFP+ cells in the liver by FACS, the livers were processed as described above but without the gradient separation step. Total liver cells were stained with anti-CD45 (APC, Biolegend, #103111), anti-CD31 (PE-Cy7, Biolegend #102417) and fixable Fixable Aqua Dead Cell Stain Kit (Thermofisher #L34957). Gating strategy to isolate MC38-GFP cells: total cells (FSC-A vs SSC-a), single Cells (FSC-H vs FSC-A), single cells (SSC-A vs SSC-h), alive (CD45 vs BV510 aqua dead), GFP positive cells (SSC-A vs GFP). Samples were run on an LSR-II and Fortessa 1 and analyzed with FlowJo 10.

### Analysis of hematopoietic stem and progenitor cells by flow cytometry and cell sorting

After isolating from femur, tibia and pelvis of C57Bl6 mice, cells suspension of bone marrow was filtered through 70 μm cell strainer and erythroid cells were eliminated by incubation with red blood cells lysis buffer (BioLegend). For analysis of hematopoietic stem and progenitor cell (HSPC) compartments, cell suspensions were then stained with antibodies for progenitor and stem cell compartments as the following: HSCs: Lineage^-^cKit^+^Sca1^+^(LKS)CD150^+^CD48^-^, Multipotent progenitors (MPPs): LKSCD150^-^, Common lymphoid progenitor (CLP): CD127^+^cKit^low^Sca1^low^, Common myeloid progenitors (CMPs): Lineage^-^cKit^+^Sca1^–^(KLS^-^)CD16/32^low^CD34^+^, Granulocyte–macrophage progenitors (GMPs): KLS^-^CD16/32^high^CD34^+^ and Megakaryocyte-erythroid progenitors (MEPs): KLS^-^CD16/32^low^CD34^–^. Cells were then washed with FACS buffer and analyzed by flow cytometry on BD LSR II. For cell sorting, lineage positive cells in the cell suspensions were first removed with a magnetic lineage depletion kit (BD biosciences). Cell suspensions with depleted lineage positive cells were then stained with specific antibodies for LKS compartment and sorted on BD FACS Aria III and Aria IIu. Isolation and staining were performed in ice-cold PBS supplemented with 1 mM EDTA.

### CMP adoptive transfer

For CMP adoptive transfer experiment, we followed existing protocols^71^. 20,000 or 40,000 CMP (Lineage^-^cKit^+^Sca1^–^(KLS^-^)CD16/32^low^CD34^+^) were FACS sorted from the bone marrow of CD45.1 mouse bearing metastasis which received daily treatment with 20 mg/kg IPA or PBS. CMPs were injected in the tail vein of CD45.2 recipient mice. The bone marrow and blood were harvested 7 days later for CD45.1 cell fate tracking by flow cytometry.

Cell gating for sorting: Lymphocytes (FSC-A vs SSC-A), Single Cells (FSC-H vs FSC-A), Live cells (Zombie NIR^-^ and SSC-A), Lin- (Lin- and SSC-A), Lineage^-^cKit^+^Sca1^-^, Common myeloid progenitors (CMPs): Lineage^-^cKit^+^Sca1^–^(KLS^-^)CD16/32^low^CD34^+^.

Cell gating for analysis: Lymphocytes (FSC-A vs SSC-A), Single Cells (FSC-H vs FSC-A), alive (Aqua blue and FSC-A), CD45.1 (FSC-A and CD45.1), CD11b^+^ (CD11b^+^), Monocytes (Ly6c^+^ Ly6g- gated in CD11b^+^), neutrophils (Ly6c^low^ Ly6g^+^ gated in CD11b^+^), Macrophages (Ly6c^−^Ly6g^−^F4/80^+^ gated in CD11b^+^).

### CFU assay

Colony-forming unit (CFU) assay with murine bone marrow cells was carried out using MethoCult GF M3434 (STEMCELL Technologies), formulated to support growth of multi-potential granulocyte, erythroid, macrophage, megakaryocyte progenitor cells, according to the manufacturer’s instructions. For in vivo experiment, 2 × 10^4^ total bone marrow cells from each mouse treated with IPA or PBS were plated in duplicate. Colonies were counted 7 days after plating using Stem Vision software (STEMCELL Technologies).

### T lymphocyte assay and coculture assay

CD4 and CD8 T cells were isolated from the spleen and lymph nodes of wild type mice following manufacturer instructions using CD4 and CD8 mouse isolation kits (MILTENYI BIOTEC INC # 130-104-454 and # 130-104-075,). T lymphocytes were labeled with carboxyfluorescein (CFSE, Thermofisher # C34570) as described by manufacturer. 1 × 10^5^ CD4 or CD8 cells were stimulated with 2 µg/ml plate coated CD3 (Biolegend #100340) and 3 µg/ml soluble anti-CD28 (Biolegend #102116) resuspended in RPMI media containing 10%FBS, 1%PenStrep, and β-mercaptoethanol. In IPA exposure experiment, CD4 and CD8 cells were exposed to DMSO (control), 10 µM, 50 µM and 500 µM of IPA. In the experiment assessing TCF1 modulation by IPA, Il-2 (50 U/ml) was added to the culture. For coculture experiments, CD4 cells were prepared as above. Ly6C^high^ monocytes were FACS sorted from the liver and bone marrow of mice and plated with CD4 cells at a ratio of 1:4. In all experiments, cells were stained with 7-AAD viability dye after 72 or 96 h culture and proliferation was measured as dilution in CFSE label on an LSR-II.

### Immunosuppressive myeloid cell in vitro generation

Bone marrow cells were isolated as described^102^. 1 × 10^6^ bone marrow cells were plated in Immunosuppressive myeloid cell-generating media consisting of RPMI medium (Thermofisher # 11875093) supplemented with 10% FBS, 1% PenStrep, 1% glutamine, 20 ng/ml GM-CSF (Peprotech # 315-03), 20 ng/ml IL-6 (Peprotech # 216-16). 0.1% DMSO (control) or 10 µM or 50 µM IPA were added to the culture. The media was changed every two days and the number of Ly6C^high^ monocytes and neutrophils was analysed after 5 days on an LSR-II.

### RNA sequencing

RNA-seq libraries were prepared from 25 ng of total RNA with the Illumina Stranded mRNA Prep reagents (Illumina) using a unique dual indexing strategy, and following the official protocol automated on a Sciclone liquid handling robot (PerkinElmer). Libraries were quantified by a fluorometric method (QubIT, Life Technologies) and their quality assessed on a Fragment Analyzer (Agilent Technologies). Libraries were sequenced at the Lausanne Genomic Technologies Facility on an AVITI Sequencing Instrument (Element Biosciences). Fastq generation was done using Base2Fastq (v. 1.7, Element Biosciences). Sequencing reads were pre-processed and aligned to the reference genome using the RNA-seq pipeline of the bcbio-nextgen tool (v. 1.2.4). The pipeline involved the following steps. Sequencing quality was assessed with FastQC (v. 0.11.8). The reads were trimmed for quality and adapter using Atropos (v. 1.1.28)^103^. Trimmed reads were aligned to the *Mus musculus* genome (mm10) using hisat2 (v. 2.2.1). Numbers of reads were summarized at the gene level per sample using featureCounts (v. 2.0.1) and the Ensembl GRCm38.92 release of the mouse transcriptome annotation. Samtools (v. 1.9) was used for alignment file manipulation, and alignment quality was assessed with MultiQC (v. 1.9) and qualimap (v. 2.2.2 d)^104–107^. Raw counts were imported into R (v. 4.3.0). Genes were filtered to only retain the ones expressed at more than 0.5 count per million (cpm) in at least 2 samples (*n* = 14970 retained genes). Differential gene expression analysis between activated 10 and control samples was performed using the DESeq2 package (v. 1.14.1) and extracting the results using the results function with argument α = 0.05^108^. Genes with a p-value < 0.05 after Benjamini-Hochberg adjustment were considered as significantly differentially expressed between activated 10 vs control.

Gene set enrichment analysis (GSEA) was performed using the clusterProfiler package (v. 4.8.3) for R^109^. We performed GSEA against the Gene Ontology Biological Process collection with the gseGO function. With the GSEA function, we also tested for enrichment of a combined MDSC signature extracted from Table S5 of Alshetaiwi et al. 2020, and an AHR agonist signature extracted from Table S3 of Goudot et al. 2017^49,110^. The parameters for both the gseGO and GSEA functions were: eps = 0, seed=T and a seed=1234. We inferred transcription factor activity in each sample using the SCENIC package (v. 1.3.1) for R (v. 4.1.2)^111^. The SCENIC package made use of functions from the RcisTarget (v. 1.14.0, GENIE3 (v. 1.16.0), and AUCell (v. 1.16.0) packages and the cisTarget databases (mm10__refseq-r80__10kb_up_and_down_tss.mc9nr.feather and mm10__refseq-r80__500bp_up_and_100bp_down_tss.mc9nr.feather). The AUC score obtained for each regulon in each sample was compared in activated 10 vs control using a T-test, followed by p-value adjustment with the Benjamini-Hochberg procedure. A heatmap of the scaled AUC score per sample of the significant regulons was generated using the ComplexHeatmap package (v. 2.16.0)^112^.

### Imaging mass cytometry

Slides were stained following existing protocol (Supplementary Data 4)^113^. Data were analyzed following the “Analysis workflow for IMC data” at https://bodenmillergroup.github.io/IMCDataAnalysis/index.html, without batch effect and spillover correction steps. T cells were split into CD4^+^, CD8^+^, and Tregs (CD4^+^ Foxp3^+^), lymphocytes into macrophages (CD11b^+^ F4/80), myeloid cells (CD11b^+^ F4/80-Ly6g-), and neutrophil-like (CD11b^+^ Ly6G^+^), endothelial cells into CD31^+^ and CD31^+^ aSMA^+^ groups, and hepatocytes into periportal (CDH1^+^), pericentral (GS^+^), and intermediate (negative for both markers). Cells were additionally sorted into negative/positive groups based on marker levels for Tbet. Annotated cell quantities were then used for differential abundance analysis as described in chapter 6 of “Multi-Sample Single-Cell Analyses with Bioconductor” at https://bioconductor.org/books/3.13/OSCA.multisample/ using R package edgeR^114^ v. 3.42.2.In order to assess differential marker expression in cell types between conditions, differential state analysis was performed mimicking diffcyt^115^ *diffcyt-DS-limma* function, using R package limma^116^ v. 3.56.1. Spatial organization of identified cell types was assessed using R package lisaClust v. 1.8.2. Resulting regions contain mostly tumor cells (Tumor), inflammatory cells (Inflammatory), larger proportion of myeloid cells (Myeloid), or represent liver regions with most cells being hepatocytes (periportal – PP, intermediate – IM, pericentral – PC). Additionally, cells were tested for attraction/avoidance using imcRtools function *testInteractions*. The raw and processed data and the analysis scripts are available at 10.5281/zenodo.17574413.

### Immunofluorescent staining

Tissues were harvested, fixed in 4% PFA overnight, embedded into paraffin or OCT (Sakura). Paraffin sections were deparaffinized and subjected to heat-induced epitope retrieval using Citrate- (Vector Laboratories; H-3301-250) or Tris-based (Vector laboratories; H-3301-250) buffers. Cryosections were thawed for 20 min at room temperature, fixed in PFA 4% for 5 min, washed with PBS and permeabilized with 0.3% Triton-X-100 in PBS, followed by 30 min blocking, overnight incubation with primary antibody and secondary antibody staining for 1 h. Slides were mounted in Fluoromount-G mounting medium with DAPI (Invitrogen, #00-4959-52).

### Images quantification and analysis

Sections of entire liver were scanned using a NanoZoomer S60 slide scanner (Hamamatsu) with a 20x objective. Images were analyzed with NDP.view2 (Hamamatsu), and open-source software Qupath^117^. For metastatic burden quantification, we isolated liver lobes, manually annotated each metastatic lesions defined as mCherry^+^, E-cadherin^+^ or CD44v6^+^ for AKPS  or as GFP^+^ for MC38-GFP cells and calculated the total metastatic area in μm^2^. The number of lesions or their total area were normalized to the total liver area. For quantification of proliferating cells using PH3 staining, CD44v6 area (specific for AKPS metastasis) were isolated using pixel classifier in QuPath, converted into annotation and the number of PH3^+^ cells within the metastatic lesion were quantified using object classifier (nucleus mean measurement). The average of PH3^+^ cells per mouse was then calculated and used for statistical analysis. For quantification of necrosis within metastatic lesion, 4 to 5 metastatic lesions were isolated per mouse and necrotic area, defined as thinning of the epithelium, loss of cell architecture, nuclei and presence of cellular debris, was manually drawn. Necrotic area was then normalized to metastatic area and control mean.

### Figure preparation

Icons were created in BioRender under the license SABINE, A. *(2025)* https://BioRender.com/*pmy8rs7*. Icons and graphs were assembled and modified in Affinity.

### Statistical analysis

All data are shown as mean ± standard deviation. Data analyses were carried out with GraphPad Prism 10 (GraphPad) for MacOS. Two groups were analyzed using a two-tailed unpaired Student’s t-test, or in cases where experiments comprised more than two groups, a one-way ANOVA with Tukey post hoc test was employed. In vitro experiment, exposing T cells to IPA and Ly6C^high^ monocytes generating experiments were analyzed using a multiple permutated one-way ANOVA. The numbers of biological replicates are stated in the figure legends. P-value < 0.05 were considered statistically significant. The statistical methods for each complex data analysis, such as RNA-seq, metabolomics, and spatial analysis, are detailed in their respective sections.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The RNA-seq and 16 rRNA seq data generated in this study have been deposited in the GEO database under accession GSE282931 and GSE29690, respectively. The metabolomics data were deposited in MetaboLights (MTBLS13162). The raw and processed data and the analysis scripts for CyTOF are available at 10.5281/zenodo.17574413. The remaining data are available within the article and Supplementary Information. The source numbers for graphs are available in the Source Data file whenever possible. Source data are provided with this paper.

# Supplementary material for: Chemotherapy-driven intestinal dysbiosis and indole-3-propionic acid rewire myelopoiesis to promote a metastasis-refractory state
**Source:** Nat Commun. 2025 Dec 15;17:832. doi: 10.1038/s41467-025-67169-7
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

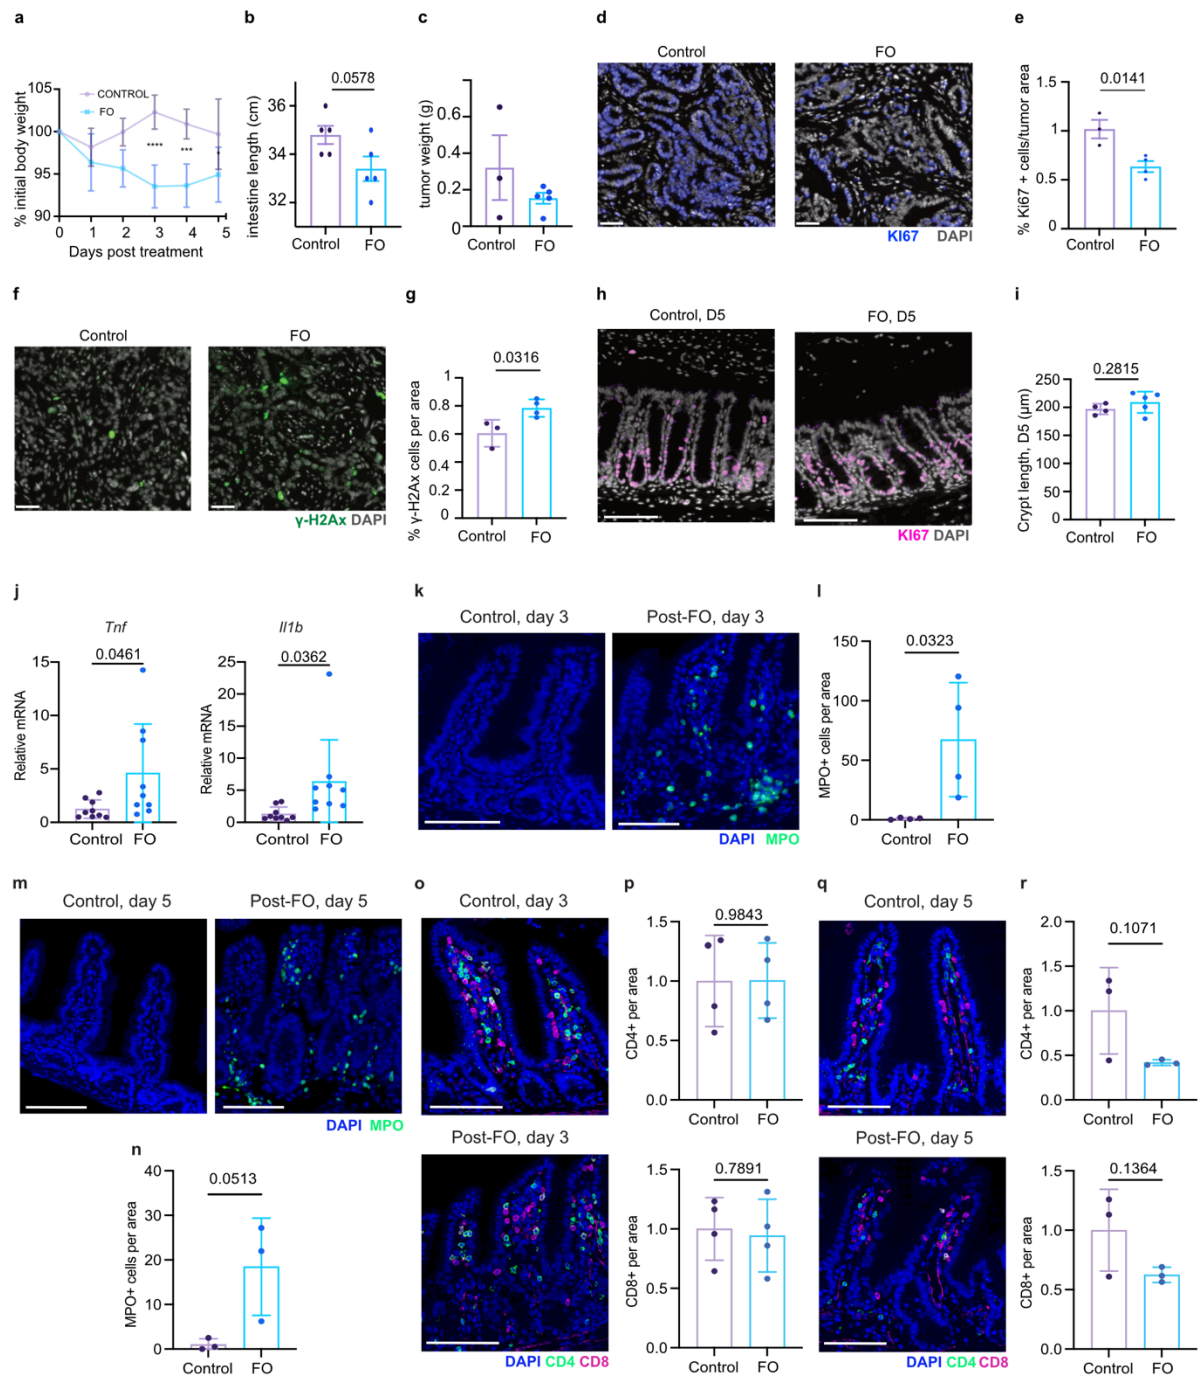

**Supplementary Figure 1 related to Figure 1. 5-FU + oxaliplatin (FO) induce intestinal lesions and effective antitumor effect in murine model.**

(a) Percentage of initial body weight and (b) intestinal length in cm at day three post FO. n = 5 per condition. (c) Tumor weights five days after treatment. Control, n=3; FO, n=5. (d) FO reduces tumor cell proliferation. Staining for KI67 (blue) and DAPI (grey). Scale bars: 100µm. (e) Percentage of KI67 positive nuclei per tumor area normalised to control. Control, n = 3; FO, n = 4. (f) Staining for γ-H2Ax (green) and DAPI (grey). Scale bars: 100µm. (g) Quantification of cancer cell DNA damage. Percentage of γ-H2Ax positive cells. Control, n =

3; FO, n = 4. **(h)** Colon sections five days post FO, KI67 (magenta) and DAPI (grey). Scale bars: 100µm. **(i)** Quantification of crypt length in µm. Control, n = 4; FO, n = 5. **(j)** qPCR analysis of *Tnf* and *Il1b* in the ileum of mice 5 days after treatment with control (PBS) or FO. Data are normalized to housekeeping gene *18S*. Data from two independent experiments. n = 9 per condition. **(k-l)** MPO+ cells infiltrate the ileum of FO treated mice 3 days post-treatment. Images show MPO (green) and DAPI (blue). Scale bars: 100µm. Quantification MPO+ cells normalized to area. n = 4 per condition. **(m-n)** MPO+ cells infiltrate the ileum of FO treated mice 5 days post-treatment. Images show MPO (green) and DAPI (blue). Scale bars: 100µm. Quantification MPO+ cells normalized to area. n = 3 per condition. **(o-p)** Images show CD4 (green), CD8 (magenta) and DAPI (blue). Quantification CD4+ and CD8+ cells normalized to area and control mean. n = 4 per condition. Scale bars: 100µm **(q-r)** CD4+ and CD8+ cell infiltration are similar 5 days post-treatment. Images show CD4 (green), CD8 (magenta) and DAPI (blue). Quantification CD4+ and CD8+ cells normalized to area and control mean. n = 3 per condition. Scale bars: 100µm. Data are shown as mean ± SD and analyzed using two-tailed unpaired Student's t-test (**b, c, e, g, i, j, l, n, p, r**).

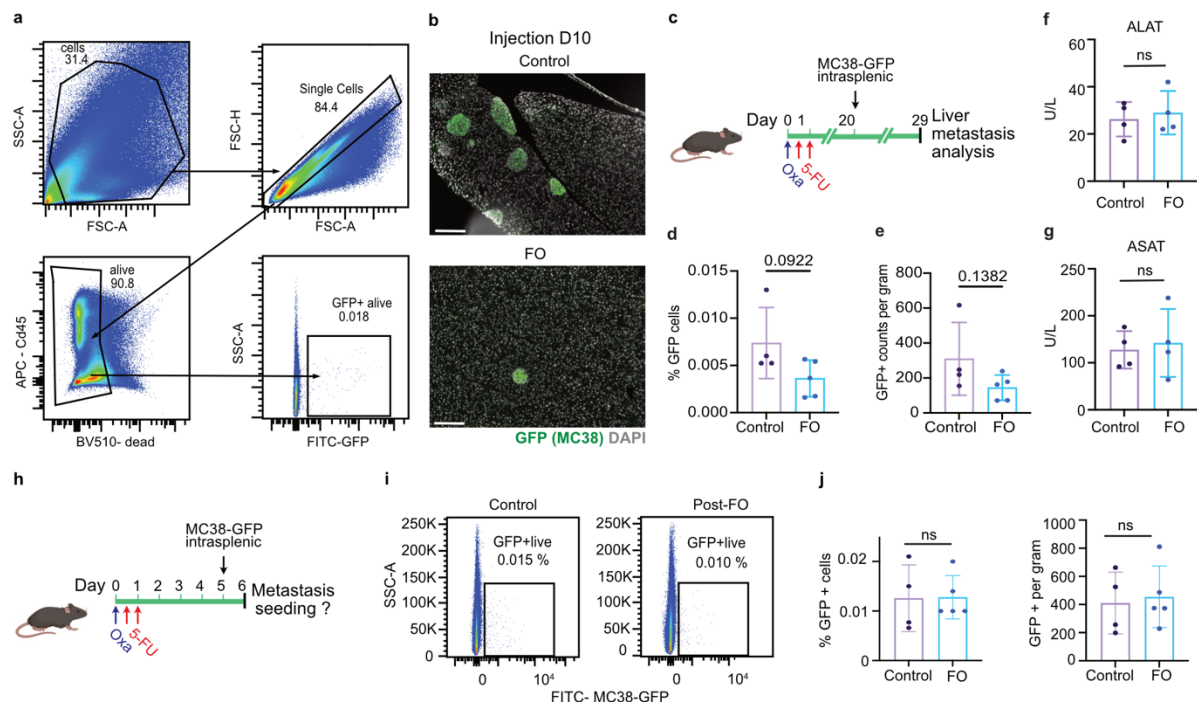

**Supplementary Figure 2 related to Figure 1. FO maintained a lasting chemomemory effect.**

(a) Gating strategy for MC38-GFP+ tumor cell detection in the liver. (b) FO preconditioning reduces liver metastasis formation by MC38-GFP tumor cells injected ten days after FO. Staining for MC38-GFP tumor cells (green) and DNA (grey). Scale bar: 100µm. (c) Scheme of the experiment. MC38-GFP tumor cells were injected intrasplenically 20 days after FO preconditioning. The livers were harvested 9-12 days after tumor cell injection. (d) Quantification of percentage and (e) count of GFP positive cancer cells in the indicated conditions. Control, n = 4. FO, n = 5. (f-g) FO does not induce direct hepatotoxicity. (f) Alanine-aminotransaminase (ALAT) and (g) aspartate-aminotransferase (ASAT) serum concentration in control and FO treated mice. n = 4 per condition. (h) Scheme of the experiment. (i) FO preconditioning does not impact survival of cancer cells in circulation or metastatic seeding. Representative FACS plots of GFP+ cancer cells in livers of control and 5 days post-FO mice, analyzed 24h after tumor cell injection. (j) Quantification of percentage and count of GFP positive cancer cells in the indicated conditions. Control, n = 4. FO, n = 5. Data are shown as mean  $\pm$  SD and analyzed using two-tailed unpaired Student's t-test (d, e, f, g, j). Icons were created in BioRender under the license SABINE, A. (2025) <https://BioRender.com/pmy8rs7>.

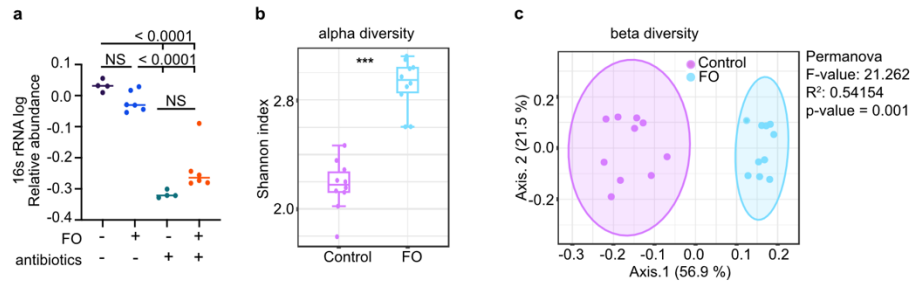

**Supplementary Figure 3 related to Figure 2. Chemotherapy modifies gut microbiota composition.**

(a) Bacterial 16S rRNA quantification of metastasis experiment by qPCR. (b) Alpha diversity analysis showing increase Shannon index in FO treated mice. P-value was calculated using Welch T-Test. P-value \*\*\* $<0.0001$ . (c) Principal coordinate analysis (PCoA) of microbiota from mice stool 5 days after FO or PBS treatment using Bray-Curtis distances. Data are shown as mean  $\pm$  SD and analyzed one-way Anova with Tukey's multiple comparisons test (a).

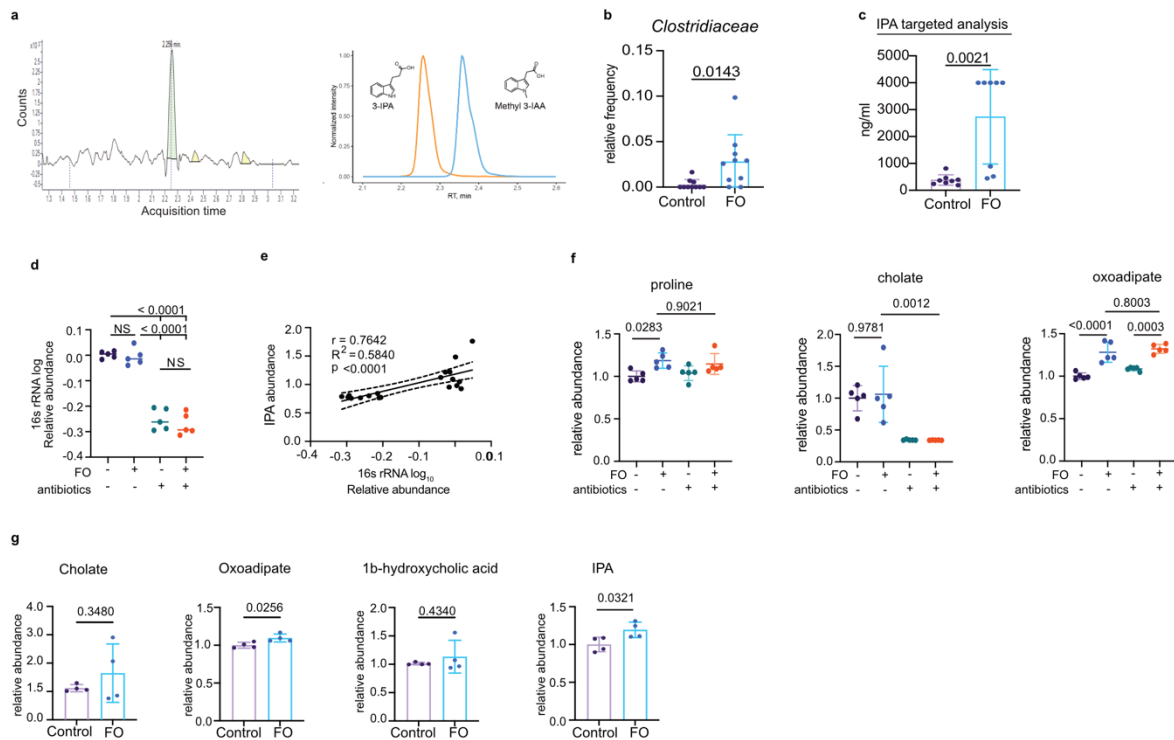

**Supplementary Figure 4 related to Figure 3. FO induces a lasting metabolome change in portal serum.**

(a) IPA identity confirmation by retention time. (b) Relative frequency of Clostridiaceae,  $n = 10$  per conditions from the 16S rRNA sequencing. (c) IPA concentration measured by LC-MS/MS, 5 samples from FO-treated mice reached upper detection limit.  $n = 8$  per condition. (d) Bacterial 16S rRNA quantification of metabolomics experiment by qPCR. (e) Correlation between IPA relative abundance and bacterial 16S rRNA abundance.  $n = 5$  per condition. (f) Relative abundance of metabolites increased upon FO in microbiota depleted mice after 5 days FO.  $n = 5$  per condition. (g) Relative abundance of metabolites in portal serum sampled ten days after FO or PBS. Data are shown as mean  $\pm$  SD and analyzed using two-tailed unpaired Student's t-test (b, c) with multiple testing correction (g), Pearson correlation test (e), one-way Anova with Tukey's multiple comparisons test (d, f).

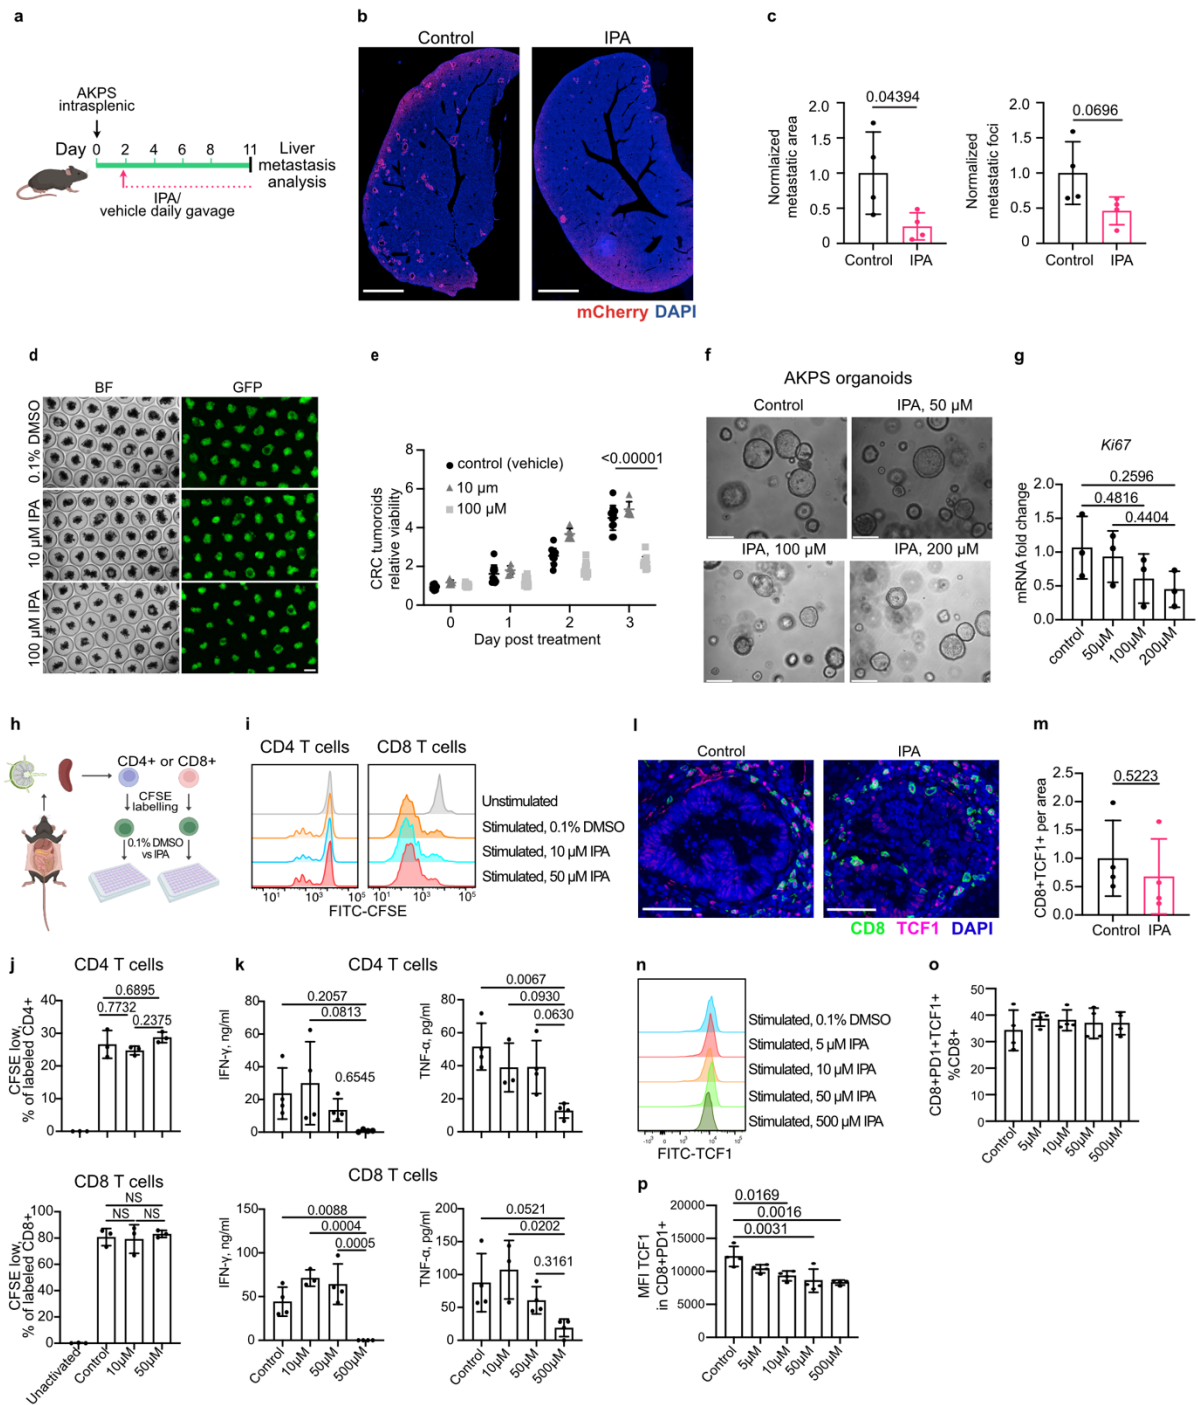

**Supplementary Figure 5 related to Figure 4. IPA does not directly affect cancer cells or CD4+ and CD8+ T cell antitumor activity.**

(a) Scheme of the experiment. (b) IPA inhibits liver metastasis growth. Staining for mCherry (red) and DNA (blue). Scale bar: 2mm. (c) Quantification of metastasis area and number. Data normalized to liver area and control mean.  $n = 4$  per condition. (d) Luciferase-expressing human CRC tumoroids were treated with IPA or control (DMSO). Scale bar, 300  $\mu$ m. (e) Quantification of CRC viability, assessed by luciferase signal. Each dot represents individual mouse or independent in vitro experiment. (f) Representative images of AKPS organoids exposed to indicated concentration of IPA or vehicle (DMSO). Two independent experiments. Scale bar: 100 $\mu$ m. (g) mRNA level of *Mki67* normalized to 18S RNA expression levels.  $n = 3$

per condition. **(h)** Scheme of the experiment to analyze the effect of IPA on CD4+ and CD8+ T cells. **(i)** IPA does not affect proliferation of activated CD4+ and CD8+ T cells in vitro. Histogram of CFSE dilution in CD4+ (left) and CD8+ (right) cells. **(j)** Quantification of CD4+ and CD8+ proliferated cells in the indicated conditions. n = 3 per condition. **(k)** IFN $\gamma$  and TNF $\alpha$  levels in cell culture supernatant three days after exposure. n = 3 to 4 biological replicates per condition. **(l)** Representative image of CD8+TCF1+ cells in metastatic lesions. CD8 (green), TCF1 (magenta) and DNA (blue). Scale bar: 50 $\mu$ m. **(m)** IPA does not change peritumoral CD8+TCF1+ T cell infiltration. Quantification of CD8+TCF1+ cells per metastatic area. n = 4 per condition. **(n)** IPA does not increase CD8+ exhausted progenitor cells. Histogram of TCF1 expression in CD8+PD1+ T cells. **(o)** Quantification of the percentage of CD8+PD1+TCF1+ cells. **(p)** Quantification of TCF1 MFI in CD8+PD1+ T cells. **(o-p)** n = 4 per condition. Data are shown as mean  $\pm$  SD and analyzed using two-tailed unpaired Student's t-test (**c, m**) and one-way Anova with Tukey's multiple comparisons test (**e, g, j, k, o, p**). Icons were created in BioRender under the license SABINE, A. (2025) <https://BioRender.com/pmy8rs7>.

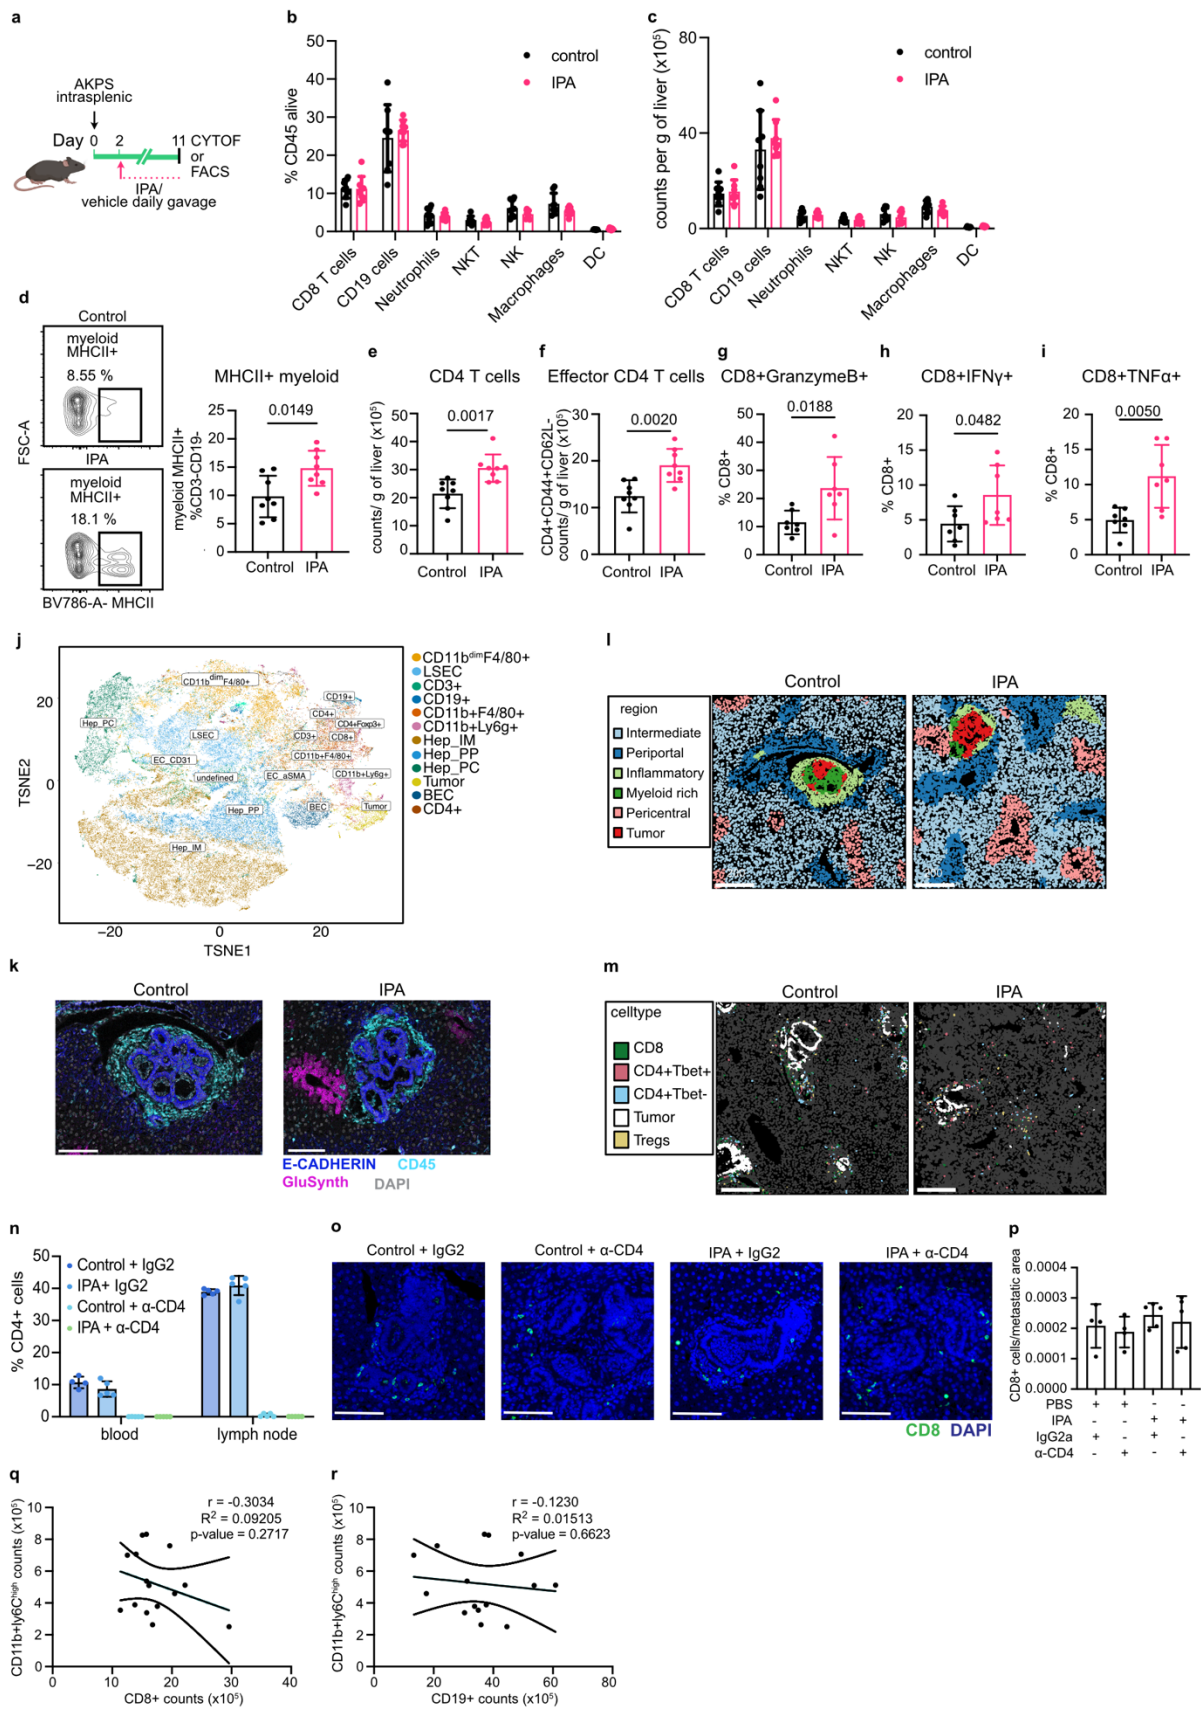

**Supplementary Figure 6 related to Figure 5. IPA modifies the immune cell composition of the metastatic liver.**

(a) Scheme of the experiment to analyze the IPA effect on the tumor immune microenvironment. (b-c) Immune cell composition of metastatic liver in control and IPA treated mice. (b) Data show percentage of total CD45+ cells. (c) Data show counts per gram of liver. n = 8 per condition. (d) IPA increases accumulation of myeloid MHCII+ cells in metastatic liver. n = 8 per condition. Data are from two independent experiments. (e) Counts of CD4+ T cells. (f) Counts of effector CD4 (CD44+CD62L-) T cells in the metastatic liver. n = 8 per condition. (g) Percentage of CD8+ granzyme b (GZMB) +, (h) CD8+ IFN $\gamma$  and (i) CD8+TNF $\alpha$ . n = 7 per condition. (j) Mass cytometry imaging T-SNE plot showing the isolated cell populations. (k) Mass cytometry imaging showing CD45+ infiltrate around metastatic lesion. Staining for E-cadherin (blue), CD45 (cyan), glutamate synthase (GluSynth, magenta) and DNA (white). Scale bar: 100 $\mu$ m. (l) Local spatial autocorrelation analysis showing regions spatial distribution. (m) Masked plot showing CD4+Tbet+ (red), CD4+Tbet- (blue), CD4+FOXP3+ (yellow), CD8+ (green) and tumor (white) spatial distribution. Scale bar: 200 $\mu$ m. (n) Percentage of CD4+ cells in blood and lymph nodes of control IgG2 or  $\alpha$ -CD4 treated mice. (o) Representative image of CD8+ infiltration in metastatic lesions. Staining for CD8 (green) and DNA (blue). Scale bar: 100 $\mu$ m. (p) Quantification of CD8 cells per metastatic area. Control + IgG2a, n = 4. Control +  $\alpha$ -CD4, n = 4. IPA + IgG2a, n = 5. IPA +  $\alpha$ -CD4, n = 5. (q) Pearson correlation of liver Ly6C<sup>high</sup> monocytes and CD8+ counts. (r) Pearson correlation of liver Ly6C<sup>high</sup> monocyte and CD19 counts. (q-r) n = 8 per condition. Data are shown as mean  $\pm$  SD and analyzed using one-way Anova with Tukey's multiple comparisons test (b, c, p), two-tailed unpaired Student's t-test (d, e, f, g, h, i) and Pearson correlation (q, r). Icons were created in *BioRender* under the license SABINE, A. (2025) <https://BioRender.com/pmy8rs7>.

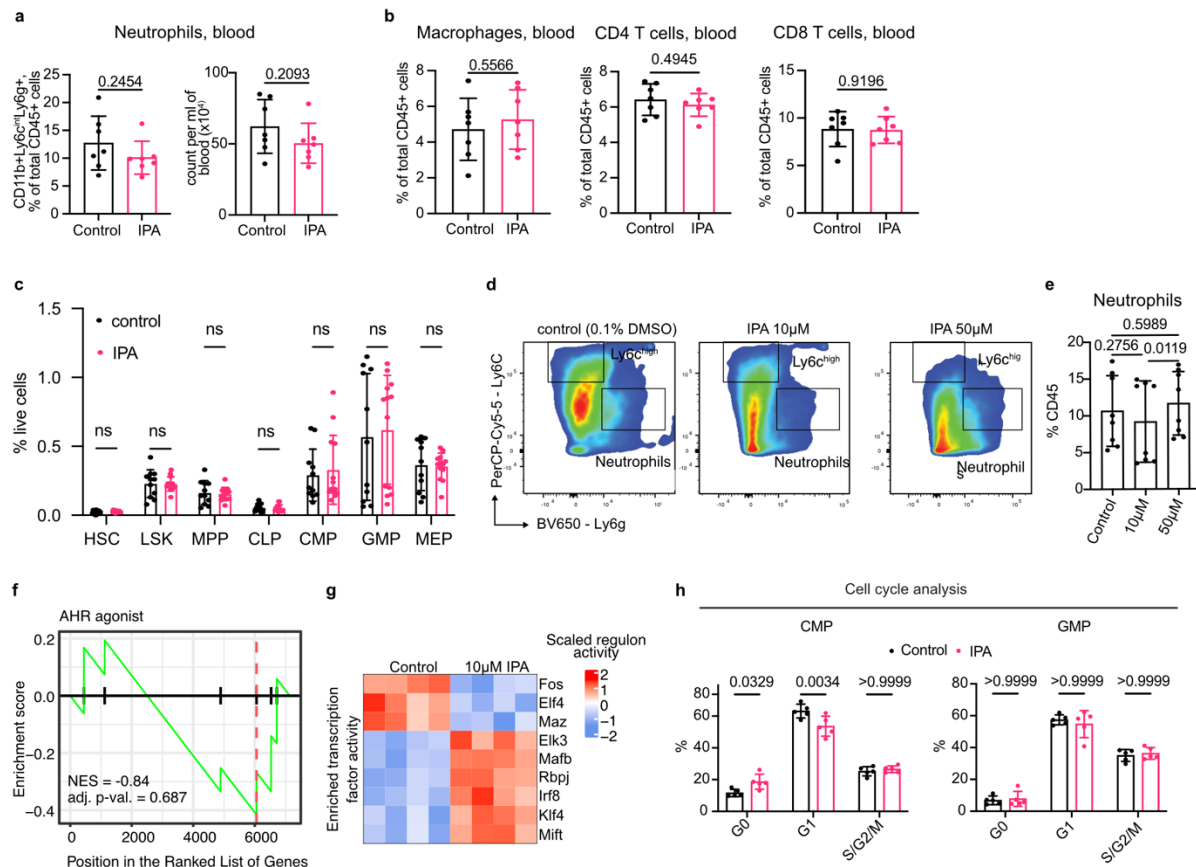

**Supplementary Figure 7 related to Figure 6. IPA affects myeloid cell differentiation without affecting progenitor numbers.**

(a-b) IPA does not influence neutrophils, macrophages, CD4<sup>+</sup> and CD8<sup>+</sup> T cell abundance in the blood.  $n = 7$  per conditions (c) IPA does not influence bone marrow progenitor abundance. Data shows percentage of cells in the bone marrow of mice gavage with PBS or IPA. Control,  $n = 11$ ; IPA,  $n = 13$ . Pooled from two independent experiments. (d) IPA inhibits generation of Ly6C<sup>high</sup> monocytes but not neutrophils *in vitro*. FACS plot showing reduced Ly6C<sup>high</sup> monocytes. (e) Percentage of neutrophils generated with vehicle (DMSO) or IPA *in vitro*.  $n = 8$  per condition. Data show biological replicate pooled from two independent experiments. (f) AHR gene signature is not modified by IPA in bone marrow cells. (g) SCENIC transcriptional network analysis shows that IPA activates regulons for myeloid cell maturation/differentiation. (h) CMP (Lineage<sup>-</sup>cKit<sup>+</sup>Sca1<sup>-</sup>(KLS<sup>-</sup>)CD16/32<sup>low</sup>CD34<sup>+</sup>) in IPA treated mice are more quiescent. Control,  $n = 5$ . IPA,  $n = 5$ . GMP (KLS<sup>-</sup>CD16/32<sup>low</sup>CD34<sup>+</sup>). Data are shown as mean  $\pm$  SD and analyzed using two-tailed unpaired Student's t-test (a, b), one-way Anova with Tukey's multiple comparisons test (c), repeated measure one-way Anova with Tukey's multiple comparisons test (e) and two-way Anova with Bonferroni's multiple comparisons test (h).

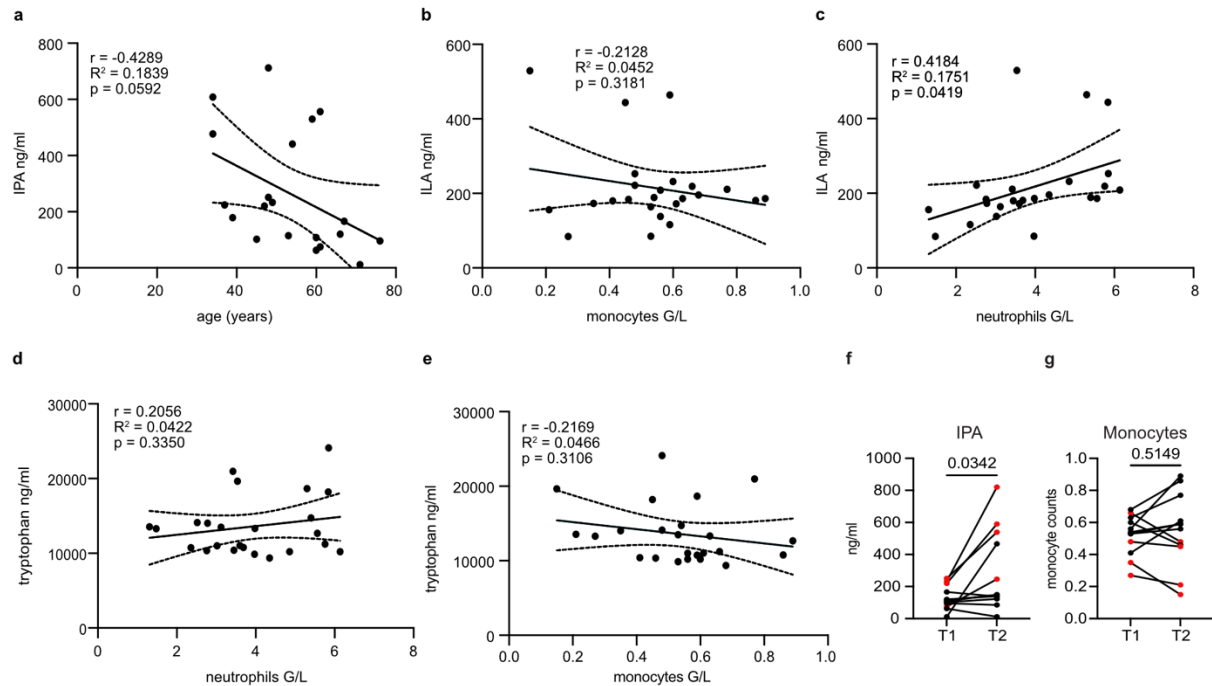

**Supplementary Figure 8 related to Figure 8. Further targeted metabolomics analyses of blood from chemo-naïve CRC patients.**

(a) IPA concentration in blood does not correlate with age in healthy and CRC patient cohorts.  $n = 8$  healthy controls and 12 CRC patients. (b) ILA concentration does not correlate with monocytes and (c) neutrophils abundance in CRC patients. (d) Tryptophan concentration does not correlate with neutrophils and (e) monocytes abundance in CRC patients. (f) and (g) Highlighted in red are the patients with the IPA increase and monocytes reduction at T2. Data are shown as mean  $\pm$  SD, and analyzed using Pearson correlation test (a, b, c, d, e), two-tailed Wilcoxon rank-sum test (f) and two-tailed paired Student's t-test (g).

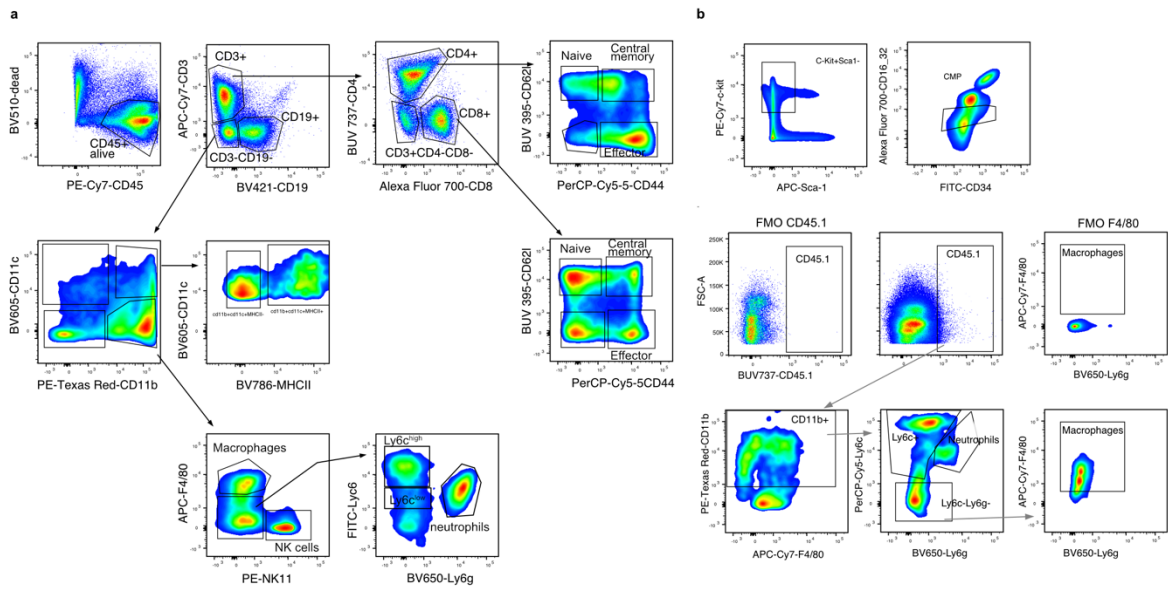

**Supplementary Figure 9. Gating strategy used in the manuscript.**

(a) Gating strategy related to Fig. 5 and Supplementary Fig. 6. (b) Gating strategy related to Fig. 6j-l and supplementary Fig. 7.

**Supplementary Table 1. CRCCT and SwissChronoFood cohorts.**

**Supplementary Table 2. The list of primers used in the study**

|              | Forward                         | Reverse                         | References                                                                                        |
|--------------|---------------------------------|---------------------------------|---------------------------------------------------------------------------------------------------|
| <i>18s</i>   | 5'- AGGAATTCCCAGTAAGTGCG-3'     | 5'- GCCTCACTAAACCATCAA-3'       | <a href="https://pubmed.ncbi.nlm.nih.gov/26389677/">https://pubmed.ncbi.nlm.nih.gov/26389677/</a> |
| <i>16s</i>   | 5'-CGGTGAATACGTTCCCGG-3'        | 5'-TACGGCTACCTTGTTACGACTT-3'    | this paper                                                                                        |
| <i>Tnf</i>   | 5'- TGGAAGTAGACAAGGTACAACCC-3'  | 5'-CATCTTCTCAAAATTCGAGTGACAA-3' | <a href="https://doi.org/10.1084/jem.20212418">https://doi.org/10.1084/jem.20212418</a>           |
| <i>Il1b</i>  | 5'-CAACCAACAAGTGATATTCTCCATG-3' | 5' GATCCACACTCTCCAGCTGCA-3'     | <a href="https://doi.org/10.1084/jem.20212418">https://doi.org/10.1084/jem.20212418</a>           |
| <i>Mki67</i> | 5'-ATCATTGACCGCTCCTTTAGGT-3'    | 5'-GCTCGCCTTGATGGTTCCT-3'       | this paper                                                                                        |

# Supplementary material for: Chemotherapy-driven intestinal dysbiosis and indole-3-propionic acid rewire myelopoiesis to promote a metastasis-refractory state
**Source:** Nat Commun. 2025 Dec 15;17:832. doi: 10.1038/s41467-025-67169-7
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1

**Description:** metabolite intensities untargeted metabolomics in the ileum, portal blood of mice treated with control or FO

**Title:** Supplementary Data 2

**Description:** log<sub>2</sub>(FC) abundance of metabolite in the cecal content of control versus FO treated mice

**Title:** Supplementary Data 3

**Description:** metabolite intensities in the blood of mice treated with FO or control +/- antibiotics

**Title:** Supplementary Data 4

**Description:** CYTOF imaging cell type population

**Title:** Supplementary Data 5

**Description:** Related to figure 6. Genes differentially expressed in BM cells treated in MDSC inducing medium, control versus 10uM IPA; Differential gene expression analysis was performed using DESeq2

**Title:** Supplementary Data 6

**Description:** gradient and injection in matbolon facility

How the deposited data were processed for this re-analysis (not part of the article)

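RNA-seq of bone marrow cells cultured for 5 days with vehicle, 10 µM IPA or 50 µM IPA was processed, with 4 libraries in each of the 3 groups. The authors trimmed the reads with Atropos, aligned them to mm10 with hisat2 and counted them per Ensembl gene with featureCounts. The values are raw counts, without normalization or a gene filter, and they were checked to be whole numbers. The strand setting of the counting was not named. Replicate numbers and doses were taken from the sample labels. The title of replicate 3 of the 10 µM group repeats that of replicate 2, and its library name was used in place of the title. Totals lay between 20451312 and 28038612 reads per library. Within each group, no library was a copy of another, and 4 Y-linked genes checked had 0 counts in all 12 libraries.

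Genes with more than 0.5 CPM, computed from the library totals, in at least 2 of the 12 libraries were kept (14894 genes). The groups were compared in 3 pairs, 10 µM against vehicle, 50 µM against vehicle and 50 µM against 10 µM, each on its 8 libraries and without a block for replicate numbers. The tests were those of edgeR 4.0.16 (TMM normalization, glmQLFit and glmQLFTest) in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. On simulated counts with a log2 fold change of 1 in 200 of 14894 genes, edgeR's test found 185 of the 200 and called 15 unchanged genes, and on counts with no change it called none of 14894 genes. On the counts with changes, limma-voom found 179 of the 200 and called 15 unchanged genes, and DESeq2 found 185 and called 27. Each gene and library was drawn independently, without the differences between replicates that many genes share. These numbers therefore do not measure false calls on the real libraries. Exact permutation tests were two-sided. Positions are those of GENCODE M21 on GRCm38, and 14882 of the tested genes (99.9%) had an exon length and a GC content in it. Symbols are those listed with the Ensembl identifiers in the table of counts.

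Of 38 gene lists, 35 had at least 4 tested members and were tested with limma 3.58.1, by camera on log2 CPM (prior count 2) with the correlation between genes preset at 0.01, by fry, and by camera with the correlation estimated from the libraries, each with adjustment over the 35 lists; lists added later were adjusted over the 4 of them. Reactome sets bundled with fgsea 1.28.0 were tested in the same way where they had between 10 and 500 tested members, after 12479 of the tested genes were matched to Entrez identifiers. The lists hold the genes the paper names, families defined by rules on gene symbols, and markers written from general knowledge. They were written after part of Supplementary Data 5 had been read, and the stefin A list because its members stood out there. The signatures, Gene Ontology sets and SCENIC regulons of the paper were not used here. Genes named in the text are taken from those the paper names, the members of the lists reported, and for each comparison the 5 largest rises and the 5 largest falls among differentially expressed genes with a mean of at least 1 CPM and no overlap between the groups. The choice of tests, filters, lists, named genes and alternatives was made before the data were examined, except where the text says otherwise.

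The alternatives were DESeq2 1.42.0 with and without moderated fold changes, limma-voom, DESeq2's size factors in edgeR, no filter, at least 10 counts in every library, the CPM filter on the 8 libraries compared, all 12 libraries in the fit, a block for replicate numbers, a minimum absolute log2 fold change of 0.4 or 1, and leaving out each library in turn. The level of 0.4 was taken from Supplementary Data 5. Further alternatives were added after the data had been seen: DESeq2 on all 12 libraries, also with a minimum absolute log2 fold change of 0.4 or 0.5, edgeR's earlier quasi-likelihood method, an offset per library for the trend of counts on exon length (lowess, span 0.3), the same with GC content, and the slope of that trend as a covariate. Lists of amino acid response genes, of AHR targets without *Cyp1a1* and *Cyp1b1* and of further B cell genes were added as well. Intervals for shares are 95% Wilson intervals. Plots were drawn with matplotlib.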

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

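In this part, the comparisons of the groups by gene and by the 35 lists were planned. So were the fits that left out 1 library and the counts of other splits of the libraries. The other tests were chosen after the result was seen.

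Values of single libraries stood apart from the rest of their group in 6 of 126 groups checked, where chance gives 6.3 (1 in 20), so their number is what chance gives. In each, the gap to the nearest of the 4 values took most of the group's range, above the 95% limit of Dixon's test. Vehicle replicate 3 had the lowest total of its group, 22417710 counts against 25762235 to 26442653, and totals enter each test through the normalization. *Ecm1* stood at 39.4 CPM in vehicle replicate 2, *Klf4* at 31.3 CPM in vehicle replicate 4 and *Pak1* at 73.7 CPM in replicate 3 of the 10 µM group. Replicate 3 of the 50 µM group had 4.89% of its counts on ribosomal protein genes, against 4.01% to 4.08% in its group. Its slope of counts on exon length was -0.231, against 0.0219 to 0.0609. No cause of these values was tested library by library, and no biological explanation was tested, since the libraries of a group share their treatment.

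The 50 µM IPA group, which the paper's RNA-seq results do not report on, showed 2010 genes past the threshold against vehicle, 1042 higher and 968 lower (4159 at an unadjusted p under 0.05). Of these, 1874 separated the groups, as did 2939 (19.7%) of all genes tested, where chance gives 2.86%. The count was 1248 without vehicle replicate 3, 1313 without replicate 2 of the 50 µM group and 2689 without vehicle replicate 4. Only 1 of the 35 splits of the 8 libraries, the real one, gave as many genes, and the next highest gave 1. With an offset for exon length and GC content, 1952 of the 2010 genes stayed past the threshold, so a trend of this kind is not the whole cause. Total counts (exact permutation p = 0.257), the share of ribosomal protein genes (exact permutation p = 0.114) and the share of the 20 most abundant genes (exact permutation p = 0.200) showed no difference between these groups past 0.05, with 4 libraries each. Lower viability at 50 µM cannot be told apart from a response to the dose. The share of mitochondrial counts was 1.07 ± 0.107% (SD, n = 4) against 0.963 ± 0.251% (SD, n = 4) with vehicle (exact permutation p = 0.457), and this share is no measure of viability alone. The higher dose itself stays open as the biological explanation.

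The list of AHR targets was higher at 50 µM, with a median log2 fold change of 0.61 and 7 of 8 members higher (camera, adjusted p = 0.00295, fry, adjusted p = 0.000463, and estimated correlation, adjusted p = 0.214). In fits that left out 1 library, camera's adjusted p lay between 0.00149 and 0.00836. Against 10 µM the median was 0.69 (camera, adjusted p = 0.00100), also with *Cyp1a1*, which is at the floor at 10 µM, set to its bound, so the doses differ by a test of the difference. *Cyp1b1* reached 124 ± 20.3 CPM (SD, n = 4), a log2 fold change of 3.38 (standard error 0.16, adjusted p = 7.42e-08) against vehicle. *Tiparp* (0.63, adjusted p = 0.000168), *Nqo1* (0.68, adjusted p = 0.00141) and *Ahrr* (0.51, adjusted p = 0.00770) rose and *Nfe2l2* fell (-0.30, adjusted p = 0.00883). The length trend of single libraries is not the whole cause, since with an offset for it limma's fry gave an adjusted p of 0.000267 over the 35 lists. *Cyp1b1* and *Cyp1a1* are not the whole cause either, since fry on the other 6 members gave an adjusted p of 0.000588 over the 4 added lists. The 10 NRF2 targets, which include *Nqo1*, did not rise as a set, with a median of -0.0044, 4 higher and 6 lower (camera, adjusted p = 0.966). For *Nqo1* alone, NRF2 cannot be told apart from AHR, since a list does not show what drives a single member. A candidate explanation is activation of AHR at the higher dose, a hypothesis that no protein or ligand assay tests here.

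Genes of the amino acid response were higher at 50 µM, a pattern noticed in the largest rises, *Slc7a3* (4.71, adjusted p = 2.96e-06) and *Cth* (4.38, adjusted p = 1.90e-07). A list of 29 such genes, written after that, had a median log2 fold change of 0.53 and 28 higher (camera, adjusted p = 2.25e-18, fry, adjusted p = 0.000201, and estimated correlation, adjusted p = 0.0565). Of the 29, 24 passed over all genes and 26 adjusted over the list alone. The choice of members already seen is not the whole cause, since the 20 members not seen before had a median of 0.45 with 19 higher (camera, adjusted p = 6.74e-11), nor is the length trend, since with the offset limma's fry gave an adjusted p of 0.000112 over the 4 added lists. At 10 µM the medians were 0.03 for the list and 0.01 for the members not seen before (camera, adjusted p = 0.658 for both). *Asns* (1.00), *Trib3* (1.33), *Chac1* (1.03), *Ddit3* (0.99) and *Atf4* (0.50) were among the members higher at 50 µM. A shortage of amino acids or stress at the higher dose may cause it, a hypothesis that was not tested.

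Of 37 genes compared between the doses, 3 had opposite signs at the 2 doses, and for *Klf4* and *Ccr2* the difference between the doses passed the threshold. The log2 fold change from 10 to 50 µM was -0.90 for *Klf4* (standard error 0.09, adjusted p = 7.69e-06) and -1.31 for *Ccr2* (standard error 0.07, adjusted p = 7.22e-09), and each of the 4 libraries at 50 µM lay below each library at 10 µM. Both, 2 of 2, stayed past the threshold with the offset for exon length and GC content (adjusted p = 1.43e-06 and 8.75e-10), so this trend is not the whole cause. Against vehicle, *Klf4* rose by 0.30 at 10 µM without passing the threshold and fell by 0.59 at 50 µM (adjusted p = 0.00203), and *Ccr2* rose by 0.54 without passing and fell by 0.76 (adjusted p = 0.00153). Without vehicle replicate 4, *Ccr2* passed the threshold at 10 µM, with 0.66. A response that depends on the dose stays open as the biological explanation.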

How the results depend on the processing

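The cause of a change was not tested unless it follows from the setting. At 10 µM, 61 genes passed the threshold. The number was 250 with DESeq2, 249 with its moderated fold changes, 150 without a filter, 118 with all 12 libraries in the fit and 9 with an absolute log2 fold change above 1. With settings added after the data had been seen, it was 117 with the length offset, 130 with the length and GC offset, 549 with the length trend as a covariate and 288 with DESeq2 on all 12 libraries, where it was 167 above an absolute log2 fold change of 0.4 and 115 above 0.5. It stayed within 1.5 times with limma-voom (63), DESeq2's size factors (60), at least 10 counts in every library (68), the filter on the 8 libraries (61), a log2 fold change above 0.4 (54) and edgeR's earlier method (61). Across the 8 fits that each left out 1 library it ran from 4 (without replicate 2 of the 10 µM group) to 122 (without vehicle replicate 4).

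With a block for replicate numbers, 3 genes passed at 10 µM, and the share of called genes that moved the same way at 50 µM was 100% of these 3, against 83.6% of the 61. Deviations from the group mean correlated across genes at -0.47 to 0.246 between libraries with the same number, in 12 pairs. These correlations cannot decide whether the numbers pair the samples. Genes are not independent replicates, and the first axis between replicates, with 38.0% of their variation, may hide a pairing. The paper's text does not say whether the libraries of a group came from different mice. For its flow cytometry of such cultures, it used a repeated measures test. The block left 1830 genes at 50 µM against vehicle and 2200 between the doses.

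At 50 µM against vehicle, 2010 genes passed, 3646 with the length covariate, 1307 above an absolute log2 fold change of 0.4, 366 above 1, and from 1248 (without vehicle replicate 3) to 2689 (without vehicle replicate 4) across the 8 fits that left out 1 library. Between the doses 2289 passed, with 3561, 1281 and 345 under the same settings and 1604 to 2269 across the fits that left out 1 library.

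At 10 µM, 22 lists passed with camera, 13 with fry and 4 with the estimated correlation. At 50 µM, 14 passed with camera, 14 with fry and 0 with the estimated correlation, where 7 had an unadjusted p under 0.05. For Reactome at 10 µM, 24 sets passed with camera, 9 with fry and 0 with the estimated correlation, where 45 had an unadjusted p under 0.05. In the fits that left out 1 library, the log2 fold change of *Ly6c1* ran from -0.16 (without replicate 2 of the 10 µM group) to 0.22 (without vehicle replicate 3), against 0.05, and it was -0.08 without vehicle replicate 1.

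Of 37 single genes followed at 10 µM, 9 newly passed with DESeq2, 10 with the length covariate, 3 each with no filter, the length offset and the length and GC offset, and 1 with all 12 libraries; with the block 13 no longer passed, and with at least 10 counts in every library 1 of 36. None changed with limma-voom, DESeq2's size factors, edgeR's earlier method or the filter on the 8 libraries. Of 20 lists at 10 µM, 4 no longer passed and 1 newly passed with fry, 9 no longer passed with the estimated correlation and 1 with the block, and 1 newly passed with at least 10 counts in every library.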

Differences from the paper's values

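At 10 µM, 49 genes were higher than with vehicle, against the paper's 105. Of the alternatives set before the data were examined, no filter (129), all 12 libraries in the fit (102) and leaving out vehicle replicate 4 (101) came within 1.5 times of the paper's number. DESeq2 (197), its moderated fold changes (194), limma-voom (50), DESeq2's size factors in edgeR (48), at least 10 counts in every library (56), the filter on the 8 libraries (49), the replicate block (2), an absolute log2 fold change above 0.4 (46) or 1 (7) and the other fits that left out 1 library (2 to 31) did not. Among settings chosen after seeing the values, the length and GC offset gave 105 (with 25 lower), DESeq2 on all 12 libraries gave 104 with an absolute log2 fold change above 0.5 (with 11 lower) and 149 above 0.4 (with 18 lower), and the length offset gave 95 (with 22 lower). That a setting reaches the paper's number does not show that the paper used it. Also chosen after seeing the values, DESeq2 on all 12 libraries without that limit (229), the length covariate (378) and edgeR's earlier method (49) did not come within it. For the genes lower at 10 µM the values were the paper's 18 and 12 here.

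The copy of Supplementary Data 5 read here holds 1997 of the paper's 14970 genes. Of these, 229 have the paper's adjusted p under 0.05, 170 higher and 59 lower. Its log2 fold changes differ from those of DESeq2 on all 12 libraries by a median of 6.83e-05 and at most 0.00023 over 1994 genes matched by symbol, and from edgeR's by a median of 0.00191.

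The paper's text and the legend of Fig. 6f present *Cd68*, *Ecm1*, *Epsti1*, *Ms4a3*, *Lcn2*, *Pak1* and *Klf5* as changed with IPA. The paper's own DESeq2 table gives each an adjusted p under 0.05, from 0.00926 for *Lcn2* to 0.0482 for *Cd68*. All of these moved in the paper's direction here, and none passed the threshold with edgeR's test on 8 libraries. Their log2 fold changes were close to the paper's, and the calls depended on the test and on the libraries in the fit. DESeq2, with or without moderated fold changes, called all but *Cd68*. Without a filter, *Epsti1* and *Lcn2* were called. Among settings chosen after seeing the values, DESeq2 on all 12 libraries and the length covariate called all of them, and the length offset and the length and GC offset called *Epsti1*, *Ms4a3* and *Lcn2*. None of them was called with limma-voom, DESeq2's size factors, at least 10 counts in every library, the filter on the 8 libraries, all 12 libraries in edgeR's fit, the replicate block, edgeR's earlier method or any fit that left out 1 library.

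The paper states that an immunosuppressive signature falls with IPA, and the list of immunosuppressive markers used here, which is not that signature, had a median log2 fold change of 0.11. The paper states that antigen presentation pathways rise, and the MHC class II list did not pass the threshold (median 0.06), although it passed without vehicle replicate 4. The MHC class I list passed in the paper's direction (17 of 20 higher, median 0.10), but not in 2 of the 8 fits that left out 1 library. The paper states that pathways of DNA repair, histone modification and methylation fall. The lists for these, with medians of -0.04, -0.05 and -0.01, did not pass with camera, although those for DNA repair and histone modifiers each passed in 3 of the 8 fits that left out 1 library.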

Other observations

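In this part, the comparisons of the groups by gene and by the 35 lists were planned, as was the share of genes moving the same way at both doses. So were the fits that left out 1 library and the counts of other splits of the libraries. The other tests, and the search for opposite directions among genes called at both doses, were chosen after the result was seen.

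At 10 µM, 2 of the 35 splits of the 8 libraries, the real one included, gave at least 61 genes. The other split, which sets vehicle replicates 1 and 2 with replicates 3 and 4 of the 10 µM group against the rest, gave 529, so the number of genes at 10 µM alone does not exceed what another grouping of the same libraries gives. Of the remaining splits, 32 gave none. This split follows the first axis of the differences between replicates, which held 38.0% of their variation, with 13.8% on the next. With the length offset, 1 of 35 splits, the real one, gave as many as its 117 genes, and the next highest gave 1. With the length trend as a covariate, 1 of 35 gave as many as 549, and the next highest gave 11. Both settings were chosen after the split was seen. With the length and GC offset, 59 of the 61 genes stayed past the threshold, so that trend is not the whole cause of the 61. Totals (exact permutation p = 0.800), mitochondrial share (exact permutation p = 0.600), ribosomal share (exact permutation p = 0.857) and length slope (exact permutation p = 0.714) showed no difference between the groups past 0.05.

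The axis between replicates goes with the length of transcripts, and its cause may be technical or biological. Length alone is not the whole of it, since the first axis still held 32.6% of the variation with the length offset. A share of dividing cells is not its cause, since short cell cycle genes had a median response of -0.29 to the length slope, beside -0.29 for all short genes and 0.57 for genes over 9000 bases. The long cell cycle genes *Mki67* (3.30) and *Cenpf* (3.29) responded more than that, and Top2a (0.71) close to it. RNA quality and the day of preparation stay open and were not tested.

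Between the doses, 2289 genes passed, 1120 higher and 1169 lower at 50 µM (4393 at an unadjusted p under 0.05), and 3036 (20.4%) separated the groups, where chance gives 2.86%. Only the real split of 35 gave as many, and the next highest gave 1. With the length and GC offset, 2271 of them stayed past the threshold, so this trend is not the whole cause. The 5 largest rises were *Slc7a3* (4.64), *Cth* (4.38), *Retnla* (3.80), *Cox6a2* (3.75) and *Cyp1b1* (3.31), and the 5 largest falls *Smtnl2* (-4.54), *Ace* (-3.74), *Nos2* (-3.52), *Mamdc2* (-3.37) and *Ccl8* (-2.98). Against vehicle, the 5 largest rises at 50 µM were *Retnla* (6.85), *Slc7a3*, *Cth*, *Rnase2a* (4.30) and *Hic1* (3.52), and the 5 largest falls *Ereg* (-2.77), *Ace* (-2.76), *Nos2* (-2.50), *Mamdc2* (-2.44) and *Steap4* (-2.37). All of these passed the threshold in each setting in which they were tested.

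Of the 61 genes called at 10 µM, 51 (83.6%, 95% interval 72.4% to 90.8%) moved the same way at 50 µM, and the log2 fold changes correlated across genes at 0.385, where genes are not independent replicates. Shared vehicle libraries give such a share without any effect. Groups without a difference that shared their vehicle libraries were simulated, and at most 2 genes passed the threshold in a simulation. The simulated share was taken over 61 genes, whether or not they passed. In 40 of 40 simulations, the share was as high (median 93.4%, from 83.6% to 98.4%) and the correlation across genes as well (median 0.493, from 0.469 to 0.520). The same direction at both doses is therefore no evidence of an effect of the dose. With DESeq2 the share was 83.2%. Of 44 genes called at both doses, 4 moved in opposite directions, *Mrc1* (0.62 and -0.69), *Pls3* (0.46 and -0.48), *Thy1* (-0.35 and 0.77) and *Sdc1* (0.59 and -0.60).

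Lists at 50 µM that passed with camera included the cell cycle (28 of 28 lower, median -0.33, adjusted p = 2.51e-10), neutrophil primary granules (median -1.02, adjusted p = 3.42e-05), chemokine ligands (median 0.73, adjusted p = 5.53e-07), ribosomal proteins (median 0.22, adjusted p = 5.53e-07, but 0.242 with fry) and dendritic cell genes (median 0.38, adjusted p = 0.0133). In all, 14 of 35 passed, 7 higher and 7 lower, and 12 of these also with fry. Macrophage markers (median 0.11, adjusted p = 0.656) and phagocytosis genes (adjusted p = 0.973) did not pass at 50 µM. Between the doses these 2 lists fell, with medians of -0.25 (adjusted p = 0.00100) and -0.20 (adjusted p = 0.000226), so the rise at 10 µM was not larger at the higher dose. Genes of Ly6C high monocytes fell at 50 µM (median -0.56, adjusted p = 0.0297), but not past the threshold in 4 of 8 fits that left out 1 library (adjusted p = 0.0848 without vehicle replicate 4), and fell from 10 to 50 µM (median -0.77, adjusted p = 0.000139). Of 829 Reactome sets, 76 passed at 50 µM, 24 higher and 52 lower, and 40 of these also with fry.

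B cell genes were higher at 50 µM, with 9 of 9 up, a median of 0.99 (camera, adjusted p = 8.74e-06, and fry, adjusted p = 0.00355) and 7 past the threshold. The most abundant, *Ighm*, had 38.3, 47.9 and 58.7 CPM with vehicle, 10 µM and 50 µM. A larger share of RNA from B cells is a candidate explanation. It needs further B cell genes to rise, and 11 of 12 others did, with a median of 0.90. A lower share of the main cell types would raise all other types alike, but eosinophil genes fell, with a median of -0.36. At 10 µM, 9 of 9 B cell genes rose (median 0.43, camera, adjusted p = 0.000545, and fry, adjusted p = 0.0701), with *Igkc* and *Ighm* higher when adjusted over the list alone, and the further members had a median of 0.32 (fry, adjusted p = 0.00633). Whether IPA or the marrow cells plated differed was not tested.

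The stefin A cluster fell at 10 µM in 8 of 8 members (median -0.87, camera, adjusted p = 1.16e-15, fry, adjusted p = 0.00151, and estimated correlation, adjusted p = 0.0334), with 6 past the threshold, and at 50 µM (median -1.41, camera, adjusted p = 2.64e-09). The list was chosen because its genes had stood out, so this is not independent evidence. Reads moved between these paralogs do not explain it, since the sum of their counts fell as well (log2 fold change -0.73, standard error 0.07, adjusted p = 0.00598). The sum of *Gm23935* and its 2 copies also fell (-1.33, standard error 0.21, adjusted p = 0.0263), so reads moved between copies are not the cause. Loss of short transcripts in the library preparation cannot be told apart for *Gm23935*, since only 12 other genes under 200 bases were tested, with 6 higher and 6 lower and a median of -0.023. A response to IPA is a hypothesis for both.

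Of the remaining lists at 10 µM, V-ATPase subunits (18 of 19 higher, median 0.07, camera, adjusted p = 0.0123, fry, adjusted p = 0.293), ribosomal proteins (70 of 86 higher, median 0.04, camera, adjusted p = 0.0391, fry, adjusted p = 0.743) and interferon-stimulated genes (25 of 38 higher, median 0.06, camera, adjusted p = 0.00188, fry, adjusted p = 0.0245) passed with camera. Mast cell and basophil genes (8 of 8 lower, median -0.16, camera, adjusted p = 0.00307, fry, adjusted p = 0.174) and eosinophil genes (7 of 8 lower, median -0.22, camera, adjusted p = 0.00582, fry, adjusted p = 0.144) fell. The mitochondrial genome (median -0.06, adjusted p = 0.894), NRF2 targets (median -0.03, adjusted p = 0.598) and PXR targets (adjusted p = 0.598) did not pass. AHR targets without *Cyp1a1* and *Cyp1b1* did not either (median -0.06, adjusted p = 0.658). The factors of the regulons more active in control cells, T and NK cell genes and erythroid genes had 3, 3 and 2 tested members and were not tested as lists.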
